# Anti-oncogenic activities exhibited by paracrine factors of MSCs can be mediated by modulation of *KITLG* and *DKK1* genes in glioma SCs *in vitro*

**DOI:** 10.1016/j.omto.2020.11.005

**Published:** 2020-11-26

**Authors:** Nazneen Aslam, Elham Abusharieh, Duaa Abuarqoub, Dema Ali, Dana Al-Hattab, Suha Wehaibi, Ban Al-Kurdi, Fatima Jamali, Walhan Alshaer, Hanan Jafar, Abdalla S. Awidi

**Keywords:** mesenchymal stem cells, glioma stem cells, gliospheres, conditioned media, WJ-MSCs, BM-MSCs, microarray, signaling pathways, CSC arrays, stemness

## Abstract

Cancer stem cells (CSCs) use their stemness properties to perpetuate their lineage and survive chemotherapy. Currently cell-based and cell-free therapies are under investigation to develop novel anti-cancer treatment modalities. We designed this study to investigate how cell extracts of mesenchymal stem cells affect the growth of glioma stem cells *in vitro*. Gliospheres were generated from the U87MG cell line and treated with conditioned media of Wharton’s jelly and bone marrow mesenchymal stem cells. The effects were investigated at the functional and molecular levels. Our results showed that conditioned media from both types of mesenchymal stem cells changed the morphology of spheres and inhibited the proliferation, invasion, and self-renewal ability of glioma stem cells. At the molecular level, metabolism interruption at oxidative phosphorylation, cell cycle arrest, cell differentiation, and upregulation of the immune response were observed. Furthermore, this effect was mediated by the upregulation of the *DKK1* gene inhibiting the Wnt pathway mediated by growth factor activity and downregulation of the *KITLG* gene activated by growth factor and cytokine activity, inhibiting multiple pathways. We conclude that different types of mesenchymal stem cells possess antitumor properties and their paracrine factors, in combination with anti-immune modalities, can provide practical therapeutic targets for glioblastoma treatment.

## Introduction

The modern theory of carcinogenesis focuses on the presence of malignant transformations in adult tissue stem cells.^1^ The theory of cancer stem cells (CSCs) is old, as it was first described in 1973.^2^ Later, in 1997, the existence of a heterogeneous tumor cell population was mentioned in leukemia for the first time.^3^ Analysis of this cell population revealed stem cell properties, such as self-renewal capacity, high proliferation rate, and maintenance of the tumor cell population.^4^^,^^5^ These properties form the basis of the modern accepted hypothesis of CSCs.^6^, ^7^, ^8^

The CSC hypothesis gained credibility because all main cancer-origin theories (genetic/epigenetic events and chemical-, infection-, and virus-induced carcinogenesis) indicated that the tissue stem cell is involved in the generation of cancer.^3^^,^^9^^,^^10^ Moreover, recent studies also suggest that CSCs are a major driving force for tumorigenesis, metastasis, aggressiveness, and resistance to treatment.^11^ The presence of CSCs has been reported in both hematologic malignancies and solid tumors (i.e., breast cancer, brain tumors, malignant melanoma, or prostate cancer).^12^^,^^13^

Glioblastoma multiforme (GBM) is the most malignant type of brain tumor and is still incurable, with the overall survival rate being less than 15 months.^14^, ^15^, ^16^ The highly infiltrative growth of GBM and its resistance to chemotherapies/radiotherapies prevent complete elimination of tumor cells, despite improvements made in surgical techniques and therapeutic protocols.^17^^,^^18^ The highly tumorigenic subpopulation of glioblastoma CSCs (GSCs) is thought to be one of the reasons for a high GBM recurrence rate.^19^ The resistance to radiation and chemotherapy of GSCs suggests that new therapeutic approaches are needed to focus on specific targeting of GSCs to improve the survival of GBM patients. Many current therapies, such as the drugs that target different signaling pathways, tumor transcription factors, cells in the tumor microenvironment, and the use of tumor-inhibiting microRNAs (miRNAs),^20^ are presently being investigated in the development of novel therapeutic targets.

However, targeting GSCs can be tricky, as GSCs would normally be quiescent and enter the cell cycle only after exposure to external stimuli such as growth factors.^21^ Therefore, GSCs would only be vulnerable to treatments while they are in an actively growing state.

Cellular therapy for cancer is being revisited because of using mesenchymal stem cells (MSCs) for cancer treatment. MSCs are multipotent stem cells most often isolated from perinatal sources such as umbilical cord Wharton’s jelly (WJ-MSCs), placenta (PL-MSCs), and adult tissues such as bone marrow (BM-MSCs) and adipose tissue (AT-MSCs).^22^ They have been shown to have wide therapeutic potential because of their immunomodulatory ability, wound- and neoplasm-directed homing, and tissue repair ability.^23^^,^^24^ Additionally, MSCs have been shown to cross the blood-brain barrier (BBB), a characteristic that represents an important aspect when considering MSCs as a therapeutic option for brain tumors.^25^ Recently, pre-clinical studies demonstrated that MSCs might suppress the growth of GBM cells, although conflicting studies have also found the opposite effect.^26^ However, the mechanisms by which MSCs may suppress GBM growth have not been illustrated yet.

There has been active research to enhance the anticancer effects of MSCs, such as overexpressing anticancer genes^27^ or using engineered delivery systems with an anticancer drug.^28^ However, these methods can reduce the viability of MSCs, modify endogenous genes, or exert toxicity on normal cells. Such negative effects limit the clinical application of cell-based therapy. Moreover, the issue of whether the MSCs of the tumor microenvironment and their molecular crosstalk with other cells results in tumor-suppressive effects or favors tumor promotion is still unclear.^29^

It has been reported that paracrine factors of MSCs showed enhanced beneficial effects on recovery from injury or disease in some experimental models.^30^, ^31^, ^32^, ^33^, ^34^, ^35^ MSCs harvested from numerous anatomical locations display similar immunophenotypic profiles. However, the secretome of MSCs appears to vary significantly, depending on the age of the host and diverse stimuli present in the niches where the cells reside.^36^ To improve the therapeutic ability of MSCs, the composition of the secretome of MSCs can be modulated by preconditioning the MSCs during *in vitro* culture.^37^ Preconditioning of MSCs by hypoxia, inflammatory stimulus, and other factors/conditions before their use in therapy is a new strategy currently being investigated.^38^

Based on this knowledge, we sought to investigate the effects of the conditioned media (CM) from two different types of MSCs preconditioned with a GSC microenvironment to explore the same biological mechanisms and signaling pathways that are associated with anti- or pro-tumorigenic effects *in vitro*. In doing so, we evaluated the effects of factors secreted (cytokines, chemokines, miRNAs, or growth factors in CM), under the same culture conditions, from two kinds of MSCs, BM-MSCs (BM1, BM2, BM3) and WJ-MSCs (WJ1, WJ2, WJ3), on GSC proliferation, invasion, and self-renewal capability. Furthermore, the genetic changes at signaling pathway levels were explored by microarray analysis followed by validation of the effect on the pluripotency of GSCs with human CSC arrays *in vitro*.

## Results

### Preliminary data

Figure S1 shows the results of preliminary experiments for different concentrations of CM (50% and 100%) on the CD133^+^ population sorted from the U87MG cell line. It was noted that cells treated with different concentrations of CM changed their morphology at 48 and 72 h and started to become linear rather than making spheres (Figure S1A). Similarly, we found that gliosphere CM (GSCM) harvested from BM1-MSCs showed statistically significant inhibition of proliferation of GSCs in any formulation of CM concerning both controls at 96 h (p < 0.01, p < 0.0001). However, CM from WJ3-MSCs showed significant inhibition from 50% concentration of serum-free CM (SFCM) + gliosphere media (GSM) only (p < 0.05) (Figure S1B). This prompted us to stretch the experiment for the usual passage time of 7 days. It was also noted that GSCs kept on growing even in serum-free conditions (Dulbecco’s modified Eagle’s medium [DMEM]-F12 only) without the addition of growth factors and supplements under ultralow attachment culture conditions (3D) (Figures S1A and S1B). This showed the plasticity of GSCs, modifying themselves according to the change in the environment.^41^ However, to determine the effect of CM from MSCs specifically for GSCs in the 3D culture system under normal growth conditions, we no longer used the serum-free media (SFM) as a control for further assays. Based on the preliminary data of morphology and proliferation, 100% CM (GSCM) was selected to perform the further experiments in a ratio of 1:9 with fresh GSM (10% GSM/90% CM) to replenish the growth factors.

### Enrichment and characterization of CD133^+^ population

Figure S2A depicts the flow cytometric evaluation of the CD133^+^ population present in the U87MG cell line (P3–P7) before sorting and enrichment of a positive population after sorting. Before cell sorting, we found that the average percentage of the CD133^+^ population was 5.1% in the cell line. After sorting, the CD133^+^ population was enriched to 48% while the negative population still showed 2.1% of CD133^+^ cells (Table 2). To determine whether successive cultures of sorted cells have affected the enrichment of the CD133^+^ population in CSC media (GSM), we also determined the enrichment of the sorted positive population at a random passage (G5), which was above 90% with almost uniform sphere morphology (Figure S2B). The enriched glioma stem cell line with a 90% CD133^+^ population was used for all of the experiments.

**Table 1:** Primary and secondary antibodies used for immunocytochemistry

Antibodies	Catalog no.	Manufacturer
Primary antibody		
Anti-CD133	Ab19898	Abcam (UK)
Rabbit recombinant monoclonal mushashi1/Msi1	ab199781	Abcam (UK)
GFAP monoclonal antibody (ASTRO6)	MA512023	Invitrogen
OLIG1/OLIG2/OLIG3 monoclonal antibody (257224)	MA523805	Invitrogen
Beta-3 tubulin monoclonal antibody (2 28 33)	322600	Invitrogen
Nestin monoclonal antibody (10C2)	14-9843-82	Thermo Fisher Scientific
Sox 2 antibody	48-1400	Thermo Fisher Scientific
Anti-PAX6 antibody	ab5790	Abcam (UK)
Anti-Sox1 antibody	ab87775	Abcam (UK)
Secondary antibody		
Goat anti-mouse immunoglobulin G (IgG)1-Alexa Fluor 488	A21121	Thermo Fisher Scientific
Goat anti-rabbit IgG (H+L)-Alexa Fluor 546	A11035	Thermo Fisher Scientific
Goat anti-mouse IgG (H+L)-Alexa Fluor 546	A11003	Thermo Fisher Scientific

**Table 2:** Percentage of CD133 population before and after sorting with mean ± SD

	CD133 before sorting (%)	After sorting +Ve population (%)	After sorting −Ve population (%)
1	4.17	49.75	0.62
2	7.24	45.02	4.85
3	5.4	40.45	0.65
4	3.7	56.3	2.3
Mean ± SD	5.127 ± 1.58	47.88 ± 6.77	2.105 ± 1.99

SD, standard deviation.

### Morphological characteristics of sorted populations

Sorted populations were divided into positive and negative fractions and were cultured in adherent (2D) and sphere (3D) systems. In adherent cultures, the CD133^+^ population made an interconnected mesh network from passage 1, and at passage 3, cells showed a conspicuous stellar morphology as for U87MG cells (Figure 1A, P3, arrow), whereas the CD133^−^ population showed larger cells indicating the presence of a differentiated progeny (Figure 1A, P3, arrow). Moreover, the negative population showed a slight stellar morphology at later passages (P5–P6), which might be due to the presence of residual CD133^+^ cells in the negative fraction or some CD133^−^ cells may have acquired the state of CD133^+^ cells.^42^

**Figure 1:**
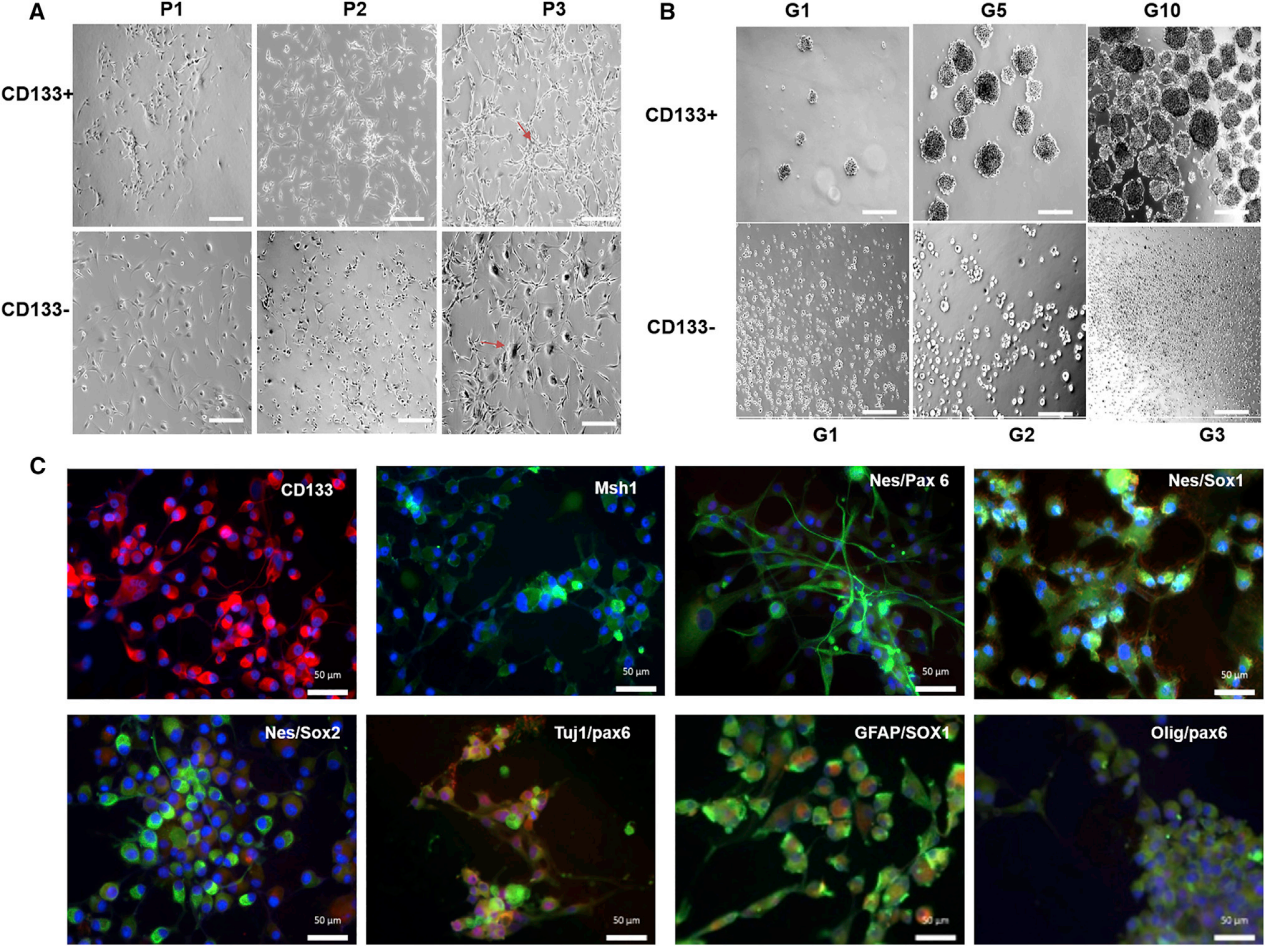
Characterization of sorted population from U87MG cells based on self-renewal and immunocytochemical assay (A) Morphological evaluation of sorted CD133^+^ and CD133^−^ populations in adherent culture from passages 1–3 (P1–P3). Scale bars, 100 μm. Arrow shows the mesh network and stellar morphology of U87MG cells in the CD133^+^ population at P3. The CD133^−^ population showed large cells indicating the presence of differentiated progeny at P3 (arrow). (B) Morphological evaluation of sorted CD133^+^ and CD133^−^ populations in sphere culture (3D). CD133^+^ population showed self-renewal ability by forming spheres until passage 10 (G10). However, the CD133^−^ population stops making spheres at the third passage (G3). Scale bars, 100 μm. (C) Immunocytochemistry of sorted CD133^+^ population for GSC (CD133 and Msh1), neuronal lineage (nestin, sox1, sox2, and pax6), and differentiated (GFAP, Tuj1, and Olig123) markers in combinations (merged) at G13. Scale bars, 50 μm. See Figure S7.

Similarly, in spheroid culture, a positive fraction started making spheres from G1 and continued until G12. However, the negative fraction did not make spheres after G3, and at later passages, cells tend to be adherent rather than spheroids (same as in Figure S1A). This negative population failed to form spheres and was kept as a negative control for molecular analysis.

### Immunocytochemistry of gliospheres

Figure 1C shows three panels of markers selected for the characterization of the glioma stem cells in actively growing spheres (gliospheres). The markers were glioma stem cell markers (CD133 and Msh1), neuronal lineage markers (nestin, sox1, sox2, and pax6), and differentiated markers (GFAP, Tuj1, and Olig123). Because the glioma spheroids contain heterogeneous populations^43^ comprised of the stem and differentiated cells, we found the substantial presence of all of the selected markers in merged images (see Figure S7).

### CM inhibited sphere formation, proliferation, invasion, and clonogenicity of GSCs

Gliospheres were treated with CM from two types of MSCs for 7 days and the results are shown in Figure 2. Morphologically, spheroids tend to change their form as early as on day 3 (D3) where cells started to become linear rather than spheroids. At D7, cells started to branch out as for adherent culture, despite growing in ultralow stem cell environment (Figure 2A). Concerning this, a 3D Glo viability assay showed that cells’ proliferative ability was significantly decreased at D7 (p < 0.0001) as compared to control (Figure 2B) and the effect was same from all individual biological samples. Additionally, CM from both types of MSCs (averages) significantly reduced the invasive ability of GSCs (p < 0.05) (Figure 2C) As a fraction of total, the reduction in invasion was 27% (WJ) and 26% (BM) as compared to 45% from control (Figure S1C).

**Figure 2:**
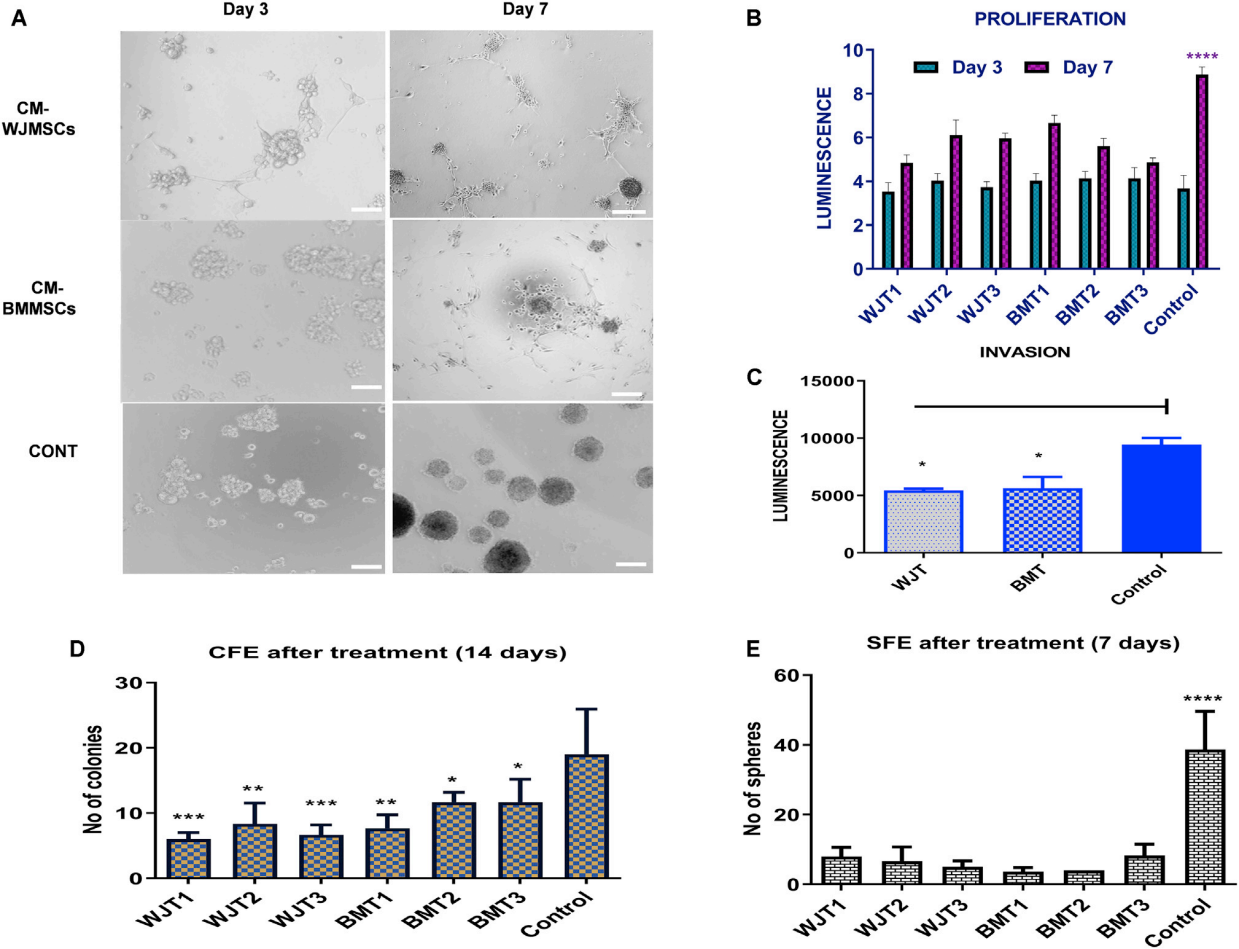
Effect of CM from MSCs on GSC (gliospheres) morphology, proliferation, invasion, and clonogenicity (A) Representative images of the morphological changes occurring in gliospheres with CM at days 3 and 7 as compared to control. Scale bars, 100 μm. (B) Effect of CM from two types of MSCs on the proliferation of gliospheres at days 3 and 7. The proliferative ability of GSCs was significantly inhibited at day 7 (p < 0.0001) in comparison to control. (C) Effect of CM from two types of MSCs on the invasive ability of gliospheres at day 7. Both treatments significantly inhibited the invasive potential of GSCs (p < 0.05). (D) Self-renewal ability of treated glioma stem cells in adherent culture (CFE) as significantly reduced at day 14 (p < 0.05, p < 0.01, and p < 0.001). (E) Self-renewal ability of treated glioma stem cells in sphere culture (SFE) was significantly reduced at day 7 (p < 0.0001).

To investigate whether the effect of CM from both types of MSCs is irreversible, a clonogenic assay was performed. It was noted that the colony-forming efficiency of GSCs was significantly reduced both adherently and in spheroids compared to the control (p < 0.05, Figures 2D and 2E). It was found that the average sphere/colony formation from control was 39/19, while the reduction in sphere/colony formation was 5/11 from BM-MSCs and 7/6 from WJ-MSCs (Figure S1D).

### Molecular analysis

#### CM inhibited the metabolism and cell cycle while activating the immune response at the molecular level (microarray)

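Gene expression was measured on 14 Affymetrix human transcriptome arrays of cells from U87MG, a human glioblastoma cell line. There were 3 arrays of untreated gliospheres, 3 of gliospheres kept for 7 days in medium with 90% CM of bone marrow MSCs (BMT) and 3 with 90% CM of Wharton's jelly MSCs (WJT). The 5 control arrays were 2 labelled negative spheres and 3 labelled as the cultured cell line, while the methods section describes the negative population as sorted cells that made no spheres. The authors processed the arrays by signal space transformation and robust multi-array averaging in the Transcriptome Analysis Console, and the deposited values are log2 signals. All transcript clusters were compared here in 1 limma fit of 4 groups, in which the 5 arrays of negative spheres and cell line form 1 control group. The paper names both for its control group and speaks of triplicates, and which of these arrays it used is not known here. A change is said to pass when its limma p, adjusted over all clusters by the Benjamini-Hochberg method, is below 0.05, and changes at the paper's criterion (an unadjusted p of 0.05 or less and a fold of at least 2) are counted separately. Lists of genes, written before the data were examined, were tested against all other genes with camera of limma at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. Their members came from textbook knowledge and, for markers and CSC array genes, from the paper. The pathways to list were partly those that the paper reports for these same arrays, so calls of those lists are not independent of its findings. Of the paper's supplementary table of differentially expressed clusters, the first 1997 lines were used here. Its gliospheres column lay closest to gliospheres replicate 1 alone (median absolute difference 0.126 log2, against 0.172 for the mean of all 3 arrays), and its control column lay closest to the 2 negative spheres arrays (0.122, against 0.2 for all 5). The labels call the sphere arrays biological replicates and number those of the cell line. The paper made CM from 3 biological samples of each type of MSC and used each separately, but the labels do not tie arrays to them or to separate cultures, so each p measures the spread between these samples, and the number of arrays limits the precision.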

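Gliospheres replicate 3 and the 3 cell line arrays differed most from the other arrays of their own group. Across clusters, gliospheres replicate 3 correlated with replicates 1 and 2 at r = 0.9643 and 0.9718, and these correlated with each other at 0.9834. Cell line replicate 3 correlated with replicates 1 and 2 at 0.9283 and 0.9295, and the lowest correlation within BMT was 0.9903. In a principal-component analysis of the centred log2 values of all clusters, components 1, 2 and 3 held 34.3%, 17.2% and 12.7% of the variance. Of the 14 arrays, 9 had their nearest array in their own group. Gliospheres replicate 1 and BMT replicate 1 lay nearest to WJT replicate 3, and WJT replicate 1 lay nearest to BMT replicate 1. Cell line replicates 2 and 3 lay nearest to gliospheres replicates 2 and 3. The mean distance between arrays of a group, over the log2 values of all clusters, was 78.1 in WJT, 84.2 in BMT, 145.4 in gliospheres and 181.6 in the control group. Clusters are not independent of each other, and no test was made of these distances.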

Principal-component analysis (PCA) demonstrating global gene-expression changes among different treatments (BMT versus gliospheres, WJT versus gliospheres, gliospheres, and −VeS) and any outliers (Figure 3A) shows that each type of group clustered together with a clear separation between them, and no outlier was observed. Both BMT and WJT gliospheres are closer to the gliospheres (+VeS) while the –Ve control (−VeS) has its unique ancestor.

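The arrays of the 2 treatments lay closer to each other than either did to the untreated gliospheres. The distance between the mean of BMT and the mean of WJT was 58.3, over the log2 values of all clusters. The mean of gliospheres lay 98.2 from BMT, 90.2 from WJT and 90.9 from the control group, whose mean lay 106.3 from BMT and 111.4 from WJT. Between single arrays, the mean distance of gliospheres was 135.1 from BMT, 129 from WJT and 168.9 from the control group. This is the paper's order, but these distances include the spread within groups, with a mean of 181.6 between control arrays. Between group means the order differed, since control lay nearer to gliospheres than BMT did. The log2 changes of WJT and BMT against gliospheres correlated across clusters with r = 0.82 and a covariance of 0.106. Both changes subtract the same 3 gliospheres arrays, which alone makes them alike. With separate gliospheres arrays for the 2 treatments, an alternative chosen after seeing the data, r ranged from 0.13 to 0.5 over the 6 splits, with a median of 0.28. In 100 simulated data sets in which no group differed, the median r was 0.539 (from -0.345 to 0.936) and the median covariance 0.039, so that the observed covariance exceeded it by 0.066. The simulated covariance reached the observed value in 13 of 100.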

**Figure 3:**
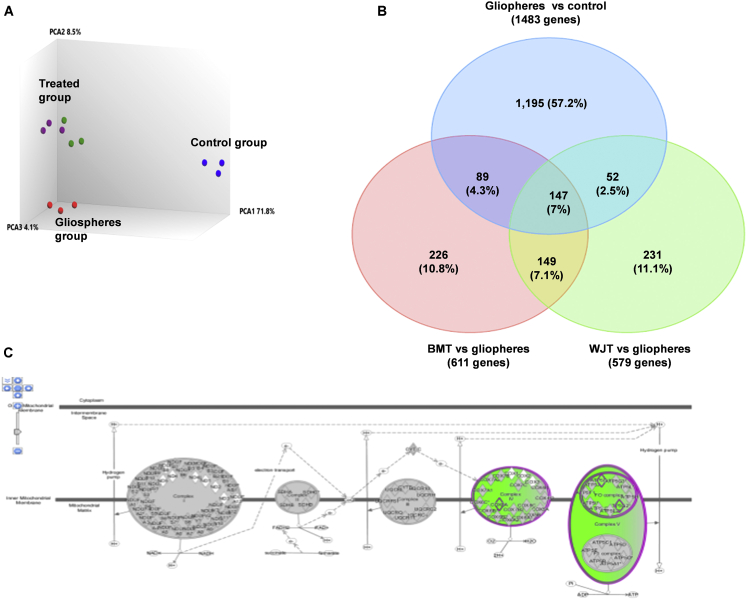
Microarray results of gliospheres and treated gliospheres using TAC analysis and IPA analysis (A) PCA showing the distribution of clusters of control and treated gliospheres. Blue indicates the negative control group, red indicates the gliosphere group, and purple and green indicate the treated group. Treated groups are clustered together at the same position close to gliospheres while the control group has its unique ancestor. (B) Venn diagram showing the distribution of DEGs among different groups. (C) Dysregulation of the oxidative phosphorylation pathway in treated gliospheres by IPA analysis. The schematic illustrates complexes I–V of the mitochondrial electron transport chain (green indicates downregulated complexes V–VI).

To generate a list of differentially expressed genes (DEGs) between different types of treatments in comparison to controls, the eBayes ANOVA method was used, and a filtering criterion of fold change (FC) −2 or less or ≥2 and a p value ≤0.05 were applied. 

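The F-test of limma over the 4 groups gave 7650 clusters an unadjusted p of 0.05 or less, and 724 passed after adjustment. With a fold of at least 2 in the comparison itself, 962 of the 7650 remained for gliospheres against control, 571 for WJT and 587 for BMT against gliospheres. The F-test does not tell which groups differ, so the counts at the claims use limma's p of each comparison. The methods section words the threshold as a log2 change of at least 2. At that size 126 clusters were higher and 60 lower in gliospheres than in control, 39 higher and 66 lower in WJT, and 12 higher and 190 lower in BMT. In data simulated with the spread of each cluster over these arrays, 50 clusters were shifted by a log2 change of 2. The adjusted p recovered 47 of them for gliospheres against control, 44 for WJT and 44 for BMT. Of 67328 unchanged clusters, 288, 382 and 343 met the paper's criterion in these comparisons, and 13, 9 and 4 passed the adjusted p. The simulated noise was independent between clusters and of the same spread in all groups. The real groups spread unequally, so these counts do not give the recovery or the false calls in the real data.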

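HLA-DQA1, a chain of an MHC class II molecule, and FAP, a serine protease of activated fibroblasts, met the paper's criterion in every comparison. HLA-DQA1 was higher in gliospheres than in the control group and lower in both treatments than in gliospheres, and FAP went the other way in each. TNC, the matrix protein tenascin-C, and PDPN, the membrane glycoprotein podoplanin, were higher in both treatments. Of the clusters at the criterion, 803 met it only for gliospheres against control, 212 only for WJT and 288 only for BMT. WJT and BMT shared 200 that control did not, BMT and control shared 129, WJT and control shared 37, and 133 met it in all comparisons. Among clusters called in both treatments, 92 were higher in both, 241 lower in both and 0 opposite by limma. Independent lists would share 0.72 and 2.68 clusters. In simulated groups that did not differ but shared the gliospheres arrays, the medians were 1 (0 to 360) higher in both and 2.5 (0 to 608) lower in both. Of 170 clusters called for both WJT and control, 152 (89.4%) had opposite signs, as had 251 of 262 (95.8%) for BMT. The gliospheres arrays enter these comparisons with opposite signs, and in the simulations the median share was 100% of a median of 6 and 4 clusters. In the lines of the supplementary table used here, 1914 clusters had control and gliospheres columns over 0.1 log2 apart, and the fold of all 1914 was signed as control over gliospheres.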

The detailed description of DEGs has been provided in the supplementary file (Excel 1) and shown in the Venn diagram (Figure 3B).

##### Gliospheres

For 1,483 DEGs between gliospheres and the negative control (Figure 3C), 81 significant canonical pathways were identified by Ingenuity Pathway Analysis (IPA) software (QIAGEN, USA). 

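IGFBP1, which encodes a secreted binding protein of insulin-like growth factors, fell from 9.22 ± 2.00 log2 (SD, n = 5) in the control group to 3.85 ± 0.19 (SD, n = 3) in gliospheres. This is a log2 change of -5.38 (standard error 0.85, adjusted p = 0.0179 from limma). TGFBI, a matrix protein induced by TGF-β, fell from 14.16 ± 1.00 to 10.97 ± 0.33 (log2 change -3.19, limma adjusted p = 0.0138). FAP fell from 10.54 ± 0.72 to 7.61 ± 0.34 (log2 change -2.93, limma adjusted p = 0.00648). DAZL, an RNA-binding protein of germ cells, rose from 3.90 ± 0.24 to 7.85 ± 1.61 (log2 change 3.95, limma adjusted p = 0.00532), and PYGB, the brain form of glycogen phosphorylase, rose from 6.72 ± 0.59 to 10.11 ± 1.20 (log2 change 3.40, adjusted p = 0.00867). IGFBP1 in gliospheres and DAZL in the control group lie near background, so the sizes of these changes are lower bounds. Of all clusters, 290 were higher and 94 lower in gliospheres than in the control group by limma, and 240 of these carry 1 gene symbol. At the paper's criterion 748 were higher and 354 lower, or 1102 in all with the 5 control arrays, which may not be those the paper used, and 3538 and 3819 had an unadjusted p of 0.05 or less (3566 and 2391 after quantile normalization, 5105 and 1579 after median centring). With only the arrays of these groups in the limma fit, 24 clusters passed, all higher in gliospheres, and none of these genes passed. Over all alternatives the limma adjusted p ranged from 1.94e-07 to 0.238 for IGFBP1, from 0.00172 to 0.171 for TGFBI, from 0.00302 to 0.105 for FAP, from 4.17e-04 to 0.144 for DAZL and from 0.0021 to 0.153 for PYGB.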

Based on the *Z* score evaluation, supremely activated pathways included cholesterol biosynthesis, mevalonate pathway 1, systemic lupus erythematosus in the T cell signaling pathway, and Toll-like receptor signaling while *PD-1*/*PD-L1* cancer immunotherapy pathway was inhibited (Table 3).

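Genes of cholesterol synthesis rose in gliospheres against the control group. HMGCS1, which makes the precursor of mevalonate (transcript cluster TC05001316.hg.1), rose from 7.36 ± 0.86 log2 (SD, n = 5) to 13.48 ± 1.24 (SD, n = 3), a log2 change of 6.12 (standard error 0.54, adjusted p = 5.71e-04 from limma). MSMO1, a sterol oxidase, rose from 12.27 ± 0.49 to 16.01 ± 0.16 (log2 change 3.74, limma adjusted p = 6.44e-05, the smallest of all clusters). DHCR7, the last enzyme of the pathway, rose by 3.60, CYP51A1, lanosterol demethylase, by 2.98, and SQLE, squalene epoxidase, by 2.91 (limma adjusted p = 0.00127, 3.35e-04 and 0.00118). Of 19 measured genes of the list, 11 rose and 0 fell by limma (15 and 0 when adjusted over the list alone, and 15 and 0 at an unadjusted p of 0.05 or less). The list was higher than other genes by camera (adjusted p = 1.76e-45, and adjusted p = 0.0713 with an estimated correlation), and fry gave an adjusted p of 1.52e-04. Of 42 genes of Toll-like receptor signaling, IRAK2, a kinase of the receptor complex, rose from 6.19 ± 0.51 to 7.91 ± 0.37 (log2 change 1.72, limma adjusted p = 0.0178). TLR4 and MAP3K7 had log2 changes of 0.61 and 0.77 (limma adjusted p = 0.0554 and 0.0642), and 7 genes were higher when adjusted over the list alone. Camera gave this list an adjusted p of 0.012 (adjusted p = 0.269 with an estimated correlation), and the call was lost without gliospheres replicate 2 (limma adjusted p = 0.0656, and from 0.00667 to 0.269 over all alternatives). Over the alternatives the limma adjusted p ranged from 1.29e-05 to 0.0455 for HMGCS1, from 6.4e-04 to 0.0572 for DHCR7 and from 0.00584 to 0.181 for IRAK2. Of 35 genes of the PD-1/PD-L1 pathway outside the MHC, 0 passed by limma, over all clusters or over the list alone. At an unadjusted p of 0.05 or less 6 were higher and 1 lower, among them the signaling genes PIK3R1 (0.49) and STAT5B (0.36), and the adjusted p was 0.0754 by camera and 0.281 by fry.

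**Figure D1:**
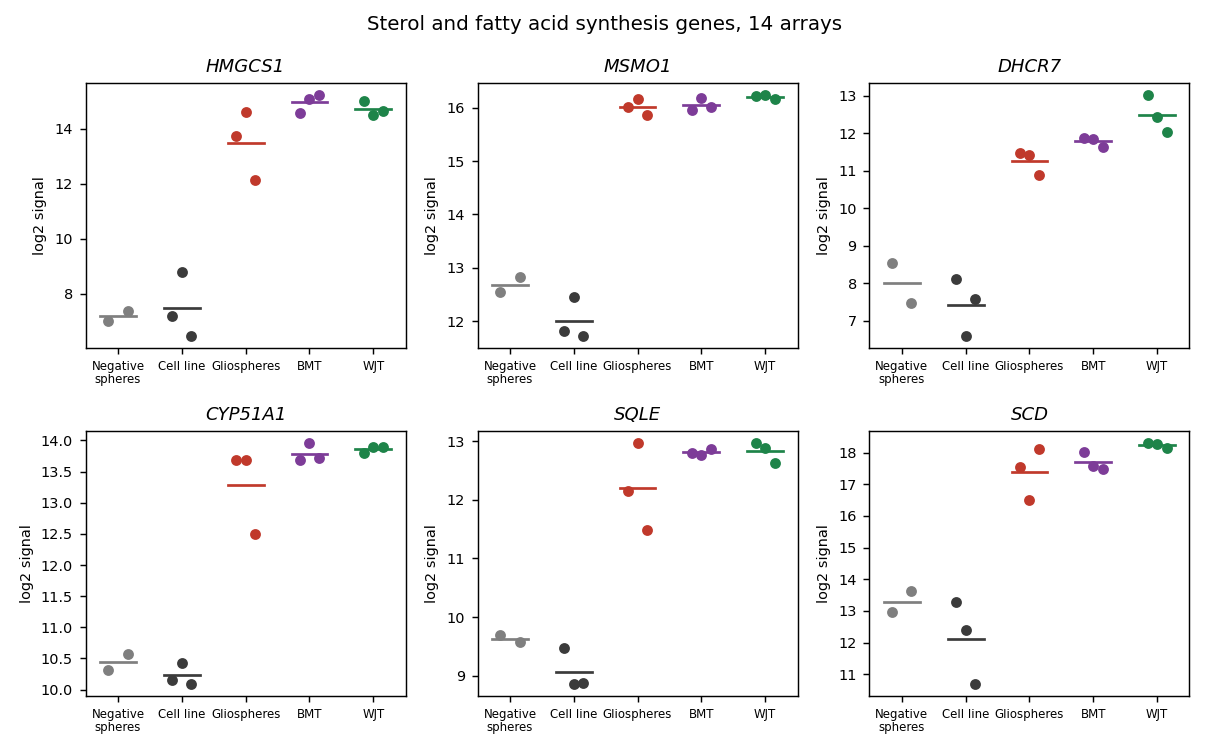
Log2 signal of genes of sterol and fatty acid synthesis on each of the 14 arrays, by group, with a point for each array and a line at the group mean. HMGCS1 has a mean of 13.48 in the 3 gliospheres arrays and of 7.36 over the 5 control arrays.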

**Table 3:** Significantly enriched canonical pathways (IPA)

Top canonical pathways based on significance	−log (p value)	*Z* score
Gliospheres versus control (cell line and −e population)		
Superpathway of cholesterol biosynthesis	15	activated
Cholesterol biosynthesis I	11	inhibited
Cholesterol biosynthesis II (via 24,25-dihydrolanosterol)	11	activated
Cholesterol biosynthesis III (via desmosterol)	11	inhibited
Systemic lupus erythematosus T cell signaling pathway	4.5	activated
Superpathway of geranylgeranyl diphosphate biosynthesis I (via mevalonate)	4.5	activated
Mevalonate pathway I	4	activated
Toll-like receptors signaling	3.5	activated
Sperm motility	2	activated
Dendritic cell maturation	2	activated
Cardiac hypertrophy signaling	2	activated
Calcium-induced T lymphocyte apoptosis	2	activated
PD-1/PD-L1 cancer immunotherapy	2	inhibited
eNOS signaling	1.5	activated
Stearate biosynthesis I (animals)	1.5	activated
WJT versus gliospheres		
TREM1 signaling	2.65	activated
G6P signaling pathway	1.75	activated
NF-κB activation by viruses	1.65	activated
Oxidative phosphorylation	1.5	inhibited
BMT versus gliospheres		
PD-1/PD-L1 cancer immunotherapy	2.5	activated
Calcium-induced T lymphocyte apoptosis	2.1	inhibited
Oxidative phosphorylation	1.35	inhibited

##### WJT gliospheres

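TNC, the matrix protein tenascin-C, had 15.46 ± 0.49 log2 (SD, n = 3) in WJT and 12.28 ± 0.33 (SD, n = 3) in gliospheres. This is a log2 difference of 3.17 (standard error 0.44, adjusted p = 0.104 from limma), which is the smallest adjusted p of this comparison. ITGAV, an integrin chain, was higher by 2.26, PDPN by 2.86 and FAP by 2.73 (limma adjusted p = 0.104, 0.114 and 0.114). LRRC15, a membrane protein of stromal cells, had 11.55 ± 0.38 and 7.25 ± 1.63, and CCL2, a chemokine that attracts monocytes, had 14.53 ± 0.85 and 8.33 ± 1.73 (log2 differences 4.31 and 6.20, limma adjusted p = 0.114 and 0.171). On the lower side, ABCC2, an export pump of the ABC family, differed by -2.57, AQP9, a channel for water and glycerol, by -2.47 and NETO2 by -1.39 (limma adjusted p = 0.139, 0.155 and 0.171). By limma 0 clusters passed the adjusted p, and 1688 were higher and 2371 lower at an unadjusted p of 0.05 or less. At the paper's criterion 260 were higher and 322 lower, or 582 in all, of which 229 carry 1 gene symbol. The majority turned after quantile normalization, with 371 higher and 200 lower at the criterion and 2304 and 1581 at an unadjusted p of 0.05 or less. With array weights of limma, 92 clusters were higher and 82 lower in WJT, and without gliospheres replicate 1 20 were higher and 41 lower.

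**Figure D2:**
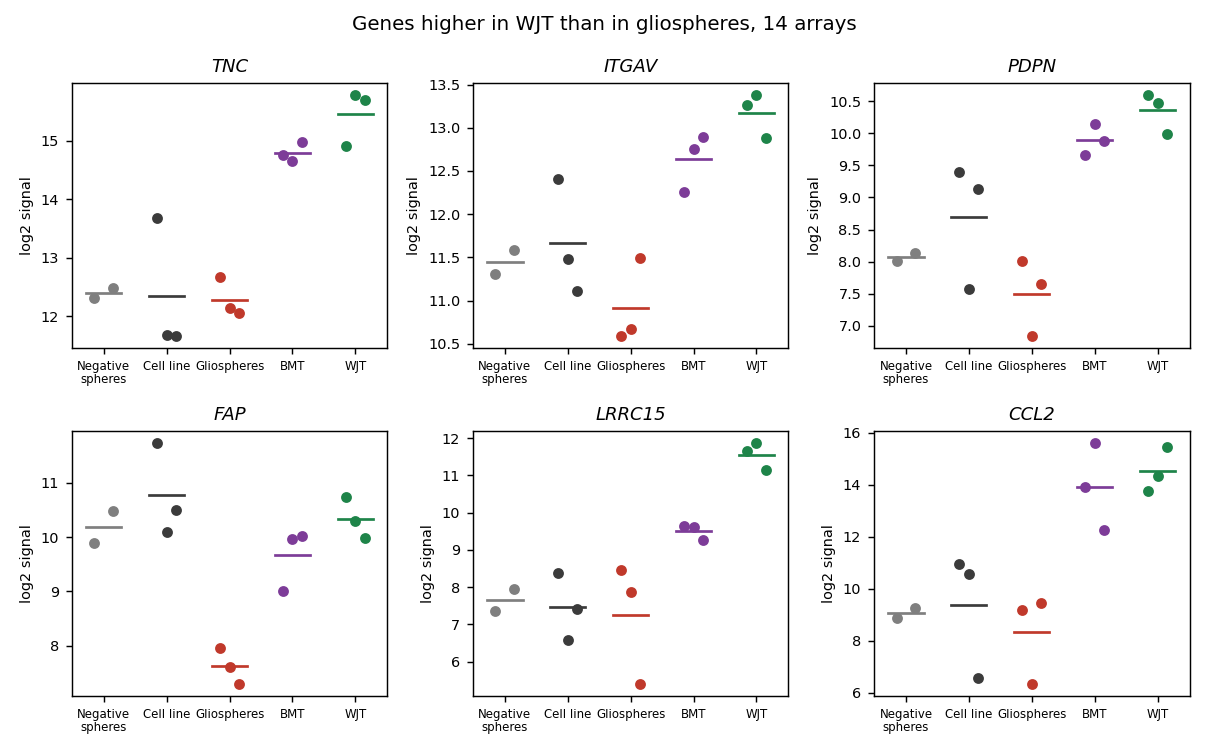
Log2 signal of TNC, ITGAV, PDPN, FAP, LRRC15 and CCL2 on each of the 14 arrays, by group, with a point for each array and a line at the group mean. In gliospheres TNC has a mean of 12.28 and FAP of 7.61, below each array of both treatments.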

For 579 DEGs between WJT and gliospheres applied to IPA (Figure 4B), 57 canonical pathways were identified as significant. These include *TREM1* signaling, *GP6* signaling, and nuclear factor κB (*NF*-*κB*) activation by virus as activated, while oxidative phosphorylation was inhibited (Table 3).

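Genes of TREM1 signaling, a receptor pathway of myeloid cells, were higher as a group in WJT than in gliospheres. Of 50 measured genes, 5 were higher and 0 lower when adjusted over the list alone, among them ITGAX (0.68), the chemokine CCL7 (4.60 ± 0.48 against 3.38 ± 0.09 log2, SD, n = 3 each) and the NF-κB subunits NFKB1 and NFKB2 (0.88 and 0.68). Of 37 collagen and laminin genes of GP6 signaling, a collagen receptor pathway of platelets, 6 were higher when adjusted over the list alone. COL10A1 had 10.35 ± 2.18 in WJT and 5.37 ± 1.36 in gliospheres, COL15A1 6.74 ± 0.36 and 5.78 ± 0.17, and COL7A1 5.42 ± 0.29 and 4.75 ± 0.21. Of 30 NF-κB target genes, 26 were higher in WJT and 3 of them when adjusted over the list alone, CCL2 among them, while CXCL8, interleukin-8, had 13.87 ± 0.71 against 11.77 ± 4.28. The camera calls were adjusted p = 0.0065 for TREM1, 2.85e-07 for GP6 and 1.3e-07 for NF-κB (adjusted p = 0.442, 0.339 and 0.272 with an estimated correlation). Without gliospheres replicate 3 the mean log2 difference of the NF-κB targets went from 0.853 to 0.413, and the camera call of limma remained. Of 32 nuclear-encoded genes of complex I of oxidative phosphorylation 28 were lower in WJT, with a median log2 difference of -0.30 (camera adjusted p = 6.82e-06, and adjusted p = 0.398 with an estimated correlation). In none of these lists did a gene pass over all clusters by limma, and at an unadjusted p of 0.05 or less 7, 9, 8 and 0 genes of the 4 lists were higher and 2, 1, 0 and 6 lower. The adjusted p of fry for these lists was 0.326, 0.15, 0.147 and 0.255. For the arrays closest to the supplementary table, chosen after seeing the data, the camera call of complex I was lost (limma adjusted p = 0.0754, and from 2.24e-09 to 0.398 over all alternatives).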

**Figure 4:**
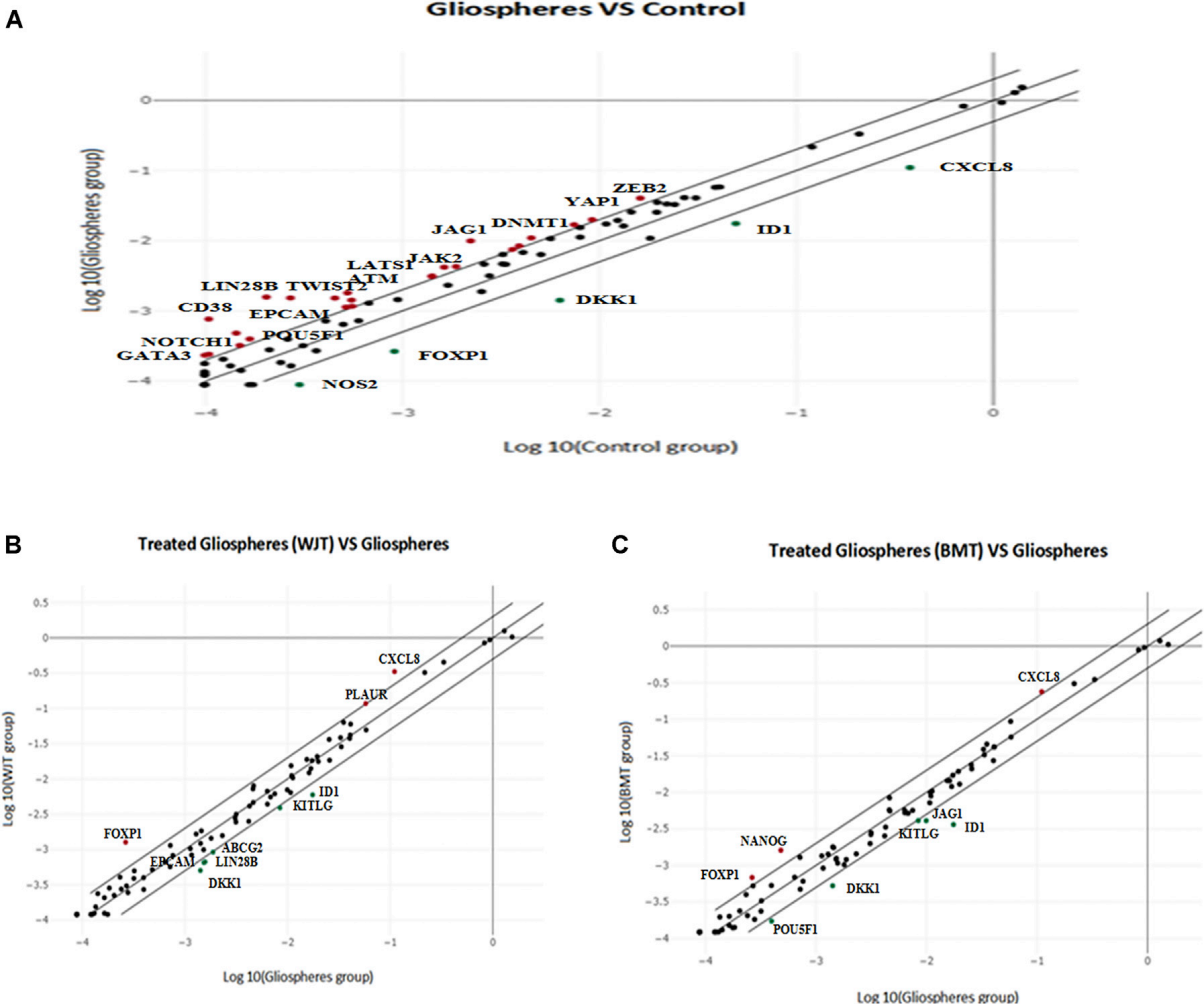
Scatterplots of DEGs in gliospheres and treated gliospheres using a human cancer stem cell (CSC) array CSCs were determined with the RT2 Profiler PCR array (catalog no. PAHS-176Z, QIAGEN, USA). The upregulated genes are marked with red points, while the downregulated genes are marked with green points, and the unchanged genes are marked with black points. (A) Gliospheres comprised of glioma stem cells sorted from U87MGMG cells (ATCC HTB14) compared to control (cell line and –ve population). (B) Treated gliospheres with conditioned media of Wharton’s jelly mesenchymal stem cells (WJT) in comparison to gliospheres. (C) Treated gliospheres with conditioned media of bone marrow mesenchymal stem cells (BMT) in comparison to gliospheres.

##### BMT gliospheres

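HLA-DQA1 fell in BMT, from 7.12 ± 0.04 log2 (SD, n = 3) in gliospheres to 5.30 ± 0.26 (SD, n = 3), a log2 change of -1.82 (standard error 0.20, adjusted p = 0.0254 from limma). HLA-DQA2, its close paralog, fell by 1.68 on the log2 scale on 1 cluster and by 1.40 on another (limma adjusted p = 0.0254 and 0.0499), and probes of such paralogs can read the same RNA. ELOF1, an elongation factor of RNA polymerase, fell from 9.35 ± 0.14 to 8.35 ± 0.15 (limma adjusted p = 0.0311). Of 18 MHC class II genes, 0 rose and 2 fell (0 and 13 when adjusted over the list alone), with a median log2 change of -0.89. HLA-DRA had 12.74 ± 0.55 in BMT and 15.92 ± 0.10 in gliospheres, and HLA-DPA1 8.83 ± 0.36 and 10.90 ± 0.24. The list was lower than other genes by camera (adjusted p = 2.68e-21, and adjusted p = 0.102 with an estimated correlation), and fry gave an adjusted p of 0.00661. TNC was higher by 2.51, PDPN by 2.40, ITGAV by 1.71 and HAS2, which makes hyaluronan, by 1.70 (limma adjusted p = 0.129, 0.135, 0.143 and 0.17). Of all clusters, 1 was higher and 5 lower in BMT by limma. At the paper's criterion 188 were higher and 562 lower, or 750 in all, of which 216 carry 1 gene symbol, and 3005 and 2712 had an unadjusted p of 0.05 or less. After quantile normalization 323 and 424 met the criterion, and after median centring 1705 were higher and 3432 lower at the unadjusted p. Over the alternatives the limma adjusted p ranged from 0.00874 to 0.174 for HLA-DQA1, from 0.00854 to 0.174 for the cluster of HLA-DQA2 with the larger change, and from 0.00874 to 0.185 for ELOF1. The calls of all 3 were lost with only the 2 groups compared, after quantile normalization, and for the arrays closest to the supplementary table, chosen after seeing the data. They were also lost without gliospheres replicate 2 or 3, any of the 3 BMT arrays, WJT replicate 1 or 3, or negative spheres replicate 2.

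**Figure D3:**
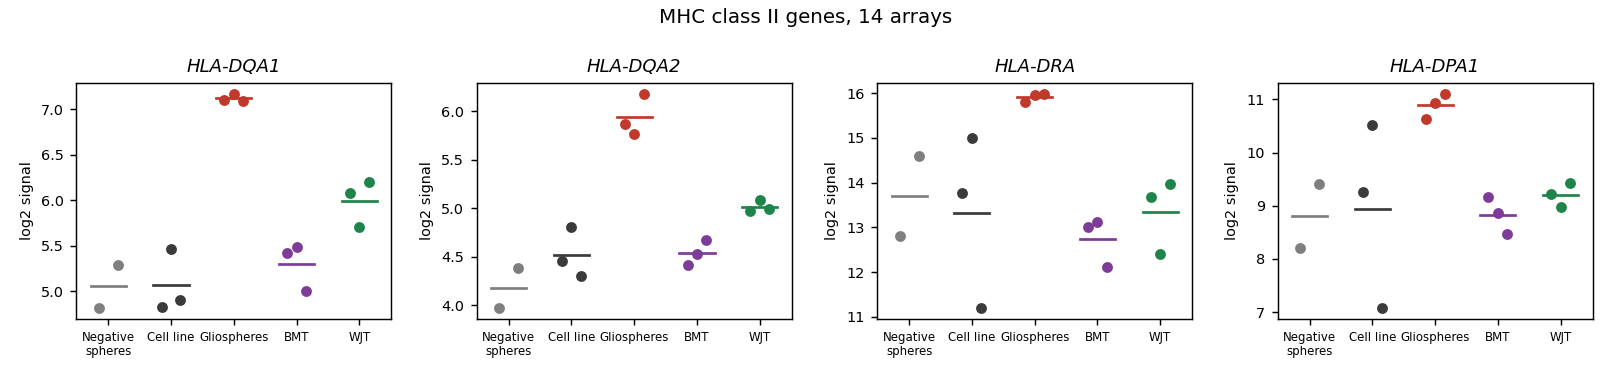
Log2 signal of MHC class II genes on each of the 14 arrays, by group, with a point for each array and a line at the group mean. HLA-DQA1 has a mean of 7.12 in gliospheres and 5.30 in BMT, and HLA-DRA spreads over a range in the control arrays (SD 1.53).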

For 611 DEGs between BMT and gliospheres applied to IPA (Figure 4B), 36 significant canonical pathways were identified. Based on the *Z* score, the topmost pathways include *PD-1/PD-L1* cancer immunotherapy (activated), calcium-induced T lymphocyte apoptosis, and oxidative phosphorylation (inhibited) (Table 3).

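IRF1, a transcription factor of the interferon response, had 5.15 ± 0.16 log2 (SD, n = 3) in BMT and 4.57 ± 0.03 (SD, n = 3) in gliospheres (log2 difference 0.58, adjusted p = 0.129 from limma). It was the 1 gene of 35 of the PD-1/PD-L1 pathway outside the MHC that was higher when adjusted over the list alone, and 20 of the genes were higher and 15 lower in BMT. Of 35 genes of calcium-induced T lymphocyte apoptosis outside the MHC, 0 passed by limma over all clusters or over the list alone, and 1 was higher and 0 lower at an unadjusted p of 0.05 or less. CD3D, a chain of the T cell receptor complex, had 3.19 ± 0.10 in BMT and 2.94 ± 0.11 in gliospheres, which is near the 10th percentile of the array, and CAPN2, a calcium-dependent protease, had 11.94 ± 0.41 and 12.54 ± 0.15. The camera adjusted p was 0.573 for the PD-1/PD-L1 list and 0.577 for the T lymphocyte list, and the adjusted p of fry was 0.576 and 0.675. Of 32 nuclear-encoded genes of complex I of oxidative phosphorylation, 23 were lower in BMT and 5 of them at an unadjusted p of 0.05 or less, with 0 passing by limma. The median log2 difference was -0.12, and camera gave an adjusted p of 0.0065 (adjusted p = 0.647 with an estimated correlation). This call was lost after quantile normalization (limma adjusted p = 0.321) and without gliospheres replicate 2 (0.258), and over all alternatives the adjusted p ranged from 5.45e-04 to 0.647.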

It was noted that both treatments commonly inhibited oxidative phosphorylation at complexes IV–V (green, downregulated, Figure 3C).

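By camera at the preset correlation, nuclear-encoded genes of complexes IV and V of oxidative phosphorylation were lower as groups in both treatments than in gliospheres. Of 13 mitochondrially encoded genes listed, 0 were measured, so these parts of the complexes were not tested. COX11, an assembly factor of complex IV, had 7.37 ± 0.05 log2 (SD, n = 3) in gliospheres, 7.02 ± 0.04 in WJT and 7.14 ± 0.14 in BMT. COX6A1, a subunit of complex IV, had 16.42 ± 0.49 in gliospheres and 15.63 ± 0.20 in BMT. ATP5MC1, a subunit of complex V, had 7.74 ± 0.36 in gliospheres, 7.05 ± 0.15 in WJT and 7.21 ± 0.27 in BMT. ATP5F1A, the alpha subunit of complex V, went the other way in BMT (10.71 ± 0.07 against 10.24 ± 0.29). Of 23 complex IV genes, 18 were lower in each treatment, and of 17 complex V genes, 15 were lower in WJT and 12 in BMT. When adjusted over the list alone, 1 complex IV gene and 4 complex V genes were lower in WJT and none in BMT. In WJT camera gave adjusted p = 0.0093 for complex IV and 3.23e-05 for complex V (adjusted p = 0.442 and 0.269 with an estimated correlation), and in BMT 0.0104 and 0.0204 (adjusted p = 0.442 and 0.494 with an estimated correlation). By limma 0 genes passed over all clusters, and 3 and 4 were lower in WJT and 4 and 3 in BMT at an unadjusted p of 0.05 or less, where 1 complex V gene was also higher in BMT. The adjusted p of fry was 0.305 and 0.147 in WJT and 0.382 and 0.486 in BMT. The camera calls in BMT and that of complex IV in WJT were lost without gliospheres replicate 2 (limma adjusted p = 0.0696, 0.0696 and 0.0635). Over all alternatives the adjusted p of limma ranged from 9.34e-04 to 0.442 for complex IV and from 0.00269 to 0.494 for complex V in BMT, and from 8.83e-04 to 0.515 for complex IV in WJT.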

#### Gene Ontology (GO) and pathway analysis (microarrays)

To investigate the functional importance and biological processes associated with the differentially expressed signature genes with each treatment (CM from BM and WJ MSCs) as well as in gliospheres (+VeS versus –Ve), GO analysis was performed using the open-source DAVID gene annotation website (https://david.abcc.ncifcrf.gov/) and NetworkAnalyst (3.0). The signature upregulated and downregulated genes were analyzed separately. Based on the significance (p ≤ 0.05 and hits), the top Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and biological processes for each type of treatment group are shown in Figures S3–S5.

##### Gliospheres

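Antigen-presenting MHC class II genes were higher in gliospheres than in the control group. HLA-DQA1 rose from 5.06 ± 0.30 log2 (SD, n = 5) to 7.12 ± 0.04 (SD, n = 3), a log2 change of 2.06 (adjusted p = 4.86e-04 from limma), and HLA-DQA2 rose by 1.55 and 1.96 on 2 clusters (limma adjusted p = 0.00133 and 4.86e-04). HLA-DRA had 15.92 ± 0.10 in gliospheres and 13.47 ± 1.53 in the control group, and HLA-DPA1 10.90 ± 0.24 and 8.89 ± 1.31 (limma adjusted p = 0.19 and 0.181). Of 18 MHC class II genes 2 rose and 0 fell (7 and 1 when adjusted over the list alone, and 10 and 1 at an unadjusted p of 0.05 or less). Camera gave an adjusted p of 1.18e-10 (adjusted p = 0.269 with an estimated correlation), and fry an adjusted p of 0.0151. Of 17 genes of MHC class I presentation, 13 were lower in gliospheres and 0 passed by limma, and ERAP2, a trimming enzyme of peptides, had 9.83 ± 0.11 against 9.24 ± 0.55 (camera adjusted p = 0.354, fry 0.663). Of 67 ribosome biogenesis genes 1 rose, GNL3L, a nucleolar GTPase (from 6.55 ± 0.17 to 7.24 ± 0.12, limma adjusted p = 0.0164), and 2 were higher when adjusted over the list alone, with UTP23 (log2 difference 0.59) the other. Of this list 33 were higher and 34 lower, and camera gave an adjusted p of 0.386. The call of GNL3L was lost without gliospheres replicate 2 (limma adjusted p = 0.0509, and from 0.00378 to 0.178 over all alternatives).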

For upregulated genes in gliospheres, ribosome biogenesis in eukaryotes, steroid biosynthesis, antigen processing and presentation, asthma, and terpenoid backbone biosynthesis were identified as significantly upregulated KEGG pathways. The downregulated genes were involved in the *HIF-1* signaling pathway, protein export, protein processing in the endoplasmic reticulum, ferroptosis, glycosphingolipid biosynthesis ganglio series), and autophagy (Figure S3).

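Target genes of hypoxia and HIF-1 were lower as a group in gliospheres than in the control group. HMOX1, heme oxygenase, fell from 8.56 ± 0.68 log2 (SD, n = 5) to 6.36 ± 0.37 (SD, n = 3), a log2 change of -2.21 (adjusted p = 0.0141 from limma). PDK1, a kinase that inhibits pyruvate dehydrogenase, fell from 10.33 ± 0.48 to 8.47 ± 0.87 (log2 change -1.86, limma adjusted p = 0.0358), and BNIP3, a mitophagy receptor, had 13.75 ± 1.12 in gliospheres and 15.79 ± 0.53 in the control group (adjusted p = 0.0548). Of 22 hypoxia genes 0 rose and 3 fell (0 and 13 when adjusted over the list alone), with a median log2 change of -1.07. Camera gave an adjusted p of 1.21e-12 (adjusted p = 0.365 with an estimated correlation), and fry 0.0546. On cell line replicate 3 the median deviation of this list (-0.27) lay within the range of gliospheres (-0.94 to 0). Of 24 genes of the unfolded protein response and ER processing, 22 were lower, 0 passed over all clusters by limma, and 1 was higher and 2 lower when adjusted over the list alone. These included the stress sensor ATF6 (log2 difference -1.67, limma adjusted p = 0.0929) and the chaperone DNAJC3 (-0.66, adjusted p = 0.0992), with 7 lower and 1 higher at an unadjusted p of 0.05 or less. Camera gave this list an adjusted p of 0.00216 (adjusted p = 0.577 with an estimated correlation), and fry an adjusted p of 0.2, and cell line replicate 2 (-0.39) lay within the range of gliospheres (-0.44 to -0.18). Of 16 protein export genes 1 fell, SEC11C of the signal peptidase (-1.74, limma adjusted p = 0.0479), and the list had a median of 0.06 with a camera direction of down (adjusted p = 0.672). Of 35 ferroptosis genes 1 fell, HMOX1, and TFRC, the transferrin receptor, had a log2 difference of -0.96 (limma adjusted p = 0.147), with a camera adjusted p of 0.872. Over the alternatives the limma adjusted p ranged from 0.0057 to 0.308 for PDK1, from 0.0173 to 0.336 for SEC11C and from 0.00144 to 0.179 for HMOX1.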

Similarly, upregulated genes were represented by top biological processes of lipid, steroid, and cholesterol metabolic processes, antigen processing and presentation, fatty acid biosynthesis and the metabolic process, and immune response, while the downregulated genes were represented by top biological processes of negative regulation of the apoptotic process, cell death, angiogenesis, cell adhesion, the rhythmic process, and synaptic vesicle exocytosis (Figure S3).

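Genes of fatty acid synthesis and uptake that SREBP controls rose in gliospheres. SCD, which desaturates fatty acids, rose from 12.58 ± 1.15 log2 (SD, n = 5) in the control group to 17.38 ± 0.82 (SD, n = 3), a log2 change of 4.80 (standard error 0.55, adjusted p = 0.00284 from limma). INSIG1, a sterol sensor of the ER, rose from 8.44 ± 0.51 to 12.04 ± 0.67 (log2 change 3.60, limma adjusted p = 4.33e-04). Of 13 measured genes of the list 8 rose and 0 fell (12 and 0 when adjusted over the list alone), with a median log2 change of 1.48. Camera gave an adjusted p of 3.48e-43 (adjusted p = 3.6e-04 with an estimated correlation), and fry an adjusted p of 2.28e-07. Of 32 angiogenesis genes 22 were lower in gliospheres, 0 passed over all clusters by limma, and 3 were lower when adjusted over the list alone. ADAMTS1, a metalloprotease, had 7.33 ± 0.47 in gliospheres and 8.65 ± 0.46 in the control group (limma adjusted p = 0.0574), and THBS1, the matrix protein thrombospondin, 4.50 ± 0.38 and 7.79 ± 2.02 (adjusted p = 0.143). Of 58 genes of the extracellular matrix and its receptors 34 were lower, and 1 when adjusted over the list alone, ITGA8, an integrin chain near background (3.18 ± 0.06 against 3.50 ± 0.06). At an unadjusted p of 0.05 or less, 2 angiogenesis genes were higher and 6 lower, and 5 matrix genes were higher and 8 lower. Camera gave an adjusted p of 0.2 for angiogenesis and 0.927 for the matrix list, and fry 0.444 and 0.903. Without the 3 arrays that stand apart, a choice made after seeing the data, camera gave 0.0096 for angiogenesis and 3.47e-05 for the matrix list, both lower (adjusted p = 0.531 and 0.335 with an estimated correlation). Over the alternatives the limma adjusted p ranged from 3.73e-04 to 0.104 for SCD and from 2.17e-05 to 0.0439 for INSIG1.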

##### BMT and WJT gliospheres

From both types of treatment (CM of BM-MSCs and WJ-MSCs), we found almost the same significantly upregulated KEGG pathways such as ECM-receptor interaction, the *AGE-RAGE* signaling pathway in diabetic complications, focal adhesion, protein digestion and absorption, the phosphatidylinositol 3-kinase (PI3K)*-Akt* signaling pathway, and proteoglycans in cancers, while ribosome biogenesis in eukaryotes, systemic lupus erythematosus, asthma, and antigen processing and presentation were significantly downregulated or inhibited (Figures S4 and S5)

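By camera at the preset correlation, genes of the extracellular matrix and of angiogenesis were higher as groups in both treatments than in gliospheres. Of 58 genes of the matrix and its receptors, 42 were higher in WJT and 39 in BMT, and 5 and 2 of them when adjusted over the list alone. THBS2, the matrix protein thrombospondin-2, had 7.80 ± 0.18 log2 (SD, n = 3) in WJT and 6.76 ± 0.39 (SD, n = 3) in gliospheres. Of 32 angiogenesis genes 25 were higher in WJT and 22 in BMT, with 8 in WJT when adjusted over the list alone. NRP2, a coreceptor of VEGF, had 10.44 ± 0.26 in WJT and 7.64 ± 0.89 in gliospheres, and MMP2 and MMP14, proteases that cleave matrix, were higher by 2.40 and 2.01. CCN1, a matrix protein that promotes vessel growth, had 7.26 ± 0.22 in WJT, 7.30 ± 0.31 in BMT and 5.63 ± 0.70 in gliospheres. In WJT camera gave adjusted p = 1.05e-07 for the matrix and 6.82e-06 for angiogenesis (adjusted p = 0.442 and 0.272 with an estimated correlation), and in BMT 0.0149 and 0.0204 (adjusted p = 0.784 and 0.591 with an estimated correlation). Fry called 1 list in BMT, that of MHC class II. By camera at the preset correlation, 4 of 10 splits of these arrays, the real one included, called at least as many lists as the real one. Fry was not applied to the splits. MHC class II genes were lower in WJT too, 0 of 18 over all clusters but 9 when adjusted over the list alone, with HLA-DQA1 lower by a log2 difference of -1.13 (adjusted p = 0.139 from limma). Camera gave this list an adjusted p of 6.24e-13 (adjusted p = 0.218 with an estimated correlation) and fry 0.0274. MHC class I presentation went the other way, with a mean log2 difference from 0.24 to 0.366 in WJT and from 0.074 to 0.2 in BMT with 1 array left out. Of its 17 genes, 1 was higher and 0 lower in WJT at an unadjusted p of 0.05 or less, and 0 and 0 in BMT. By limma 0 matrix or angiogenesis genes passed over all clusters, and at an unadjusted p of 0.05 or less 11 and 9 were higher and 1 and 1 lower in WJT, and 5 and 8 higher and 0 and 2 lower in BMT. The BMT calls of the matrix and of angiogenesis were lost without gliospheres replicate 1 (limma adjusted p = 0.348 and 0.0662), and over all alternatives they ranged from 4.09e-11 to 0.784 and from 5.22e-04 to 0.591.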

In the same manner, GO terms for upregulated biological processes were enriched in cell adhesion, angiogenesis, receptor-mediate endocytosis, heart and skeletal system development, cellular defense response, cell differentiation, and blood coagulation, while the downregulated genes were represented by top biological processes of DNA replication, regulation of cell cycle, RNA splicing, DNA repair, cell cycle, antigen processing and presentation, RNA splicing, and protein transport (Figures S4 and S5).

Based on pathway analysis and biological processes, it was noted that CM from both types of MSCs inhibited metabolism, arrested the cell cycle, and activated the immune response in GSCs.

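With all arrays, no list of cell cycle genes held a gene that passed in WJT or BMT against gliospheres by limma, and directions differed between lists. Of 49 genes of DNA replication and G1/S, 37 were lower in WJT (median log2 difference -0.21) and 28 in BMT (median -0.03), and 1 in WJT and none in BMT at an unadjusted p of 0.05 or less. Without gliospheres replicate 1 the mean log2 difference of this list was 0.086 in WJT and 0.291 in BMT, so the direction turned. Of 39 mitosis genes 30 were higher in WJT and 38 in BMT (median 0.42), none at an unadjusted p of 0.05 or less. TOP2A, a topoisomerase of dividing cells, had 13.74 ± 0.14 log2 (SD, n = 3) in WJT and 12.72 ± 1.66 (SD, n = 3) in gliospheres, and CCNA2, cyclin A, had 13.71 ± 0.40 in BMT and 12.40 ± 1.66 in gliospheres. Gliospheres replicate 3 moves with these lists: its median deviation from the mean of all arrays was -1.58 for the mitosis list, while replicates 1 and 2 had 0.55 and 0.02. Without it, the mean log2 difference of the mitosis list was -0.41 in WJT and -0.18 in BMT, below gliospheres instead of above. Without the 3 arrays that stand apart, a choice made after seeing the data, 16 genes of DNA replication, 11 of DNA repair, 10 of RNA splicing and 22 of ribosome biogenesis were lower in WJT when adjusted over the list alone, and 1, 6, 2 and 17 in BMT. With all arrays, 41 of 54 splicing genes were lower in WJT and 36 in BMT, SRSF1, a splicing factor, with 11.92 ± 0.37 in WJT and 12.95 ± 0.37 in gliospheres. Of 37 repair genes 26 were lower in WJT and 22 in BMT. Of 25 replication-dependent histones 24 were lower in WJT and 13 in BMT, and of 67 ribosome biogenesis genes 53 and 47, such as NOB1, an endonuclease of ribosomal RNA (10.49 ± 0.25 in WJT, 10.06 ± 0.25 in BMT and 11.32 ± 0.19 in gliospheres). Camera gave in WJT adjusted p = 0.0395 for DNA replication, 0.101 for mitosis, 2.23e-04 for histones, 0.0994 for repair, 0.0178 for splicing and 2.18e-08 for ribosome biogenesis (adjusted p = 0.895, 0.92, 0.653, 0.878, 0.653 and 0.398 with an estimated correlation). In BMT these were 0.886, 0.0093, 0.601, 0.341, 0.0328 and 7.09e-06 (limma adjusted p = 0.988, 0.893, 0.981, 0.92, 0.653 and 0.481 with an estimated correlation). From its pathway analysis and biological processes, the paper states that CM of both types of MSCs inhibited metabolism, arrested the cell cycle and activated the immune response.

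**Figure D4:**
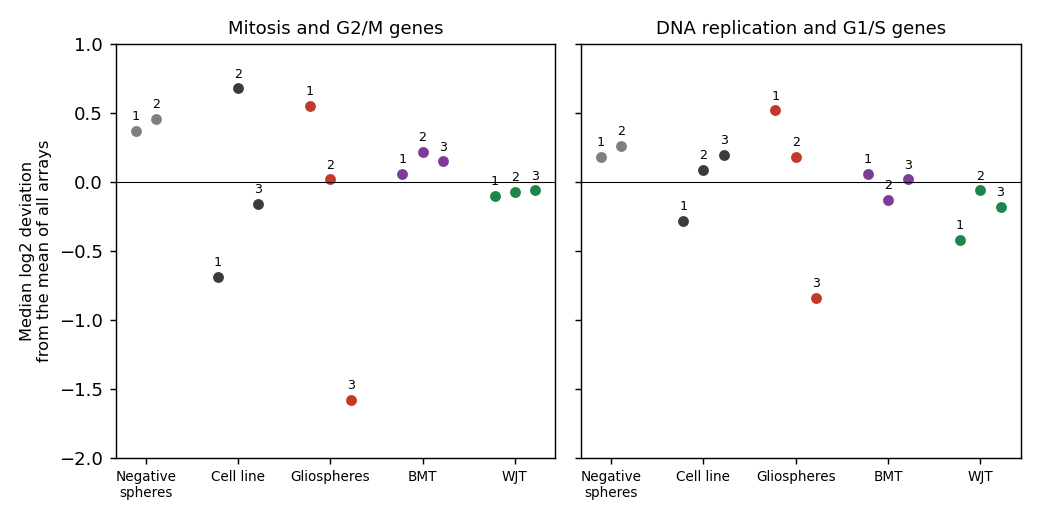
Median log2 deviation of the 39 mitosis genes and of the 49 genes of DNA replication and G1/S from their mean over all 14 arrays, with a point for each array, numbered by replicate. Gliospheres replicate 3 lies at -1.58 for the mitosis genes and at -0.84 for DNA replication, below gliospheres replicates 1 and 2.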

### RT2 Profiler PCR array

#### CM inhibited cell proliferation and the pluripotency of glioma stem cells and induced cell differentiation and the immune response

To validate the findings of microarray analysis, a specific human CSC array was used to investigate whether the cell cycle was arrested and multipotency or pluripotency of glioma stem cells was affected and which specific genes and pathways are involved in causing this effect. The results of the CSC array for gliospheres are summarized in (Table 4). After normalization, out of 84 genes of the arrays, 29 genes were identified as DEGs (24 upregulated, 5 downregulated) in gliospheres. A scatterplot for gliospheres (gliospheres versus control, Figure 4A) shows the distribution of gene expression changes along the central diagonal line. Significantly upregulated genes (p < 0.05) were *DNMT1*, *GSK3B*, *IKBKB*, *ITGA6*, *LATS1*, *LIN28B*, *WWC1*, *ZEB2*, and *YAP1*, while the genes observed with higher fold regulation were *LIN28B*, *JAG1*, *EPCAM*, *TWIST2*, *ATM*, *NANOG*, and *CD38* (Table 4). However, one gene was found significantly upregulated (p < 0.05) and with high fold regulation *LIN28B* (7.72).

**Table 4:** Upregulated and downregulated genes in gliospheres comprised of glioma stem cells sorted from cell line using human cancer stem cell array compared to control (cell line and –Ve population)

Gene symbol	Fold regulation	p value
ATM	3.42	0.078675
CD38	7.36	0.050531
DNMT1	2.43	0.046934
EGF	2.58	0.264680
EPCAM	5.66	0.174573
GATA3	2.31	0.249860
GSK3B	2.27	0.026471
IKBKB	2.07	0.041685
ITGA6	2.19	0.016071
JAG1	4.48	0.126777
JAK2	2.57	0.232893
KITLG	2.16	0.115002
LATS1	2.22	0.033813
LIN28B	7.72	0.031777
MAML1	2.20	0.088189
NANOG	3.36	0.134051
NOTCH1	2.15	0.141905
POU5F1	2.36	0.252004
PROM1	2.35	0.298908
TAZ	2.28	0.071685
TWIST2	3.35	0.142327
WWC1	2.09	0.030530
YAP1	2.17	0.032586
ZEB2	2.50	0.000967
DKK1	−4.45	0.063695
FOXP1	−3.44	0.156756
ID1	−2.81	0.104330
CXCL8	−3.43	0.483770
NOS2	−3.39	0.275178

Cancer stem cells were determined with the RT^2^ Profiler PCR array (catalog no. PAHS-176Z, QIAGEN, USA).

Scatterplots for WJT and BMT gliospheres have shown the same pattern as depicted in Figures 4B and 4C and Table 5. Based on fold regulation, it was noted that both treatments downregulated most of the genes that were upregulated in gliospheres. We found almost the same upregulated genes by both treatments such as *CXCL8* and *FOXP1*, while *PLAUR* was upregulated by WJT, and *NANOG* remained unchanged by BMT. However, we found some variations in downregulated genes by both treatments. Common genes significantly (p < 0.05) downregulated by both treatments were *DKK1* and *KITLG*. Since *DKK1* was already downregulated (FC less than −4.45) in gliospheres too, only one gene was significantly (p < 0.05) downregulated by both treatments, which is *KITLG*, while *DKK1* seemed to be significantly upregulated (FC less than −2.80 and −2.69) as compared to gliosphere (Table 4).

**Table 5:** Upregulated and downregulated differentially expressed genes in treated gliospheres with conditioned media of WJ-MSCs (WJT) and BM-MSCs (BMT) in comparison to gliospheres (control) using a human cancer stem cell array

Gene symbol	WJ treated		BM treated	
	Fold regulation	p value	Fold regulation	p value
FOXP1	4.80	0.070962	2.58	0.096343
CXCL8	3.02	0.678317	2.16	0.832641
PLAUR	2.03	0.228839	–	
NANOG	–	–	3.35	0.106006
ABCG2	−2.05	0.066120	–	
DKK1	−2.80	0.032991	−2.69	0.045981
ID1	−2.94	0.088560	−4.85	0.056106
KITLG	−2.16	0.038884	−2.06	0.040332
EPCAM	−2.34	0.143145	–	–
LIN28B	−2.35	0.083791	–	–
JAG1	–	–	−2.43	0.199360
POU5F1	–	–	−2.29	0.180843

Cancer stem cells were determined with the RT^2^ Profiler PCR array (catalog no. PAHS-176Z, QIAGEN, USA).

Uniquely downregulated genes based on fold regulation by WJT were *ABCG2*, *EPCAM*, and *LIN28B*, while uniquely downregulated genes by BMT were *JAG1* and *POU5F1* (Table 5).

#### Pathway analysis and GO terms of CSC arrays

##### Gliospheres

Figure 5 shows the activated and inhibited pathways and biological processes of significantly upregulated DEGs in gliospheres. It was noted that the most significant activated pathways in gliospheres were *Hippo* signaling, *P13/Akt* signaling, pathways in cancer, and microRNAs in cancer (Figure 5A). With this, highly significant biological processes (based on p values) in gliospheres were protein phosphorylation, negative regulation of apoptotic processes, glycogen and carbohydrate metabolic processes, cell proliferation, circadian rhythm, chromatin organization, and cell-matrix adhesion (Figure 5B).

**Figure 5:**
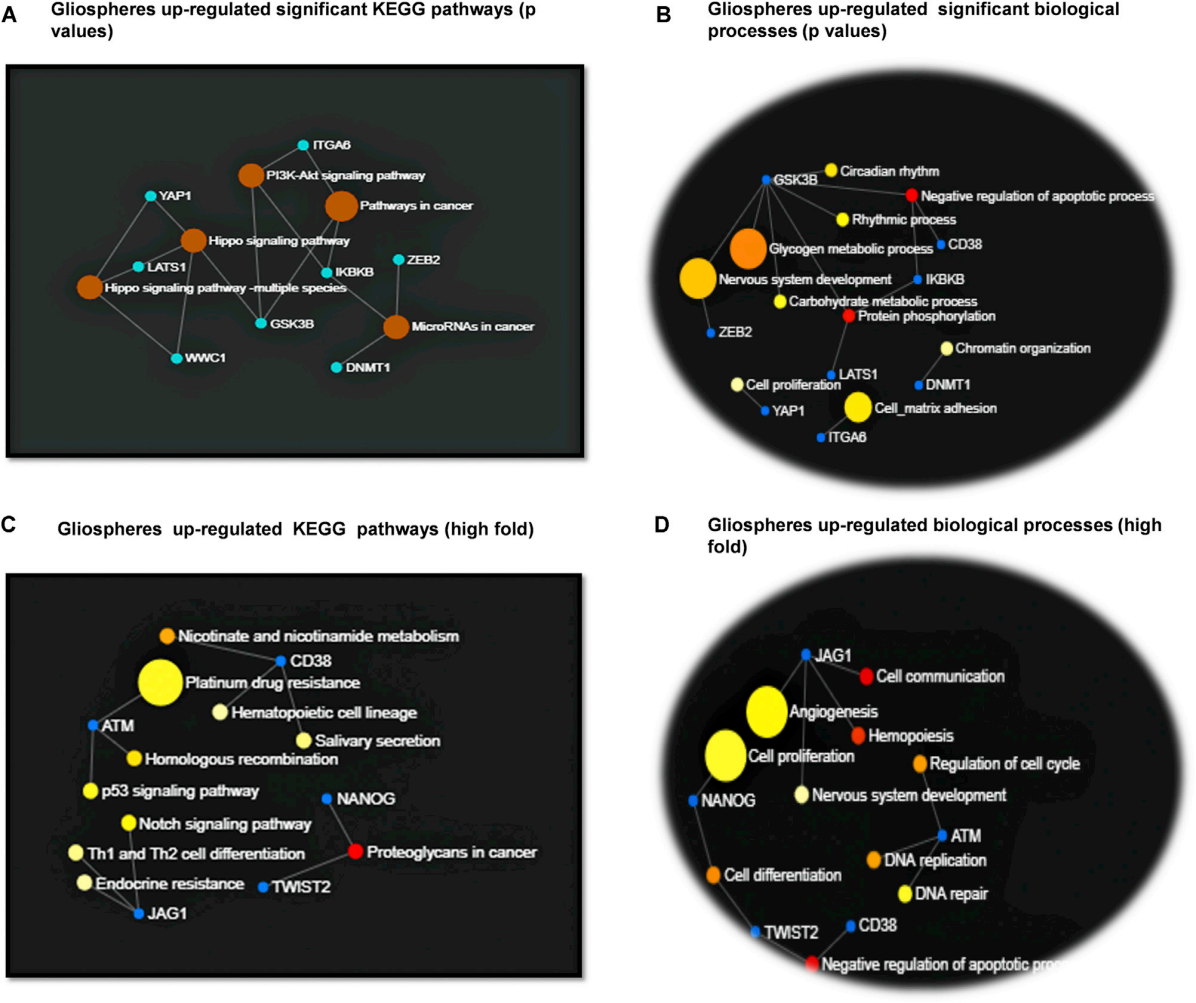
Gene ontology terms of gliospheres from human CSC arrays (A and C) Activated KEGG pathways according to (A) significant genes (p values) and (C) high fold regulation in gliospheres. (B and D) Upregulated biological processes according to (B) significant genes (p values) and (D) high fold regulation in gliospheres. Color variations shows the significance level, with red being the highest (p < 0.0001) and white the lowest (p < 0.05).

Based on high fold regulation, the top activated pathways were proteoglycans in cancer, the Notch signaling pathway, the p53 signaling pathway, endocrine resistance, T helper (Th)1 and Th2 cell differentiation, hematopoietic cell lineage, homologous combinations, and platinum drug resistance (Figure 5C). In addition to this, top activated biological processes were related to cell communication, hemopoiesis, negative regulation of apoptotic processes regulation of cell cycle, DNA replication, angiogenesis, cell proliferation, and DNA repair (Figure 5D).

##### WJT and BMT gliospheres

Figure 6 shows information about activated and inhibited pathways and biological processes of DEGs of treated gliospheres with two types of CM of MSCs. We found similar activated KEGG pathways (non-significant) from both treatments (Figures S6A and S6B) except complement and coagulant cascade pathways in WJT gliospheres. It was found that both treatments significantly downregulated almost similar pathways with a slight variation (Figure 6). Among downregulated pathways from WJT, the significant ones were *Rap1* signaling, Hippo signaling, *ABC* transporters, signaling pathways regulating pluripotency of stem cells, and transforming growth factor β (*TGF-β*) signaling pathways (Figure 6A). To this, the topmost downregulated biological processes were negative regulation of apoptotic processes, regulation of cell cycle, cell proliferation, and angiogenesis (Figure 6B).

**Figure 6:**
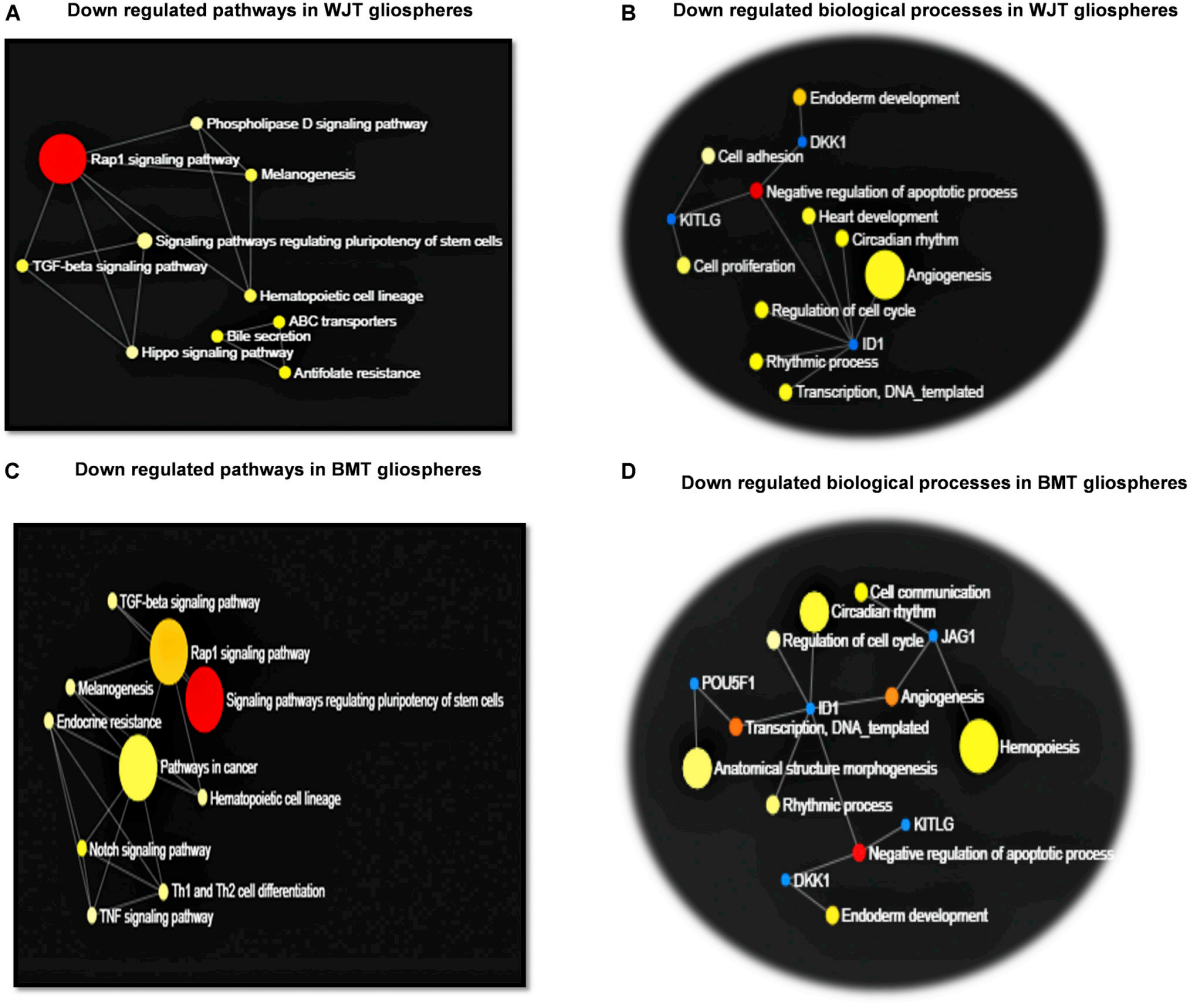
Gene ontology terms of gliospheres treated with CM of WJ-MSCs and BM-MSCs WJT gliospheres. (A) Downregulated KEGG pathways. (B) Downregulated biological processes. BMT gliospheres. (C) Downregulated KEGG pathways. (D) Downregulated biological processes. Both treatments significantly affected the oncogenic activities of GSCs.

In WJT gliospheres upregulated biological processes related to genes *PLAUR*, *FOXP1*, and *CXCL8* were macrophage activation, inhibition of apoptotic process, heart development, angiogenesis, immune response, and blood coagulation (Figure S6C).

Similarly, Figures 6B and 6D show the downregulated pathways and biological processes of DEGs of BMT gliospheres. It was noted that there was a slight difference in upregulated biological processes for genes *FOXP1*, *CXCL8*, and *NANOG* (Figure S6D). *Nanog* upregulated cell differentiation, cell proliferation, and transcription by RNA polymerase II, while FOXP1 and CXCL8 remained the same as in WJT gliospheres. However, none of these upregulated genes from both treatments was statistically significant.

Alternatively, the significantly downregulated pathways observed from both treatments were signaling pathways regulating pluripotency of stem cells, *Rap 1* signaling, pathways in cancer, *Notch* signaling, and *TGF-β* signaling. Similarly, significantly downregulated biological processes noted were the same, with the highlighted ones being the negative regulation of apoptotic processes, cell communication, angiogenesis, and regulation of cell cycle.

Among upregulated pathways, *AGE-RAGE* signaling and *NF-κB* signaling were the same as shown by microarray analysis as well. This shows that the results of the CSC array are consistent with the findings from the microarray and are being validated. 

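On the microarrays, of 66 genes of AGE-RAGE signaling, a receptor pathway of glycated proteins, 38 were higher in WJT and 35 in BMT than in gliospheres. When adjusted over the list alone, 4 were higher in WJT, which were CCL2, NFKB1, MMP2 and TGFBR1, a receptor of TGF-β (11.35 ± 0.61 against 10.01 ± 0.76 log2, SD, n = 3 each), and 1 in BMT. Camera gave an adjusted p of 0.0416 in WJT (adjusted p = 0.732 with an estimated correlation) and of 0.735 in BMT. In BMT CCL2 had 13.93 ± 1.67 against 8.33 ± 1.73 (log2 difference 5.60, adjusted p = 0.202 from limma), and NFKB2 5.65 ± 0.05 against 5.17 ± 0.08 (adjusted p = 0.343). Of 30 NF-κB target genes 19 were higher in BMT, 2 of them when adjusted over the list alone, and camera gave an adjusted p of 0.0599. Without gliospheres replicate 3 the mean log2 difference of the NF-κB targets in BMT went from 0.52 to 0.08 (limma adjusted p = 0.883, and from 5.32e-06 to 0.975 over all alternatives). The AGE-RAGE call in WJT was lost without gliospheres replicate 1 or 2 (limma adjusted p = 0.145 and 0.217, and from 1.28e-05 to 0.732 over all alternatives).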

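KITLG, the ligand of the receptor KIT, had on the microarrays 6.58 ± 0.83 log2 (SD, n = 3) in gliospheres, 5.64 ± 0.25 in WJT and 5.72 ± 0.08 in BMT. The log2 differences from gliospheres were -0.94 and -0.85 (adjusted p = 0.693 and 0.548 from limma, unadjusted p = 0.022 and 0.0337). The gliospheres arrays had 5.98, 6.23 and 7.53, and without gliospheres replicate 3 the differences were -0.46 and -0.38 (limma adjusted p = 0.944 and 0.888). DKK1, an antagonist of Wnt signaling, had 4.65 ± 0.22 in gliospheres, 4.25 ± 0.11 in WJT and 4.39 ± 0.09 in BMT (limma adjusted p = 0.996 and 0.9). It fell in gliospheres against the control group (6.63 ± 0.85, SD, n = 5), by 1.99 on the log2 scale (adjusted p = 0.0421), a call lost without gliospheres replicate 3 (limma adjusted p = 0.122, and from 0.00115 to 0.328 over all alternatives). EGF rose in gliospheres by 0.37 (limma adjusted p = 0.0479, and from 0.0186 to 0.513 over the alternatives, most of which lost the call). GSK3B, a kinase, and CD38, a surface enzyme, had log2 differences of 0.74 and 0.59 (adjusted p = 0.202 and 0.13). Of 23 genes that the CSC array found raised in gliospheres, 1 rose and 0 fell (3 and 0 when adjusted over the list alone), with a camera adjusted p of 7.26e-05 (adjusted p = 0.0444 with an estimated correlation). Of 7 genes that it found lowered in gliospheres or changed by treatment, 0 rose and 1 fell (0 and 2), with a camera adjusted p of 0.00494 (adjusted p = 0.249 with an estimated correlation). The study chose these genes on its own gliospheres, treated and control samples, so they are not independent evidence of direction. Against gliospheres, camera of limma gave adjusted p = 0.923 and 0.923 for these lists in WJT and 0.152 and 0.806 in BMT. The paper states that both treatments lowered most of the genes raised in gliospheres. Its Table 5 names KITLG, EPCAM and LIN28B as lowered in WJT, and KITLG, JAG1 and POU5F1 in BMT. On the microarrays 1 gene of the first list was higher and 2 lower in WJT at an unadjusted p of 0.05 or less, and 0 and 2 in BMT. A fall of this list was thus not called here. The second list mixes genes that the PCR array found raised by treatment with genes it found lowered. For that list a test of 1 direction cannot decide whether the microarrays follow the PCR array. FOXP1 differed by 0.04 in WJT and -0.01 in BMT, PLAUR by 1.72 and 0.94, and ABCG2, a drug efflux pump, by -0.77 and -0.51, and none passed by limma.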

Overall, CSC array analysis depicted the inhibition of cell proliferation, pluripotency, induced differentiation, and activated immune response in GSCs.

#### Significant genes downregulated by both treatments in CSC array

It was noted that two genes, *KITLG* and *DKK1*, were significantly downregulated by CM of two types of MSCs. The details of their relevant pathways and biological processes are shown in Figures 7A and 7B. Significantly downregulated pathways found with *KITLG* were hematopoietic cell lineage, melanogenesis, *Rap1 s*ignaling, mitogen-activated protein kinase (*MAPK*) signaling, *P13/AKT* signaling, pathways in cancer, *PLD* signaling, and *Ras* signaling. Alternatively, *DKK1* has been involved in the downregulation of Wnt signaling pathways. About this, the main downregulated biological processes were negative regulation of the apoptotic process, cell proliferation, cell adhesion, and endoderm development. In addition to this, we found that significant cellular components involved to modulate these genes were extracellular region and space, plasma membrane, cytoskeleton, and cellular projections. At the molecular function level, growth factor activity significantly upregulated the DKK1 gene while growth factor and cytokine activity both significantly inhibited the KITLG gene (Figure 7D).

**Figure 7:**
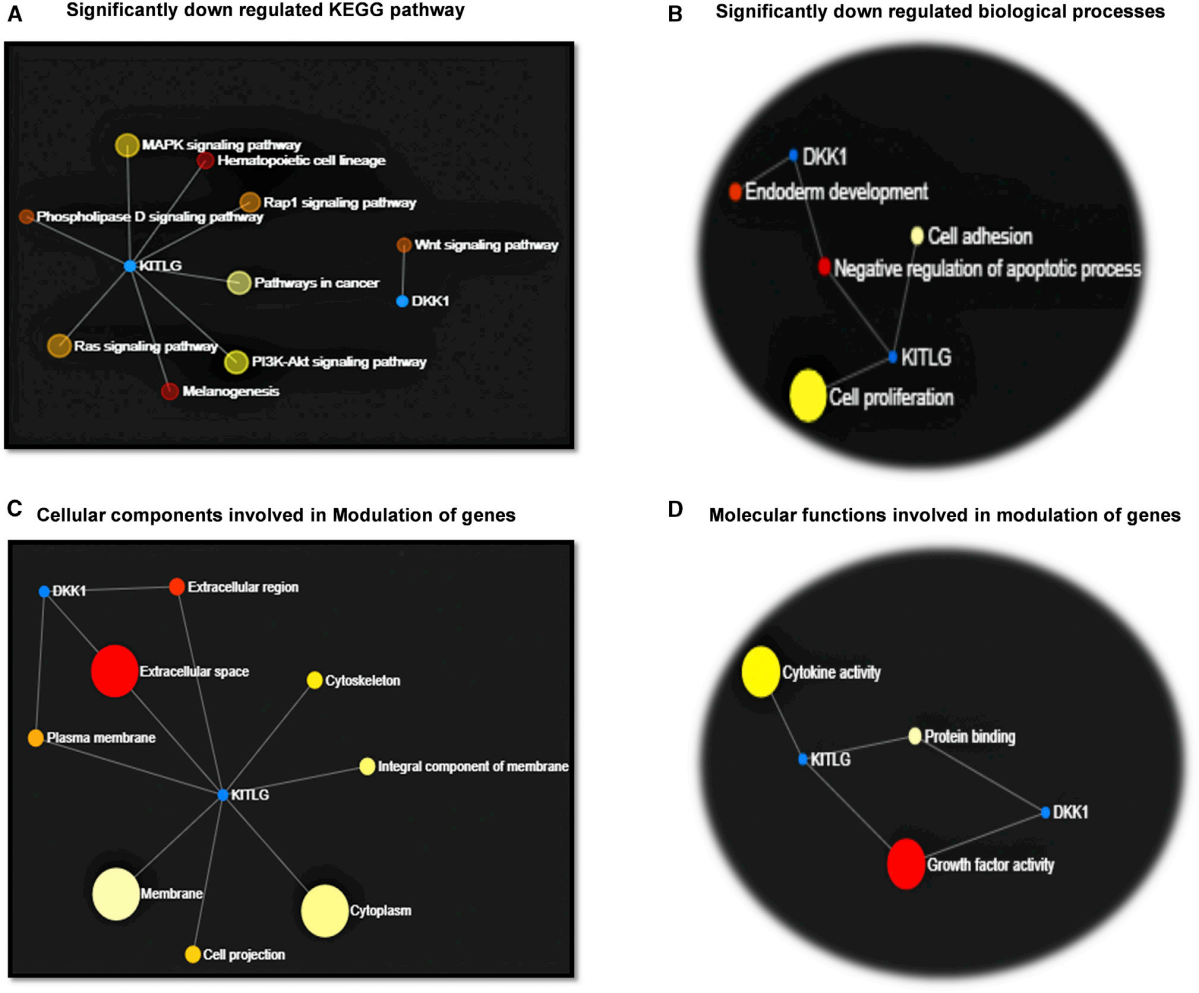
Significant genes affected by both treatments (CM from WJ-MSCs and BM-MSCs) (A) Significantly downregulated genes (p value) and KEGG pathways by both treatments. (B) Significantly downregulated biological processes from two treatments. (C) Significant cellular components activated in response to the effect of two treatments. (D) Significant molecular functions depicting the response of two genes as a result of activation by growth factor and cytokine activity.

Overall, CM from both MSCs inhibited the cell proliferation, invasion, and pluripotency of GSC mediated by growth factors and cytokines and elicited the immune response that can activate angiogenesis by modulating the tumor microenvironment.

## Discussion

In glioblastoma, GSCs were first identified by Singh et al.^44^ as a population of cells capable of initiating tumor growth *in vivo*. The crucial role played by GSCs in tumor initiation, progression, recurrence, and resistance to therapy indicates that new therapeutic strategies require the eradication of this population.^45^, ^46^, ^47^ Importantly, also note that tumor cells are heterogeneous; therefore, it may be more advantageous to target multiple elements of various cellular pathways to eradicate GBM.^48^ A possible solution to specifically target GSCs might be to force them to acquire a non-self-renewing state. In this non-stem cell-like state, the cells should lose their tumorigenic nature and become vulnerable to therapies. Many therapies fail to have the expected beneficial effects due to the BBB and the presence of active efflux pumps that prevent drug entry into the brain. New treatment modalities, including novel agents and small-molecule inhibitors, are currently under investigation. Remotely, MSCs and their soluble factors are reported to exhibit beneficial anticancer effects.^49^, ^50^, ^51^ To investigate further whether the soluble factors of MSCs may affect different pathways related to proliferation and stemness of GSCs to transform them into non-stem-like cells prone to therapies, we planned this study. An additional objective was to identify whether different kinds of MSCs can exhibit the same anti-tumoral potential at the functional and molecular levels.

In the first step, CD133^+^ cells were sorted and characterized according to morphological and immunocytochemical assays. These cells exhibited a high expression of all of the known markers established for the GSC profile. Actively growing GSCs in spheroids were treated with paracrine factors of manipulated MSCs and showed morphological changes, reduced proliferation, viability, and invasion. The clonogenic assay revealed a remarkable decrease in the self-renewal ability of GSCs, signifying the efficacy of paracrine factors of MSCs. GO results of DEGs from microarray analysis were further evaluated by a specific human CSC array, and we found consistent results of the arrested cell cycle, inhibited metabolism, inhibited pluripotency of GSCs, and activated immune response. IPA analysis of treated spheres indicated inhibited oxidative phosphorylation from both treatments. However, slightly variable canonical pathways were upregulated for immune response from two types of treatments.

Metabolic reprogramming has been the hallmark of CSCs. Growing evidence has demonstrated that slow-cycling GSCs possess a preference for mitochondrial oxidative metabolism. Mitochondrial function plays a crucial role in maintaining stemness and drug resistance of CSCs.^52^, ^53^, ^54^ Few studies have demonstrated that CSCs can rely on fatty acid oxidation for their maintenance and function,^55^ and lipid catabolism seems critical for CSC self-renewal.^56^ Similarly, the mevalonate pathway is an essential metabolic pathway in providing cells with bioactive molecules, crucial for different cellular processes, including cell proliferation, differentiation, survival,^57^ and CSC enrichment.^58^ Since CSCs are enriched in mitochondrial mass and rely heavily on oxidative phosphorylation (OxPhos), disrupting this pathway has become an attractive therapeutic strategy. OxPhos plays a central role in cellular energy. The OxPhos electron transport chain (ETC) constitutes four complexes (CI–CIV) that transfer electrons from donors generated by the tricarboxylic acid (TCA) cycle and fatty acid oxidation to oxygen. Complex V (ATP synthase) uses the stored energy in the proton gradient to generate ATP.^59^, ^60^, ^61^ As shown by our results of IPA (Table 3), the main activated metabolic pathways involved in gliospheres were those with fatty acid and mevalonate pathways that were inhibited due to disruption at C4 and C5 complexes of the ETC in OxPhos (Figure 3C). This may have, in turn, inhibited the proliferation, invasion, and sphere-forming ability of GSCs consistent with the study of Shi et al.^62^

IPA analysis of WJT gliospheres showed activation of *TREM1* signaling, *GP6* signaling, and *NF-κB* signaling. It has been shown that *TREM1* had been upregulated only in infectious inflammatory responses.^63^ In tumors, *TREM1* seems to be induced on tumor-associated macrophages, which has been correlated with cancer recurrence and poor survival.^64^ Immunohistochemical analysis of breast tumor tissues confirmed the co-localization of *TREM1* protein expression with the pan-macrophage marker CD68. These findings established the role of tumor-infiltrating macrophages in promoting inflammation by immune evasion.^65^ It has also been investigated that *TREM1* expression is regulated by *NF-κB* at the transcriptional level,^66^ emphasizing the contribution of *NF-κB* pathway activation in bridging inflammation and tumor promotion and progression.^67^ Hypoxia-regulated genes mediate blood vessel formation by stimulating encoding of chemotactic molecules such as *CCL2*, interleukin-8 (*IL8*), and *VEGF* that recruit macrophages and exert tumor-promoting effects such as angiogenesis.^68^, ^69^, ^70^ Our results are in agreement with the above-mentioned studies given macrophage activation and angiogenesis, as confirmed by the biological processes of treated spheres (Figure 6).

*GPVI* (glycoprotein VI) is exclusively expressed on platelets and megakaryocytes and together with integrin *α2β1* mediates collagen-induced aggregation and adhesion.^71^, ^72^, ^73^ The role of platelets in the pathophysiology of GBM appears to be two-edged. On the one hand, activated platelets and their secretome can modulate immune responses, thereby prolonging overall survival in a GBM model in mice.^74^ On the other hand, platelet activation needs to be avoided since GBM patients have an increased risk for systemic cardiovascular events, and the intratumoral occlusion of numerous vessels leads to a hypoxia-induced tumor progression.^75^ We found that WJT spheres have upregulated a coagulation cascade to recruit platelets as a survival strategy. Therefore, suitable antithrombotic and antiplatelet concepts may be a valuable addition to future individualized, targeted therapies^76^. However, the details of the molecular mechanism in platelet activation require further studies.

IPA analysis of BMT spheres showed upregulation of the *PD-1/PD-L1* pathway and inhibition of calcium-induced T lymphocyte apoptosis. *PD-L1* is not constitutively expressed in tumor cells but rather is inducibly expressed (i.e., adaptive immune resistance) in response to inflammatory signals.^77^^,^^78^ Immune checkpoint inhibitors, *PD-1* and *PD-L1*, have shown clinical efficacies against many different solid and hematologic malignancies.^79^ Binding of *PD-L1* to its receptor suppresses T cell migration, proliferation, and secretion of cytotoxic mediators, and it restricts tumor cell killing. Inhibitors of *PD-1* and *PD-L1* disrupt the PD-1 axis, thereby reversing T cell suppression and enhancing endogenous antitumor immunity to unleash long-term antitumor responses in a wide range of cancers.^80^ Our results show that CM from BM-MSCs have exerted an adaptive immune response, which may have induced *PD-l/PD-L1* expression on cancer cells.

Ca^2+^ signaling plays an essential role throughout vertebrate development, from fertilization to organogenesis. It has been shown that the main checkpoints controlling the fate of a cell are mainly controlled by Ca^2+^ signaling pathways.^81^ A few studies have shown that some tumors develop an immune evasion strategy based on FasL-mediated destruction of invading lymphocytes.^82^, ^83^, ^84^ Invading T lymphocytes that express Fas are stimulated to apoptosis by tumor cells that express FasL. The expression of FasL has recently been demonstrated in GBM.^85^ It has also been reported that T lymphocytes were present in GBM and would account for the aggressive growth of tumors.^86^ Our results show that the calcium-induced T lymphocyte apoptosis pathway has been inhibited, which indicates that CM from BM-MSCs might have affected the Fas-FasL combination and inversed the reaction of immune evasion by GSCs, which in turn upregulated apoptosis in GSCs, as shown by biological process analysis (Figure 6).

From GO results of a specific CSC array, we found two common genes significantly downregulated from CM of both MSCs, such as *KITLG* and *DKK1*.

*DKK1* has downregulated the Wnt pathway (Figure 7A). Many studies have suggested that WNT signaling is aberrantly activated in GBM, and it promotes GBM growth and invasion via the maintenance of stem cell properties.^87^, ^88^, ^89^, ^90^ Dickkopf (*DKK*) acts as an antagonist of WNT signaling via binding to its co-receptor LRP.^91^^,^^92^ Interestingly, the MSC-induced pro-tumorigenic effect seems to be regulated by Wnt/β-catenin signaling in breast cancer,^93^^,^^94^ whereas the inhibition of tumor proliferation occurs by MSC-induced secretion of *DKK-1*, an inhibitor of the same pathway.^95^^,^^96^ Furthermore, the MSC-derived CM exert effects by targeting the *Wnt/β-catenin* signaling pathway.^97^^,^^98^ Our *in silico* results followed these studies, as we found inhibition of growth and stemness properties of GSCs through downregulation of the Wnt pathway mediated by growth factor activity at the molecular level (Figures 7A and 7D).

*KITLG*, also known as the stem cell factor (*SCF*) gene, encodes the ligand of receptor tyrosine kinases (RTKs) by the KIT locus. RTKs are a family of cell surface receptors, which, upon activation, signal through two major downstream pathways, *Ras/MAPK/ERK* and *Ras/PI3K/AKT*. These pathways are involved in the regulation of cell proliferation, survival, differentiation, and angiogenesis.^99^ We found that CM from MSCs inhibited these pathways through the downregulation of the *KITLG* gene mediated by the growth factor and cytokine activity. Also, phospholipase D (*PLD*) activity has been suggested to function as a sensor of metabolites, including lipid pools,^100^ and a critical regulator of autophagy.^101^ Keeping this in mind, we predict that the metabolism of the GSCs was deregulated by inhibition of the *PLD* pathway, which might have upregulated apoptosis and differentiation also shown by biological processes (Figure 7B) mediated by the *KITLG* gene.

Among uniquely upregulated genes of the CSC array of gliospheres, *LIN28B* was found to be the most significant. Lin28, along with Oct4, Sox2, and Nanog, has corroborated its role in pluripotent stem cells.^102^ In addition to tumor initiation, *LIN28B* is necessary for the maintenance of cancers as well.^103^ Recent advances have shown that Lin28 regulates *let-7* miRNA biogenesis and mRNA translation, to coordinate both cellular metabolism and proliferative growth pathways for stem cell self-renewal.^104^ Our results of WJT spheres showed the downregulation of *LIN28B* that might have contributed to the inhibition of metabolism and the self-renewal capacity of GSCs and can alone be considered as a biomarker of GBM stemness after further evaluation at the protein level and using an *in vivo* model.

From BMT spheres, uniquely downregulated genes were *JAG1* and *POU5F1. JAG1* is the ligand of the Notch signaling and has been shown to promote glioma-initiating cells (GICs) in glioblastoma. Notch signaling mediates direct cell-cell interactions and plays a crucial part in cell fate maintenance and self-renewal of GICs.^105^ Moreover, studies have shown that the downregulation of Jagged1 induces apoptosis and inhibits proliferation in glioma cell lines.^106^ Similarly, different variants of *OCT4* (*POU5F1*) have been related to colony formation and regulation of cell survival in GSCs.^107^ We found inhibition of these two vital stem cell markers from CM of BM-MSCs.

One common pathway that has been identified by both arrays is the *AGE-RAGE* signaling pathway. *RAGE* was first identified as a receptor for *AGE* to diabetes, renal diseases, and aging.^108^^,^^109^ In glioblastomas, *RAGE* is expressed on tumor cells, endothelial cells, stromal cells, and tumor-associated macrophages, comprising microglia and myeloid-derived macrophages.^110^ *RAGE* binding activates downstream signaling pathways that stimulate cell proliferation, survival, and migration via increased angiogenesis, inflammation, and reduced apoptosis, while blocking *RAGE* signaling suppresses tumor growth and metastasis.^111^, ^112^, ^113^ Despite the inhibition of oncogenic mechanisms at the cellular level, we found the macrophage activation and immune response as activated biological processes in treated gliospheres. We presume that *AGE-RAGE* signaling might be the contributing factor for this response, which can modulate the tumor microenvironment for angiogenesis. Combining inhibition of *RAGE* signaling while sensitizing CSCs with CM might be a novel strategy to inhibit tumor growth.

There are several challenges involved in treating glioma, including the immunosuppressive nature of GBM itself with high inhibitory checkpoint expression, the immunoselection BBB impairing the ability for peripheral lymphocytes to traffic to the tumor microenvironment, and the high prevalence of corticosteroid use, all of which suppress lymphocyte activation. However, by simultaneously targeting multiple costimulatory and inhibitory pathways, it may be possible to achieve an effective antitumoral immune response.^114^ This is where a combination of manipulated MSC-secreted factors has the most significant potential for cell-free-based anticancer therapies.

### Conclusions

Taken together, the results of microarray and CSC arrays, *in vitro*, elucidate the possible molecular targets by which secreted factors of MSCs inhibited the 3D formation of GSCs observed in culture. The inhibition was translated into decreased oncogenic activities, including stemness of GSCs through different pathways mediated by *KITLG* and *DKK1* genes. We conclude that growth factors and cytokines in CM from two sources of MSCs hold the antitumor properties, which are mediated by different routes of signaling pathways while causing the same effect. It has been shown that neurotrophic factors in CM could access affected neurons in the central nervous system (CNS) by either directly crossing the BBB or through the retrograde transport mechanism in the CNS. CM have already been implicated for many neurodegenerative diseases,^115^, ^116^, ^117^ and therefore CM from MSCs can be a subject of combinatorial therapy for gliomas. Regarding the preference of choice, we propose that CM from BM-MSCs may contribute a more valuable effect as a combinatorial therapy in conjunction with antitumor immune therapy to treat gliomas since it has inhibited the T lymphocyte apoptosis pathway to facilitate the immune reaction and also inhibited the pluripotent stem cell markers. This study has provided valuable information regarding the potential ability of acclimatized MSCs with the GSC environment to interrupt the growth and pluripotency of GSCs with the potential for translation to practical treatment options for GBM in human patients. Furthermore, *in vivo* studies along with proteomics are warranted to translate the apparent therapeutic efficacy of CM of MSCs in the treatment of glioblastoma. Moreover, identification of the specific growth factors and cytokines responsible for the inhibitory response will provide useful information for developing an effective paradigm for glioblastoma treatment.

## Materials and methods

### Isolation of GSCs from GBM cell line U87MG

#### Monolayer generation of cell line

The GBM cell line U87MG (ATCC HTB14TM) was expanded according to the protocol described by ATCC with a slight modification. Briefly, the cell line was expanded in standard culture media (DMEM-F12 1:1, l-glutamine 200 mM, 10,000 U/mL penicillin/streptomycin, 25 μg/mL amphotericin B, and 10% heat-inactivated fetal bovine serum [FBS]; Gibco/Invitrogen, USA). The cells were seeded at 1 × 10^4^cells/cm^2^ in T75 cultures flasks and maintained at 37°C and 5% CO_2_. The culture medium was exchanged every 2–3 days.

#### FACS sorting and enrichment of glioma stem cells

The cell line (U87MG) expanded at different passages (P3–P9) was investigated for the percentage of the CD133^+^ population, which was sorted by using a fluorescence-activated cell sorting (FACS) JAZZ cell sorter (BD Biosciences, USA) according to the manufacturer’s instruction. Briefly, upon reaching 80%–90% confluence, U87MG cells were harvested using 0.25% trypsin EDTA (Invitrogen, USA), washed twice with cold PBS (Invitrogen, USA), and centrifuged at 300 × *g* for 5 min. The cell pellet was re-suspended in 100 μL of BD FACS staining buffer (BD Biosciences, USA), and 10 μL of CD133 antibody (eBioscience, USA) was added, mixed well, and put at 4°C for about 30 min in the dark. Next, 500 μL of cold PBS was added to wash the cells and centrifuged at 300 × *g* for 5 min, and the pellet was re-suspended in 500 μL of PBS for sorting. Sorted populations were divided into positive and negative fractions and were evaluated for the enrichment of CD133^+^ cells using a FACSCanto II and analyzed by FACSDiva software version 7 (BD Biosciences, USA).

### Characterization of sorted populations

#### First gliosphere generation

Sorted tumor cells from both positive and negative populations were directly seeded in CSC media (termed herein as GSM) (DMEM-F12 [Gibco, USA] supplemented with N2 [Gibco, USA], epidermal growth factor [EGF] [20 ng/mL, Invitrogen], basic fibroblast growth factor [bFGF] [20 ng/mL, Gibco, USA], leukemia inhibitory factor [LIF] [10 ng/μL, Chemicon, Germany], and B27 [1:50; Life Technologies, USA] in six-well ultralow attachment plates (Corning, USA) to enrich for glioma stem cells (gliospheres) and were maintained at 37°C in a humidified atmosphere of 5% CO_2_/95% air. The morphology of gliospheres from positive and negative populations was observed under a phase-contrast microscope (Zeiss, Germany) for 10 days.

#### Glio-sub-sphere generation

CD133^+^ and CD133^−^ selected cell populations, derived from first gliospheres, were dissociated using StemPro Accutase cell dissociation reagent (Gibco, USA) according to the manufacturer’s instructions. Cells were subsequently re-suspended in GSM and seeded in 24-well ultralow plates (Corning, USA) at 1 × 10^3^ cells/well. The formation of free-floating sub-spheres was observed by phase-contrast microscopy (Zeiss, Germany), and the experiment was conducted until passage 12 (G12, gliosphere). Cells in each passage were kept in culture between 7 and 10 days.

#### Monolayer generation

Similarly, small fractions of sorted cells from positive and negative populations were cultured in standard culture media (DMEM-F12 + 10% FBS, Gibco, USA) to investigate their expansion ability adherently after sorting. The morphological changes were observed under a phase-contrast microscope (Zeiss, Germany). The experiment was conducted for six passages, and one passage time was kept between 5 and 7 days.

#### Immunofluorescence assay of CD133^+^ population

A panel of GSC markers, neuronal lineage markers, and late differentiated neuronal markers were selected (Table 1) to characterize the sorted CD133^+^ population by immunocytochemistry. Briefly, sub-spheres at passage 13 (G13) were harvested by treatment with StemPro Accutase cell dissociation reagent (Gibco, USA) and washed with PBS (pH 7.4, Gibco, USA), followed by centrifugation. After resuspension, cells were seeded on poly-l-lysine-coated coverslips at a seeding density of 2 × 10^4^ cells/coverslip and were immersed in GSM with 2% FBS (Gibco, USA). After 2 days the cells were fixed with 4% formaldehyde for 20 min followed by washing. Coverslips were then permeabilized with 0.3% Triton X-100 for 15 min at room temperature. Blocking was performed with 10% normal goat serum (Gibco, USA) for 1 h at room temperature. Cells were stained with the primary antibodies in 1% blocking buffer overnight at 40°C with shaking followed by washing with 0.1% Triton X-100 in PBS three times for 5 min each. Next, cells were stained with secondary antibodies (Table 1) in 1% blocking buffer for 1 h at room temperature in the dark. Cells were washed with 0.1% Triton X-100 in PBS three times for 5 min each. Nuclei were stained with DAPI (Thermo Fisher Scientific, USA) for 5 min and coverslips were mounted onto slides. Cell imaging was performed on an inverted phase-contrast fluorescence microscope (Zeiss Axio Observer Z1, Zeiss, Germany). The description of the primary and secondary antibodies used for the assay is given in Table 1.

### Functional assay*s*

#### Preparation of MSC CM under GSM conditions

BM-MSCs and WJ-MSCs were acquired from the Cell Therapy Center, The University of Jordan, which had been expanded and characterized as described previously.^39^ Three biological samples of WJ-MSCs (WJ1, WJ2, WJ3) and three from BM-MSCs (BM1, BM2, BM3) at G3 were used to generate CM. All six cell lines were plated into T75 flasks (TPP, USA) at a density of 5 × 10^3^ cells/cm^2^ in alpha-minimum essential medium (MEM) (Gibco, USA) + 5% platelet lysate.^40^ A day before cells reached 80% confluency, monolayers were washed twice with PBS (pH 7.4) and once with SFM (DMEM-F12). Next, GSM and SFM were added in the flasks and after 48 h the CM (CM as GSCM and SFCM) were collected, centrifuged at 300 × *g* for 10 min at 4°C, filtered through 0.2-μm filters (BD Biosciences, USA), and aliquoted. The CM were stored at −80°C and fresh aliquots were used before each experimental assay. All experiments were performed from CM of individual biological samples from two types of MSCs; however, for simplicity we have used the general terms of BM-MSCs and WJ-MSCs herein.

#### Optimization of CM concentrations

Initially different concentrations of CM were tested on morphology and proliferation potential of glioma stem cells (Figures S1A and S1B). As described above, GSCM and SFCM were tested as 100% and 50% with fresh GSM, from one sample of BM1-MSCs and WJ3-MSCs, and SFM and GSM were kept as controls. These experiments were conducted for 4 days (96 h) only. Based on these results, further experiments were planned from 100% GSCM for 7 days, and to replenish the growth factors in the GSCM, we used the CM in a ratio of 10%:90% (GSM/GSCM). For simplicity, we have used the term CM herein.

### Assessment of the effects of CM on GSCs (gliospheres)

#### Morphological assessment

Briefly, 1 × 10^3^ cells/cm^2^ from dissociated gliospheres at G13 were plated in ultralow attachment six-well plates (Corning, USA) containing CM. The experiment was conducted for 7 days, and cells growing in normal GSM were kept as a control. CM was added every 48 h, and changes in the sphere-forming ability of GSCs were captured by phase-contrast microscopy (Zeiss, Germany).

#### 3D cell proliferation and viability assessment

The proliferation rate of GSCs (at G13) was evaluated by a CellTiter-Glo 3D cell viability assay (Promega, USA). In brief, the cells were cultured at a seeding density of 5 × 10^3^ cells/well in 100 μL of CM in 96-well ultralow attachment plates (Corning, USA). Every 48 h fresh CM were added along with control and the experiment was conducted for 7 days. The proliferation rate was determined at days 3 and 7 by CellTiter-Glo 3D cell viability reagent according to the manufacturer’s instruction (Promega, USA). Luminescence was measured using a microplate reader (GloMax-multi detection system, Promega, USA).

#### Invasion assay

To determine the effect of CM on the invasive ability of GSCs, an invasion assay was performed using a Cultrex BME cell invasion assay (Trevigen, USA) with a slight modification. Briefly, 5 × 10^4^ cells were treated with CM from both types of MSCs in six-well ultralow attachment plates (Corning, USA) for 7 days. The media were refreshed every 48 h. On day 7 the spheres were collected and harvested by Accutase (Gibco, USA), centrifuged at 200 × *g* for 4 min, and 5 × 10^4^ cells were seeded in the upper chamber of the BME 96-well plate. The lower chamber was filled with serum media (DMEM-F12 + 10% FBS, Gibco, USA). After 2 days the plates were processed according to the manufacturer’s instruction and the luminescence was measured using a microplate reader (GloMax-multi detection system, Promega, USA).

#### Clonogenic assay

To investigate whether the effect exerted by CM from both types of MSCs is reversible or irreversible, clonogenic assays (colony-forming efficiency [CFE] and sphere-forming efficiency [SFE]) were performed for both adherent and spheroid system.

##### CFE

Briefly, 5 × 10^3^ cells/well were treated in 24-well ultralow plates (Corning, USA) with CM from both types of MSCs for 7 days along with control. After harvesting, single-cell suspensions were obtained. 50 cells from each sample were seeded in six-well plates (TPP, USA) in standard culture media (DMEM-F12 + 10% FBS) for 2 weeks (14 days). The medium was exchanged every 3 days. Colonies were stained using 0.5% crystal violet dye (Sigma-Aldrich, USA) according to the manufacturer’s instructions and counted by a light microscope (Zeiss, Germany).

##### SFE

Similarly, after dissociation of treated spheres, 2 × 10^3^ cells/well were cultured in 24-well ultralow plates (Corning, USA) in GSM for about 7 days. GSM were added every 48 h and sphere formation was monitored under a light microscope (Zeiss, Germany). On day 8 the spheres were counted and imaged using a Zeiss microscope. Spheres were dissociated again as described before and all cells were plated for successive passage. Fresh GSM were added every 48 h, and passage time was kept for 7 days.

### Molecular assays (microarrays and CSC arrays)

#### RNA extraction

Briefly, 1 × 10^4^ cells/cm^2^ (G13) were seeded in 25 mL of ultralow attachment flasks (Corning, USA) containing CM from two types of MSCs and control (gliospheres). The sorted population that did not make spheres was taken as a negative control. On day 7 the spheres were harvested using Accutase (Gibco, USA). Total RNA was extracted using TRIzol reagent (Invitrogen, CA, USA) and cleaned up with the RNeasy mini kit (QIAGEN, USA) following the instructions of the manufacturer. Extracted RNA was quantified using the NanoDrop 2000c spectrophotometer system (Thermo Fisher Scientific, USA). RNA quality analysis was performed using an Agilent 2100 Bioanalyzer instrument with an Agilent RNA 6000 Nano kit according to the manufacturer’s instructions.

#### Global gene expression profiling (transcriptome analysis)

Whole transcriptome analysis was performed in triplicate for gliospheres, control group (−Ve and cell line), gliospheres treated with CM from BM-MSCs (BMT), and CM from WJ-MSCs (WJT). GeneChip Human Transcriptome Array (HTA) 2.0 (Affymetrix, Santa Clara, CA, USA) was used for gene expression profile analysis. The procedure was followed as described by the manufacturer. The microarray data can be accessed via Gene Expression Omnibus (GEO: GSE149216). For simplicity, we use the terms BMT and WJT for treated gliospheres herein.

#### Data analysis

Raw CEL file normalization was performed using the signal space transformation-robust multi-array analysis (SST-RMA) using Affymetrix Expression Console software (transcription analysis console [TAC]) version 4.0.1 (Affymetrix). DEGs at FC (log_2_) of ≥2 or –2 or less with a statistical significance level of p <0.05 (gliospheres versus BMT gliospheres, gliospheres versus WJT gliospheres, and gliospheres versus control) were picked up. GO term and pathway enrichment analyses were conducted to determine the roles of these DEGs by IPA software (Ingenuity Systems, Redwood City, CA, USA), NetworkAnalyst (3.0) (https://www.networkanalyst.ca/), and using the open-source Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (https://david.ncifcrf.gov/home.jsp).

#### RT^2^ Profiler PCR array

To validate further the specific genes and pathways involved in certain mechanisms exhibited by transcriptomic analysis and particularly the effect on stemness, CSC arrays were performed and analyzed according to the manufacturer’s instructions (QIAGEN, USA). Briefly, cDNA was synthesized using the RT^2^ First Strand Kit (catalog no. 330404, QIAGEN, USA). A diluted cDNA aliquot was mixed with RT2 SYBR Green qPCR mastermix (catalog no. 330503, QIAGEN, USA) and loaded into the 96-well array plate of RT2 Profiler PCR array human CSCs (catalog no. PAHS-176Z, QIAGEN, USA). qPCR reactions were performed using the CFX96 C1000 Touch thermal cycler (Bio-Rad, USA) with the following temperature setting: (1) 95°C for 10 min, and (2) 40 cycles of 95°C for 15 s and 60°C for 1 min. The data analysis was performed using the 2^−ΔΔCt^ method available by the SABiosciences company (QIAGEN, USA). The data were normalized, across all plates, to the average of the arithmetic mean of the following housekeeping genes: glyceraldehyde 3-phosphate dehydrogenase (GAPDH), β_2_-microglobulin (B2M), and actin beta (ACTB). The threshold cycle values of the control wells were all within the ranges recommended by the PCR array user manual.

### Statistical analysis

All experiments were performed in triplicates (n = 3). Data were analyzed using Microsoft Excel and GraphPad Prism software. Quantitative data were expressed as mean ± standard deviation. Data were evaluated by two-way ANOVA, and Dunnett’s post-test was used to analyze multiple comparisons (p < 0.05). All procedures performed in this study were in accordance with the instructions from institutional review board of the Cell Therapy Center.

## Supplemental information

Document S1. Figures S1–S7

Supplementary file (Excel 1)

Document S2. Article plus supplemental information

# Supplementary material for: Anti-oncogenic activities exhibited by paracrine factors of MSCs can be mediated by modulation of KITLG and DKK1 genes in glioma SCs in vitro
**Source:** Mol Ther Oncolytics. 2020 Nov 26;20:147–65. doi: 10.1016/j.omto.2020.11.005
**Supplement:** Document S1. Figures S1–S7

Supplemental Information

Anti-oncogenic activities exhibited by paracrine factors of MSCs can be mediated by modulation of *KITLG* and *DKK1* genes in glioma SCs *in vitro*

Nazneen Aslam, Elham Abusharieh, Duaa Abuarqoub, Dema Ali, Dana Al-Hattab, Suha Wehaibi, Ban Al-Kurdi, Fatima Jamali, Walhan Alshaer, Hanan Jafar, and Abdalla S. Awidi

Figure. S1

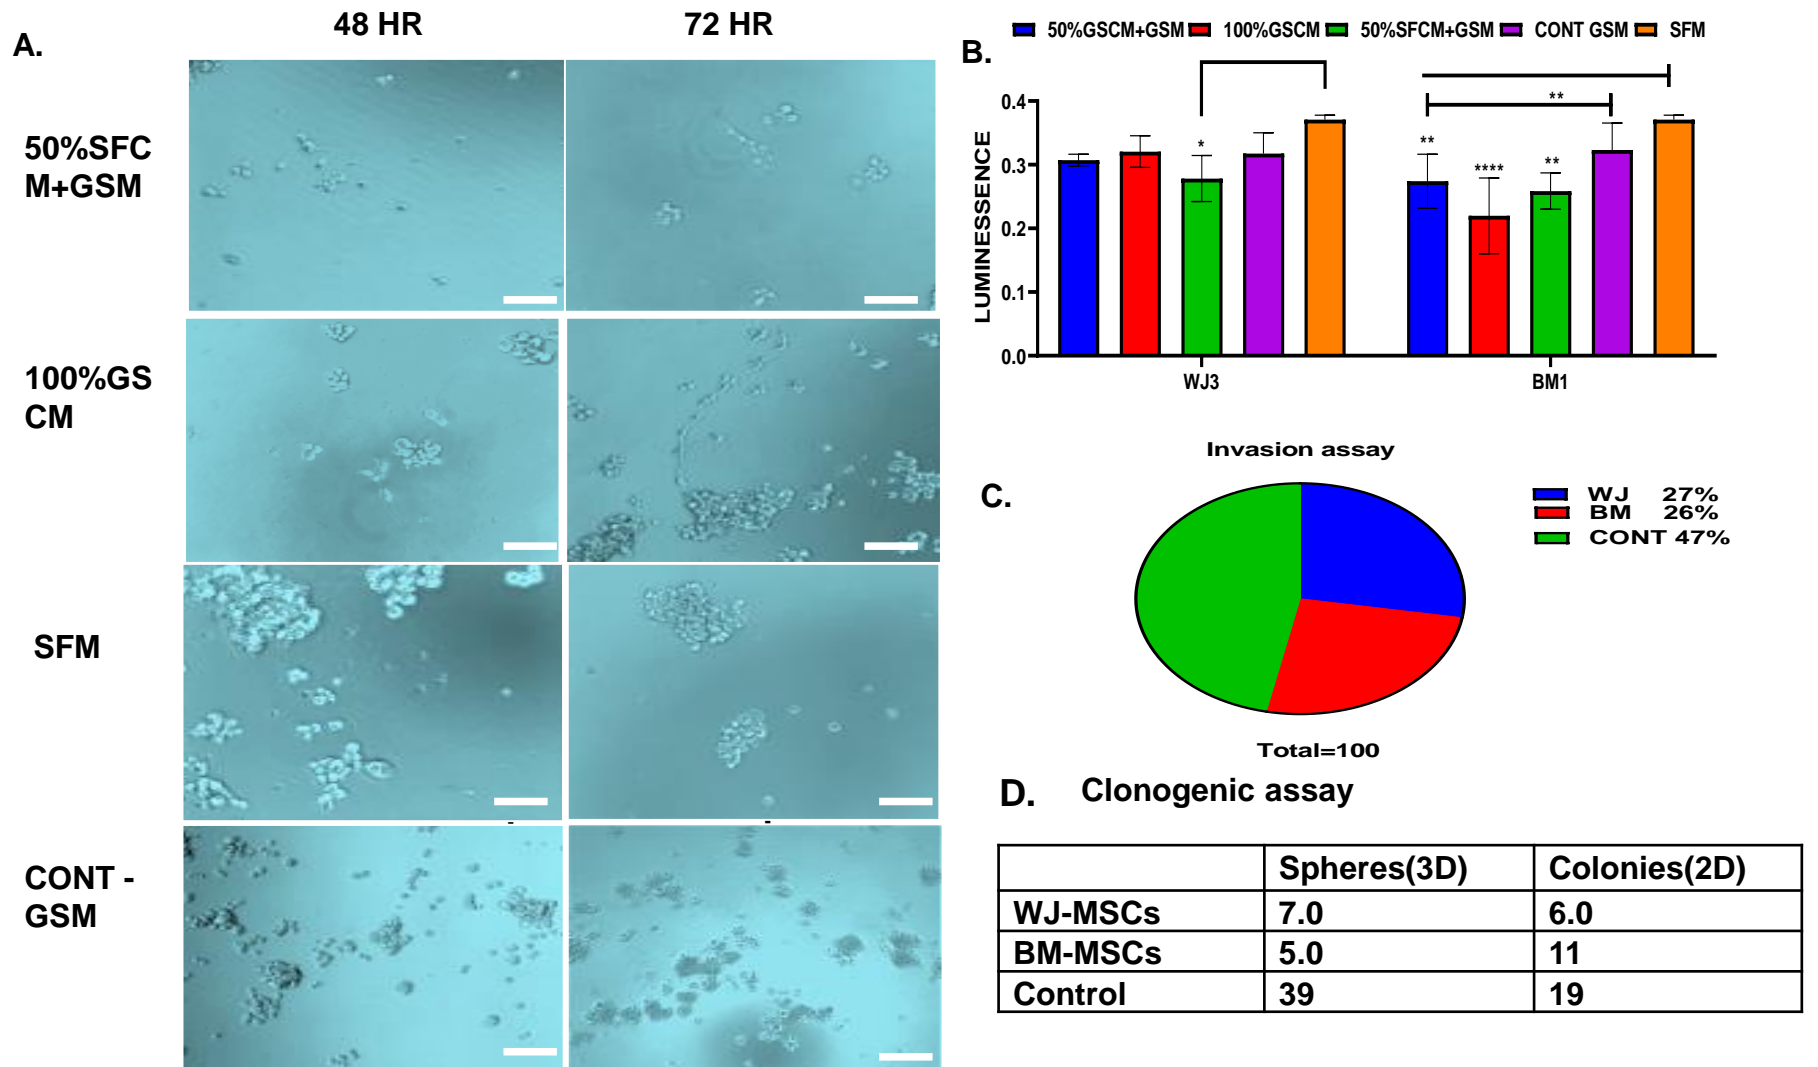

Figure.S1. Preliminary data, Invasion assay and Clonogenic assay.

A. Representative images of the effect of different concentrations of CM (SFCM and GSCM) on the morphology of spheroids in comparison to both controls at 48HR and 72HR. **B.** Effect of different concentrations of CM (SFCM and GSCM) on the proliferation of gliospheres from one sample of BM1-MSCs and WJ3-MSCs for 96HR ($p<0.05, 0.01, 0.0001$). **C.** Invasion assay showing percentage of GSCs inhibited after treatment with CM from two types of MSCs. **D.** Clonogenic assay after treatment with CM from two types of MSCs.

Figure. S2

A. Percentages of CD133 population before and after sorting

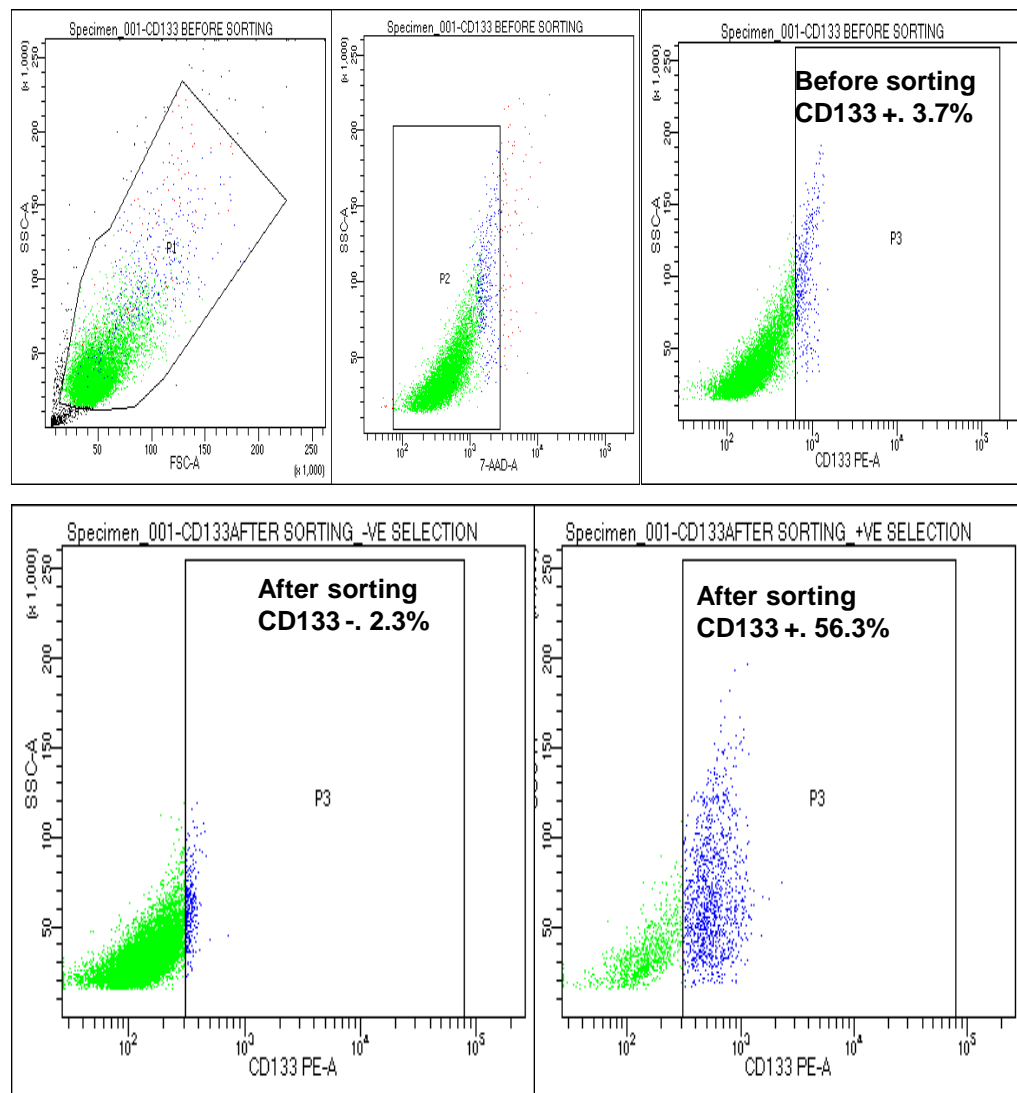

B. After sorting enrichment in sphere culture

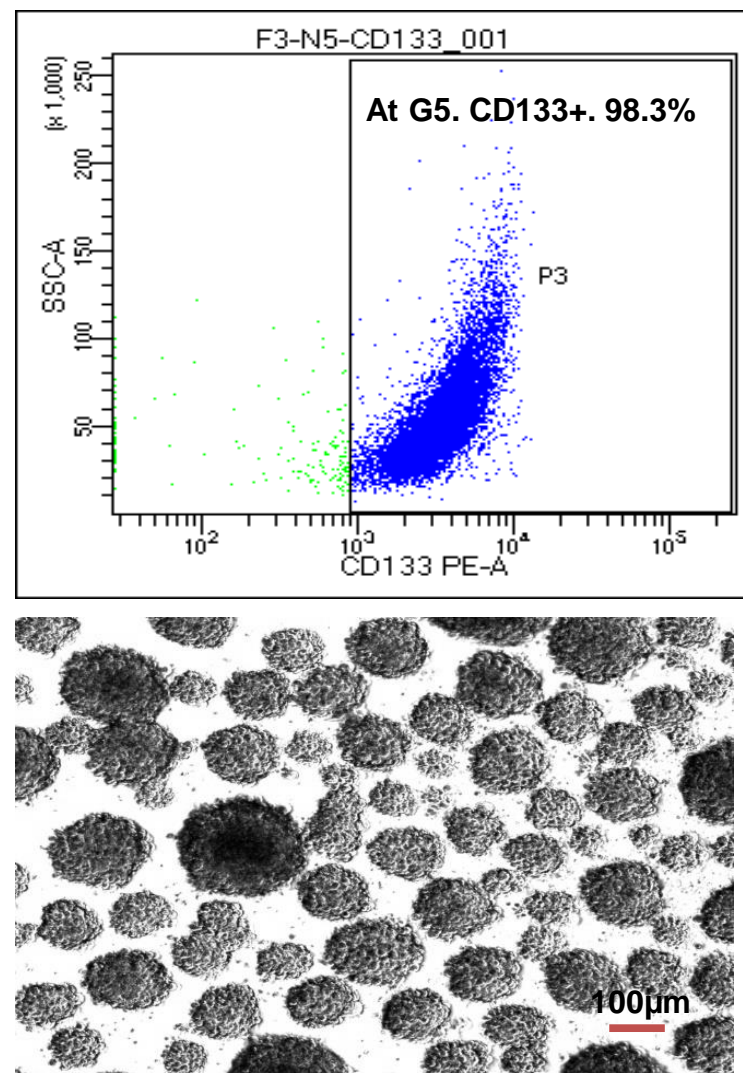

Figure.S2. Flow Cytometric evaluation of CD133 populations.

A. Flow cytometric evaluation of the percentages of CD133 population before sorting and enrichment soon after sorting. B. Enrichment of CD133+ population in sphere culture at G5 with representative image of the spheres morphology. Scale bar.100 μ m.

Figure.S3

Activated Pathways in gliospheres

A.

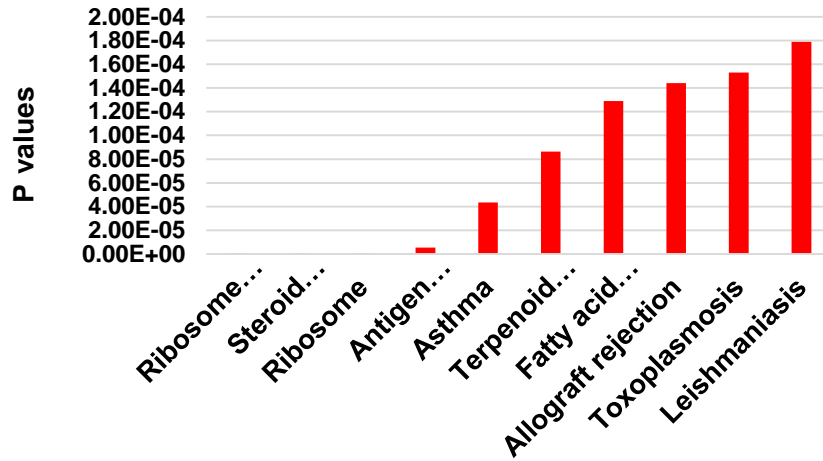

Inhibited Pathways in gliospheres

B.

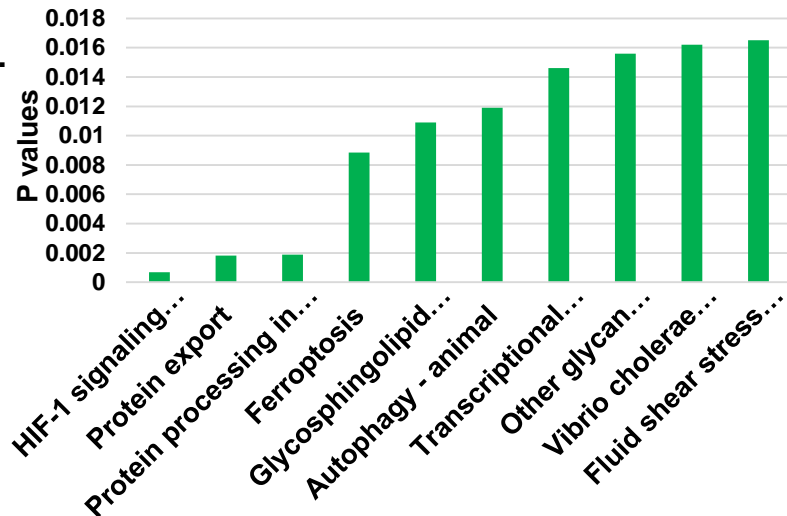

Activated BP in gliospheres

C.

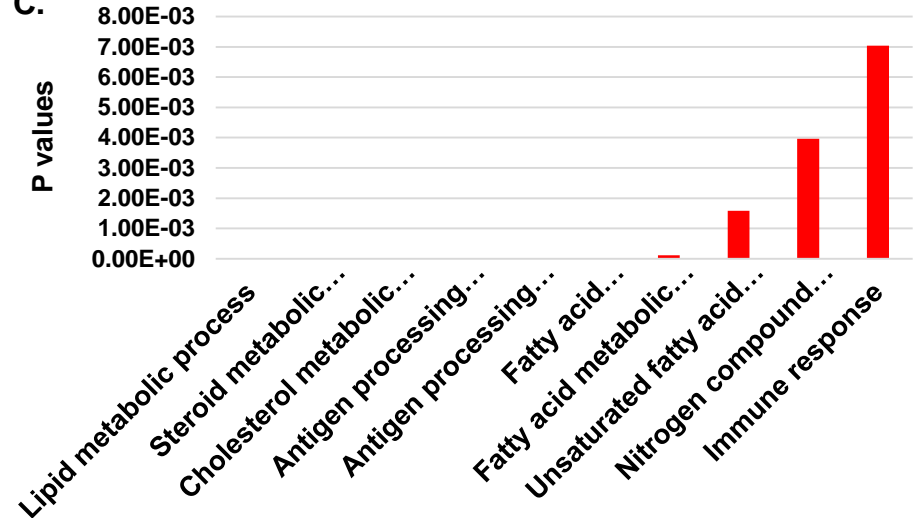

Inhibited BP in gliospheres

D.

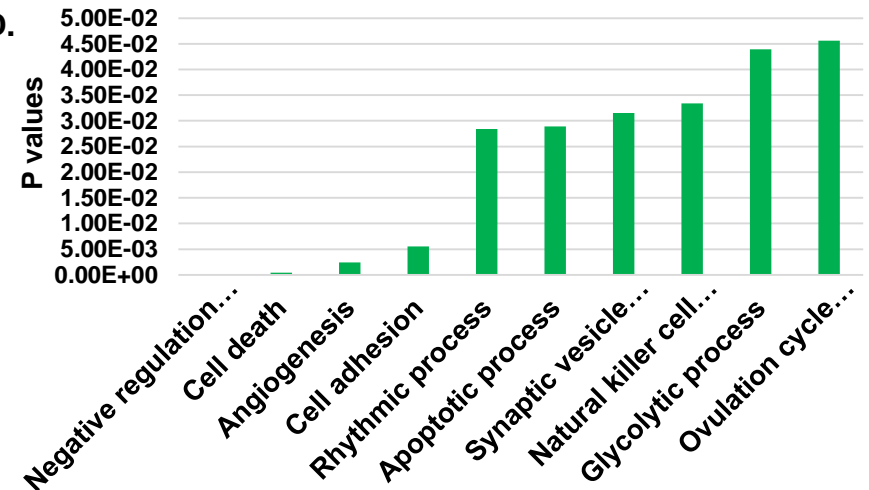

Figure.S3. Gene ontology terms of gliospheres vs control group (+VeS vs Cell line and -Ve) from microarray result. **A.** Activated KEGG pathways, **B.** Inhibited KEGG pathways, **C.** Activated biological processes, **D.** Inhibited biological processes.

A.

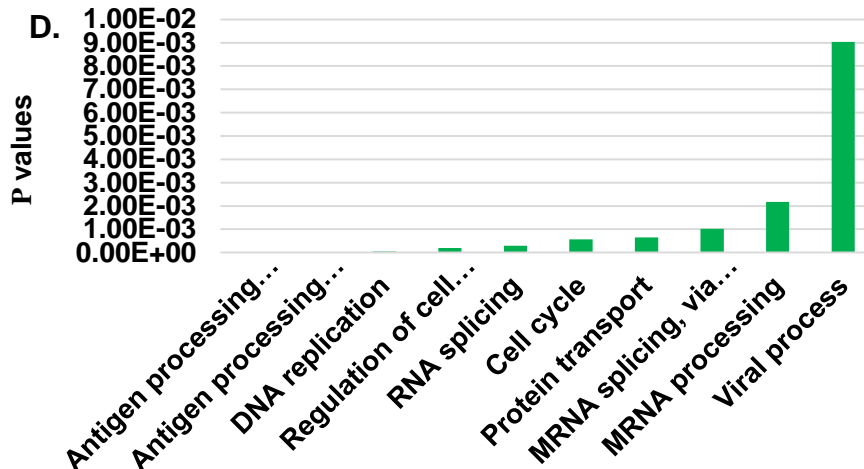

A. Activated KEGG pathways, **B.** Inhibited KEGG pathways, **C.** Activated biological processes, **D.** Inhibited biological processes.

Figure. S5

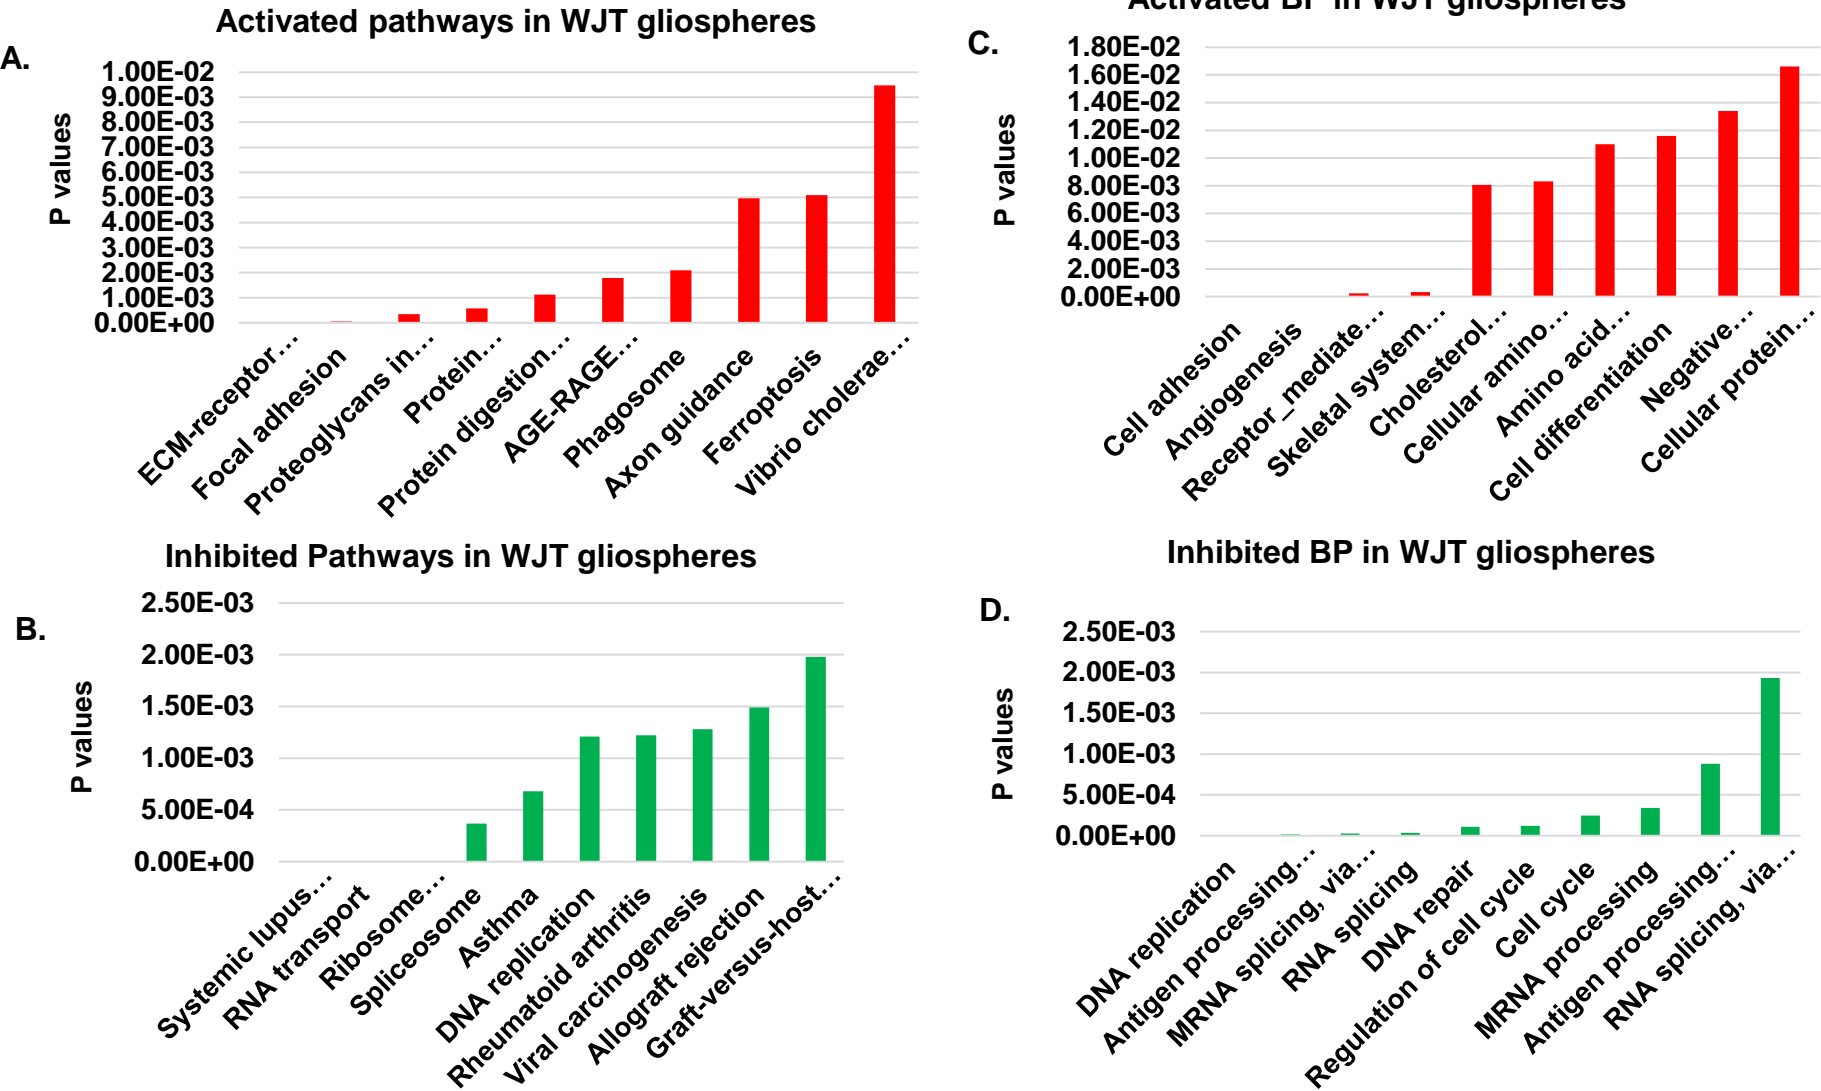

Figure.S5. Gene ontology terms of treated gliospheres with CM-WJMSCs vs gliospheres (WJT vs +VeS).
A. Activated KEGG pathways, **B.** Inhibited KEGG pathways, **C.** Activated biological processes, **D.** Inhibited biological processes.

Figure.S6

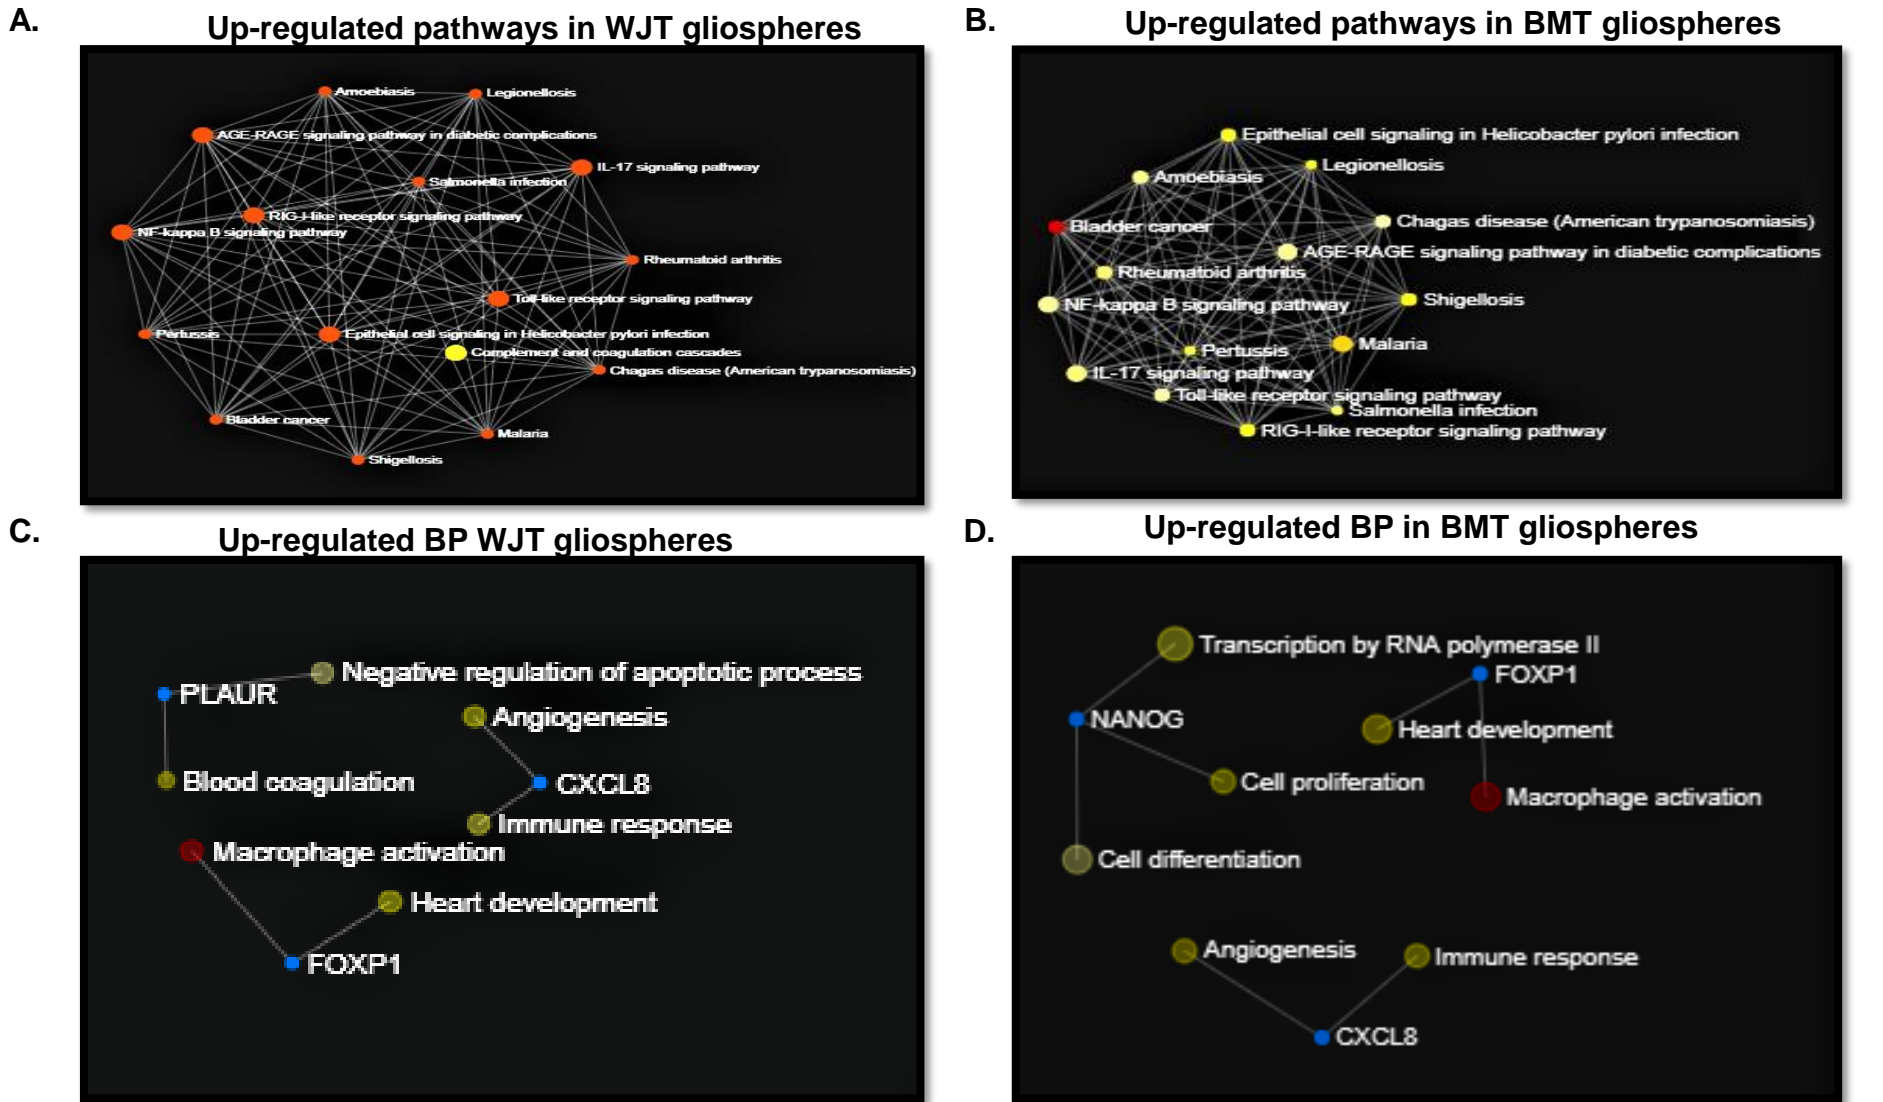

Figure. S6. Gene ontology of treated gliospheres from CSC array results.
A. Up-regulated KEGG pathways in WJT gliospheres, **B.** Up-regulated KEGG pathways in BMT gliospheres, **C.** Up-regulated biological processes (WJT), **D.** Up-regulated biological processes (BMT).

Figure.S7

Cancer stem cell markers

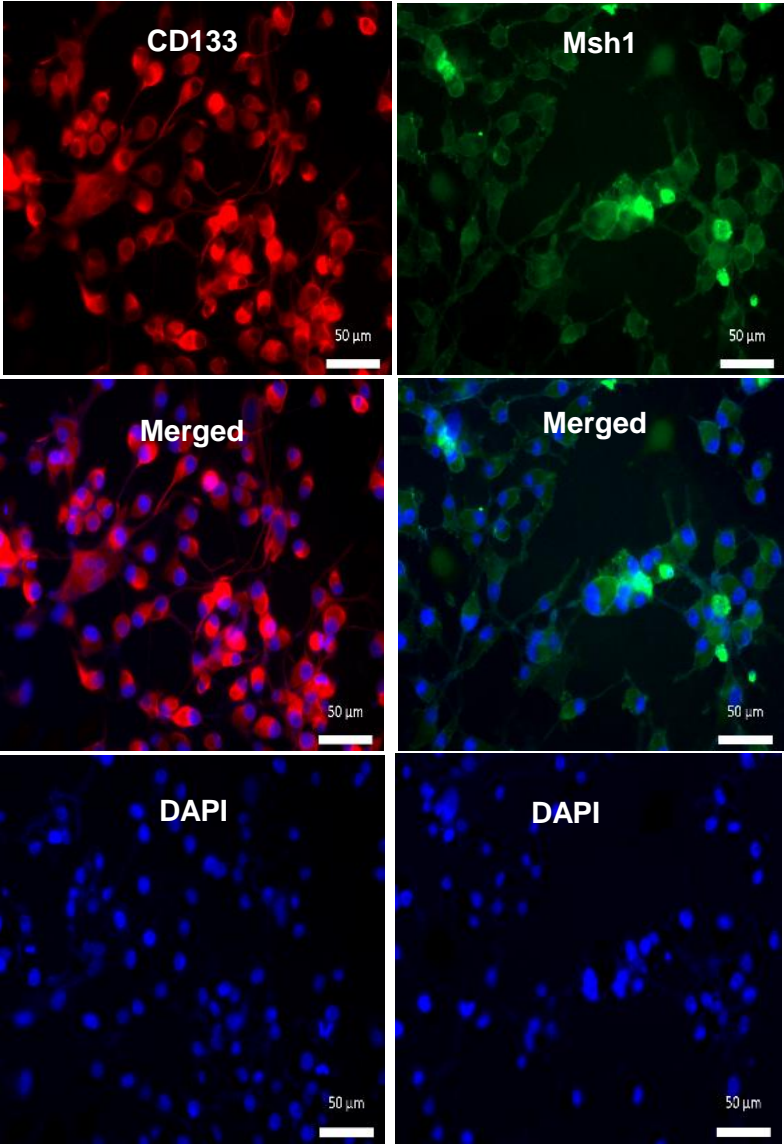

Neuronal markers

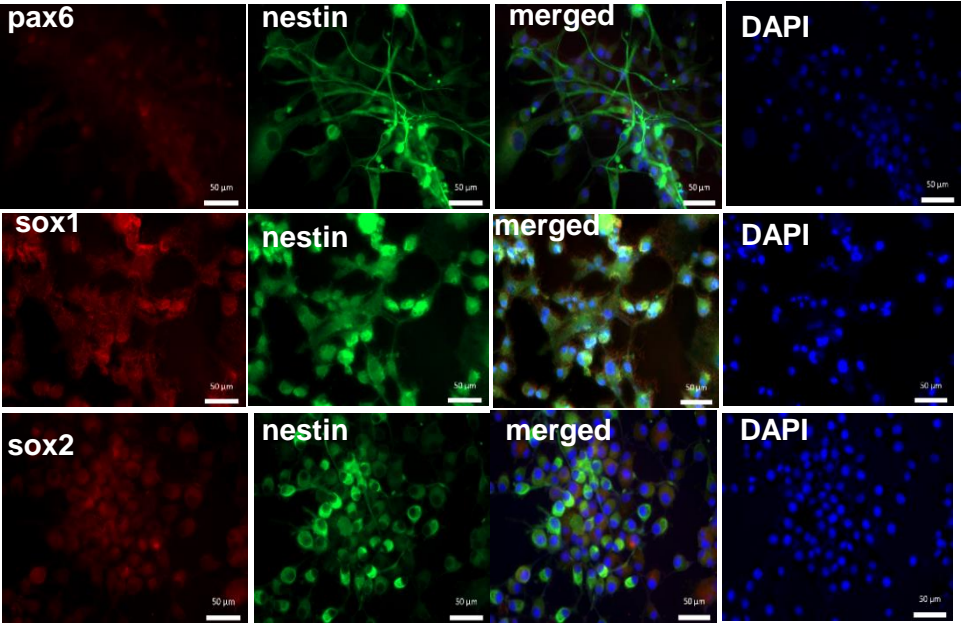

Differentiation markers

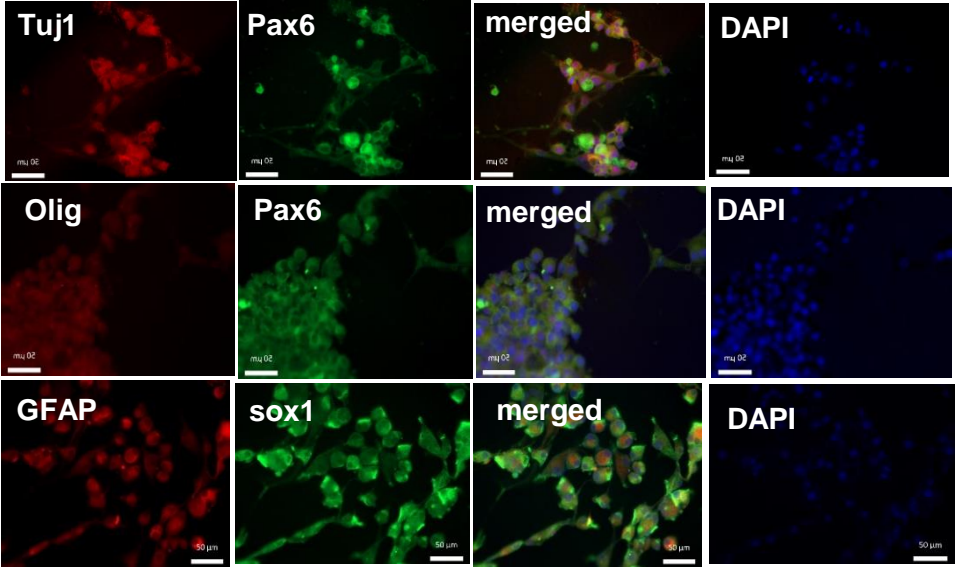

Figure. S7. Immunocytochemical assay for characterization of GSCs.
Immunocytochemical assay showing the panels of markers used for characterization of glioma stem cells (See Figure 1C).

# Supplementary material for: Anti-oncogenic activities exhibited by paracrine factors of MSCs can be mediated by modulation of KITLG and DKK1 genes in glioma SCs in vitro
**Source:** Mol Ther Oncolytics. 2020 Nov 26;20:147–65. doi: 10.1016/j.omto.2020.11.005
**Supplement:** Document S2. Article plus supplemental information

Anti-oncogenic activities exhibited by paracrine factors of MSCs can be mediated by modulation of *KITLG* and *DKK1* genes in glioma SCs *in vitro*

Nazneen Aslam,^{1,8} Elham Abusharieh,^{1,2} Duaa Abuarqoub,^{1,3} Dema Ali,¹ Dana Al-Hattab,^{1,4} Suha Wehaibi,¹ Ban Al-Kurdi,¹ Fatima Jamali,¹ Walhan Alshaer,¹ Hanan Jafar,^{1,5} and Abdalla S. Awidi^{1,6,7}

¹Cell Therapy Center, The University of Jordan, Amman 11942, Jordan; ²Faculty of Pharmacy, The University of Jordan, Amman 11942, Jordan; ³Department of Pharmacology and Biomedical Sciences, Faculty of Pharmacy and Medical Sciences, University of Petra, Amman 11196, Jordan; ⁴Laboratory for Nanomedicine, Division of Biological & Environmental Science & Engineering (BESE), King Abdullah University of Science and Technology (KAUST), Thuwal 23955-6900, Saudi Arabia; ⁵Department of Anatomy and Histology, School of Medicine, The University of Jordan, Amman 11942, Jordan; ⁶Department of Medicine, School of Medicine, The University of Jordan, Amman 11942, Jordan; ⁷Department of Hematology and Oncology, Jordan University Hospital, The University of Jordan, Amman 11942, Jordan

Cancer stem cells (CSCs) use their stemness properties to perpetuate their lineage and survive chemotherapy. Currently cell-based and cell-free therapies are under investigation to develop novel anti-cancer treatment modalities. We designed this study to investigate how cell extracts of mesenchymal stem cells affect the growth of glioma stem cells *in vitro*. Gliospheres were generated from the U87MG cell line and treated with conditioned media of Wharton's jelly and bone marrow mesenchymal stem cells. The effects were investigated at the functional and molecular levels. Our results showed that conditioned media from both types of mesenchymal stem cells changed the morphology of spheres and inhibited the proliferation, invasion, and self-renewal ability of glioma stem cells. At the molecular level, metabolism interruption at oxidative phosphorylation, cell cycle arrest, cell differentiation, and upregulation of the immune response were observed. Furthermore, this effect was mediated by the upregulation of the *DKK1* gene inhibiting the Wnt pathway mediated by growth factor activity and downregulation of the *KITLG* gene activated by growth factor and cytokine activity, inhibiting multiple pathways. We conclude that different types of mesenchymal stem cells possess antitumor properties and their paracrine factors, in combination with anti-immune modalities, can provide practical therapeutic targets for glioblastoma treatment.

INTRODUCTION

The modern theory of carcinogenesis focuses on the presence of malignant transformations in adult tissue stem cells.¹ The theory of cancer stem cells (CSCs) is old, as it was first described in 1973.² Later, in 1997, the existence of a heterogeneous tumor cell population was mentioned in leukemia for the first time.³ Analysis of this cell population revealed stem cell properties, such as self-renewal capacity, high proliferation rate, and maintenance of the tumor cell population.^{4,5} These properties form the basis of the modern accepted hypothesis of CSCs.^{6–8}

The CSC hypothesis gained credibility because all main cancer-origin theories (genetic/epigenetic events and chemical-, infection-, and virus-induced carcinogenesis) indicated that the tissue stem cell is involved in the generation of cancer.^{3,9,10} Moreover, recent studies also suggest that CSCs are a major driving force for tumorigenesis, metastasis, aggressiveness, and resistance to treatment.¹¹ The presence of CSCs has been reported in both hematologic malignancies and solid tumors (i.e., breast cancer, brain tumors, malignant melanoma, or prostate cancer).^{12,13}

Glioblastoma multiforme (GBM) is the most malignant type of brain tumor and is still incurable, with the overall survival rate being less than 15 months.^{14–16} The highly infiltrative growth of GBM and its resistance to chemotherapies/radiotherapies prevent complete elimination of tumor cells, despite improvements made in surgical techniques and therapeutic protocols.^{17,18} The highly tumorigenic subpopulation of glioblastoma CSCs (GSCs) is thought to be one of the reasons for a high GBM recurrence rate.¹⁹ The resistance to radiation and chemotherapy of GSCs suggests that new therapeutic approaches are needed to focus on specific targeting of GSCs to improve the survival of GBM patients. Many current therapies, such as the drugs that target different signaling pathways, tumor transcription factors, cells in the tumor microenvironment, and the use of tumor-inhibiting microRNAs (miRNAs),²⁰ are presently being investigated in the development of novel therapeutic targets.

Received 4 August 2020; accepted 19 November 2020;
<https://doi.org/10.1016/j.omto.2020.11.005>.

⁸Senior author

However, targeting GSCs can be tricky, as GSCs would normally be quiescent and enter the cell cycle only after exposure to external stimuli such as growth factors.²¹ Therefore, GSCs would only be vulnerable to treatments while they are in an actively growing state.

Cellular therapy for cancer is being revisited because of using mesenchymal stem cells (MSCs) for cancer treatment. MSCs are multipotent stem cells most often isolated from perinatal sources such as umbilical cord Wharton's jelly (WJ-MSCs), placenta (PL-MSCs), and adult tissues such as bone marrow (BM-MSCs) and adipose tissue (AT-MSCs).²² They have been shown to have wide therapeutic potential because of their immunomodulatory ability, wound- and neoplasm-directed homing, and tissue repair ability.^{23,24} Additionally, MSCs have been shown to cross the blood-brain barrier (BBB), a characteristic that represents an important aspect when considering MSCs as a therapeutic option for brain tumors.²⁵ Recently, pre-clinical studies demonstrated that MSCs might suppress the growth of GBM cells, although conflicting studies have also found the opposite effect.²⁶ However, the mechanisms by which MSCs may suppress GBM growth have not been illustrated yet.

There has been active research to enhance the anticancer effects of MSCs, such as overexpressing anticancer genes²⁷ or using engineered delivery systems with an anticancer drug.²⁸ However, these methods can reduce the viability of MSCs, modify endogenous genes, or exert toxicity on normal cells. Such negative effects limit the clinical application of cell-based therapy. Moreover, the issue of whether the MSCs of the tumor microenvironment and their molecular crosstalk with other cells results in tumor-suppressive effects or favors tumor promotion is still unclear.²⁹

It has been reported that paracrine factors of MSCs showed enhanced beneficial effects on recovery from injury or disease in some experimental models.^{30–35} MSCs harvested from numerous anatomical locations display similar immunophenotypic profiles. However, the secretome of MSCs appears to vary significantly, depending on the age of the host and diverse stimuli present in the niches where the cells reside.³⁶ To improve the therapeutic ability of MSCs, the composition of the secretome of MSCs can be modulated by preconditioning the MSCs during *in vitro* culture.³⁷ Preconditioning of MSCs by hypoxia, inflammatory stimulus, and other factors/conditions before their use in therapy is a new strategy currently being investigated.³⁸

Based on this knowledge, we sought to investigate the effects of the conditioned media (CM) from two different types of MSCs preconditioned with a GSC microenvironment to explore the same biological mechanisms and signaling pathways that are associated with anti- or pro-tumorigenic effects *in vitro*. In doing so, we evaluated the effects of factors secreted (cytokines, chemokines, miRNAs, or growth factors in CM), under the same culture conditions, from two kinds of MSCs, BM-MSCs (BM1, BM2, BM3) and WJ-MSCs (WJ1, WJ2, WJ3), on GSC proliferation, invasion, and self-renewal capability. Furthermore, the genetic changes at signaling pathway levels were

explored by microarray analysis followed by validation of the effect on the pluripotency of GSCs with human CSC arrays *in vitro*.

RESULTS

Preliminary data

Figure S1 shows the results of preliminary experiments for different concentrations of CM (50% and 100%) on the CD133⁺ population sorted from the U87MG cell line. It was noted that cells treated with different concentrations of CM changed their morphology at 48 and 72 h and started to become linear rather than making spheres (Figure S1A). Similarly, we found that gliosphere CM (GSCM) harvested from BM1-MSCs showed statistically significant inhibition of proliferation of GSCs in any formulation of CM concerning both controls at 96 h ($p < 0.01$, $p < 0.0001$). However, CM from WJ3-MSCs showed significant inhibition from 50% concentration of serum-free CM (SFCM) + gliosphere media (GSM) only ($p < 0.05$) (Figure S1B). This prompted us to stretch the experiment for the usual passage time of 7 days. It was also noted that GSCs kept on growing even in serum-free conditions (Dulbecco's modified Eagle's medium [DMEM]-F12 only) without the addition of growth factors and supplements under ultralow attachment culture conditions (3D) (Figures S1A and S1B). This showed the plasticity of GSCs, modifying themselves according to the change in the environment.⁴¹ However, to determine the effect of CM from MSCs specifically for GSCs in the 3D culture system under normal growth conditions, we no longer used the serum-free media (SFM) as a control for further assays. Based on the preliminary data of morphology and proliferation, 100% CM (GSCM) was selected to perform the further experiments in a ratio of 1:9 with fresh GSM (10% GSM/90% CM) to replenish the growth factors.

Enrichment and characterization of CD133⁺ population

Figure S2A depicts the flow cytometric evaluation of the CD133⁺ population present in the U87MG cell line (P3–P7) before sorting and enrichment of a positive population after sorting. Before cell sorting, we found that the average percentage of the CD133⁺ population was 5.1% in the cell line. After sorting, the CD133⁺ population was enriched to 48% while the negative population still showed 2.1% of CD133⁺ cells (Table 2). To determine whether successive cultures of sorted cells have affected the enrichment of the CD133⁺ population in CSC media (GSM), we also determined the enrichment of the sorted positive population at a random passage (G5), which was above 90% with almost uniform sphere morphology (Figure S2B). The enriched glioma stem cell line with a 90% CD133⁺ population was used for all of the experiments.

Morphological characteristics of sorted populations

Sorted populations were divided into positive and negative fractions and were cultured in adherent (2D) and sphere (3D) systems. In adherent cultures, the CD133⁺ population made an interconnected mesh network from passage 1, and at passage 3, cells showed a conspicuous stellar morphology as for U87MG cells (Figure 1A, P3, arrow), whereas the CD133[−] population showed larger cells indicating the presence of a differentiated progeny (Figure 1A, P3,

Table 1. Primary and secondary antibodies used for immunocytochemistry

Antibodies	Catalog no.	Manufacturer
**Primary antibody**		
Anti-CD133	Ab19898	Abcam (UK)
Rabbit recombinant monoclonal mhashi1/Msi1	ab199781	Abcam (UK)
GFAP monoclonal antibody (ASTRO6)	MA512023	Invitrogen
OLIG1/OLIG2/OLIG3 monoclonal antibody (257224)	MA523805	Invitrogen
Beta-3 tubulin monoclonal antibody (2 28 33)	322600	Invitrogen
Nestin monoclonal antibody (10C2)	14-9843-82	Thermo Fisher Scientific
Sox 2 antibody	48-1400	Thermo Fisher Scientific
Anti-PAX6 antibody	ab5790	Abcam (UK)
Anti-Sox1 antibody	ab87775	Abcam (UK)
**Secondary antibody**		
Goat anti-mouse immunoglobulin G (IgG)1-Alexa Fluor 488	A21121	Thermo Fisher Scientific
Goat anti-rabbit IgG (H+L)-Alexa Fluor 546	A11035	Thermo Fisher Scientific
Goat anti-mouse IgG (H+L)-Alexa Fluor 546	A11003	Thermo Fisher Scientific

arrow). Moreover, the negative population showed a slight stellar morphology at later passages (P5–P6), which might be due to the presence of residual CD133⁺ cells in the negative fraction or some CD133[−] cells may have acquired the state of CD133⁺ cells.⁴²

Similarly, in spheroid culture, a positive fraction started making spheres from G1 and continued until G12. However, the negative fraction did not make spheres after G3, and at later passages, cells tend to be adherent rather than spheroids (same as in Figure S1A). This negative population failed to form spheres and was kept as a negative control for molecular analysis.

Immunocytochemistry of gliospheres

Figure 1C shows three panels of markers selected for the characterization of the glioma stem cells in actively growing spheres (gliospheres). The markers were glioma stem cell markers (CD133 and Msh1), neuronal lineage markers (nestin, sox1, sox2, and pax6), and differentiated markers (GFAP, Tuj1, and Olig123). Because the glioma spheroids contain heterogeneous populations⁴³ comprised of the stem and differentiated cells, we found the substantial presence of all of the selected markers in merged images (see Figure S7).

CM inhibited sphere formation, proliferation, invasion, and clonogenicity of GSCs

Gliospheres were treated with CM from two types of MSCs for 7 days and the results are shown in Figure 2. Morphologically, spheroids tend to change their form as early as on day 3 (D3) where cells started

to become linear rather than spheroids. At D7, cells started to branch out as for adherent culture, despite growing in ultralow stem cell environment (Figure 2A). Concerning this, a 3D Glo viability assay showed that cells' proliferative ability was significantly decreased at D7 ($p < 0.0001$) as compared to control (Figure 2B) and the effect was same from all individual biological samples. Additionally, CM from both types of MSCs (averages) significantly reduced the invasive ability of GSCs ($p < 0.05$) (Figure 2C). As a fraction of total, the reduction in invasion was 27% (WJ) and 26% (BM) as compared to 45% from control (Figure S1C).

To investigate whether the effect of CM from both types of MSCs is irreversible, a clonogenic assay was performed. It was noted that the colony-forming efficiency of GSCs was significantly reduced both adherently and in spheroids compared to the control ($p < 0.05$, Figures 2D and 2E). It was found that the average sphere/colony formation from control was 39/19, while the reduction in sphere/colony formation was 5/11 from BM-MSCs and 7/6 from WJ-MSCs (Figure S1D).

Molecular analysis

CM inhibited the metabolism and cell cycle while activating the immune response at the molecular level (microarray)

Principal-component analysis (PCA) demonstrating global gene-expression changes among different treatments (BMT versus gliospheres, WJT versus gliospheres, gliospheres, and −VeS) and any outliers (Figure 3A) shows that each type of group clustered together with a clear separation between them, and no outlier was observed. Both BMT and WJT gliospheres are closer to the gliospheres (+VeS) while the −Ve control (−VeS) has its unique ancestor.

To generate a list of differentially expressed genes (DEGs) between different types of treatments in comparison to controls, the eBayes ANOVA method was used, and a filtering criterion of fold change (FC) ≥ 2 or ≤ 0.5 and a p value ≤ 0.05 were applied. The detailed description of DEGs has been provided in the supplementary file (Excel 1) and shown in the Venn diagram (Figure 3B).

Gliospheres. For 1,483 DEGs between gliospheres and the negative control (Figure 3C), 81 significant canonical pathways were identified by Ingenuity Pathway Analysis (IPA) software (QIAGEN, USA). Based on the Z score evaluation, supremely activated pathways included cholesterol biosynthesis, mevalonate pathway 1, systemic lupus erythematosus in the T cell signaling pathway, and Toll-like receptor signaling while *PD-1/PD-L1* cancer immunotherapy pathway was inhibited (Table 3).

WJT gliospheres. For 579 DEGs between WJT and gliospheres applied to IPA (Figure 4B), 57 canonical pathways were identified as significant. These include *TREM1* signaling, *GP6* signaling, and nuclear factor κ B (*NF- κ B*) activation by virus as activated, while oxidative phosphorylation was inhibited (Table 3).

Table 2. Percentage of CD133 population before and after sorting with mean $\pm$ SD

	CD133 before sorting (%)	After sorting +Ve population (%)	After sorting –Ve population (%)
1	4.17	49.75	0.62
2	7.24	45.02	4.85
3	5.4	40.45	0.65
4	3.7	56.3	2.3
Mean $\pm$ SD	5.127 $\pm$ 1.58	47.88 $\pm$ 6.77	2.105 $\pm$ 1.99

SD, standard deviation.

BMT gliospheres. For 611 DEGs between BMT and gliospheres applied to IPA (Figure 4B), 36 significant canonical pathways were identified. Based on the Z score, the topmost pathways include *PD-1/PD-L1* cancer immunotherapy (activated), calcium-induced T lymphocyte apoptosis, and oxidative phosphorylation (inhibited) (Table 3).

It was noted that both treatments commonly inhibited oxidative phosphorylation at complexes IV–V (green, downregulated, Figure 3C).

Gene Ontology (GO) and pathway analysis (microarrays)

To investigate the functional importance and biological processes associated with the differentially expressed signature genes with each treatment (CM from BM and WJ MSCs) as well as in gliospheres (+VeS versus –Ve), GO analysis was performed using the open-source DAVID gene annotation website (<https://david.abcc.ncifcrf.gov/>) and NetworkAnalyst (3.0). The signature upregulated and downregulated genes were analyzed separately. Based on the significance ($p \leq 0.05$ and hits), the top Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and biological processes for each type of treatment group are shown in Figures S3–S5.

Gliospheres. For upregulated genes in gliospheres, ribosome biogenesis in eukaryotes, steroid biosynthesis, antigen processing and presentation, asthma, and terpenoid backbone biosynthesis were identified as significantly upregulated KEGG pathways. The downregulated genes were involved in the *HIF-1* signaling pathway, protein export, protein processing in the endoplasmic reticulum, ferroptosis, glycosphingolipid biosynthesis ganglio series), and autophagy (Figure S3).

Similarly, upregulated genes were represented by top biological processes of lipid, steroid, and cholesterol metabolic processes, antigen processing and presentation, fatty acid biosynthesis and the metabolic process, and immune response, while the downregulated genes were represented by top biological processes of negative regulation of the apoptotic process, cell death, angiogenesis, cell adhesion, the rhythmic process, and synaptic vesicle exocytosis (Figure S3).

BMT and WJT gliospheres. From both types of treatment (CM of BM-MSCs and WJ-MSCs), we found almost the same significantly

upregulated KEGG pathways such as ECM-receptor interaction, the *AGE-RAGE* signaling pathway in diabetic complications, focal adhesion, protein digestion and absorption, the phosphatidylinositol 3-kinase (PI3K)-*Akt* signaling pathway, and proteoglycans in cancers, while ribosome biogenesis in eukaryotes, systemic lupus erythematosus, asthma, and antigen processing and presentation were significantly downregulated or inhibited (Figures S4 and S5).

In the same manner, GO terms for upregulated biological processes were enriched in cell adhesion, angiogenesis, receptor-mediate endocytosis, heart and skeletal system development, cellular defense response, cell differentiation, and blood coagulation, while the downregulated genes were represented by top biological processes of DNA replication, regulation of cell cycle, RNA splicing, DNA repair, cell cycle, antigen processing and presentation, RNA splicing, and protein transport (Figures S4 and S5).

Based on pathway analysis and biological processes, it was noted that CM from both types of MSCs inhibited metabolism, arrested the cell cycle, and activated the immune response in GSCs.

RT2 Profiler PCR array

CM inhibited cell proliferation and the pluripotency of glioma stem cells and induced cell differentiation and the immune response

To validate the findings of microarray analysis, a specific human CSC array was used to investigate whether the cell cycle was arrested and multipotency or pluripotency of glioma stem cells was affected and which specific genes and pathways are involved in causing this effect. The results of the CSC array for gliospheres are summarized in (Table 4). After normalization, out of 84 genes of the arrays, 29 genes were identified as DEGs (24 upregulated, 5 downregulated) in gliospheres. A scatterplot for gliospheres (gliospheres versus control, Figure 4A) shows the distribution of gene expression changes along the central diagonal line. Significantly upregulated genes ($p < 0.05$) were *DNMT1*, *GSK3B*, *IKBKB*, *ITGA6*, *LATS1*, *LIN28B*, *WWC1*, *ZEB2*, and *YAP1*, while the genes observed with higher fold regulation were *LIN28B*, *JAG1*, *EPCAM*, *TWIST2*, *ATM*, *NANOG*, and *CD38* (Table 4). However, one gene was found significantly upregulated ($p < 0.05$) and with high fold regulation *LIN28B* (7.72).

Scatterplots for WJT and BMT gliospheres have shown the same pattern as depicted in Figures 4B and 4C and Table 5. Based on fold regulation, it was noted that both treatments downregulated most of the genes that were upregulated in gliospheres. We found almost the same upregulated genes by both treatments such as *CXCL8* and *FOXP1*, while *PLAUR* was upregulated by WJT, and *NANOG* remained unchanged by BMT. However, we found some variations in downregulated genes by both treatments. Common genes significantly ($p < 0.05$) downregulated by both treatments were *DKK1* and *KITLG*. Since *DKK1* was already downregulated (FC less than –4.45) in gliospheres too, only one gene was significantly ($p < 0.05$) downregulated by both treatments, which is *KITLG*,

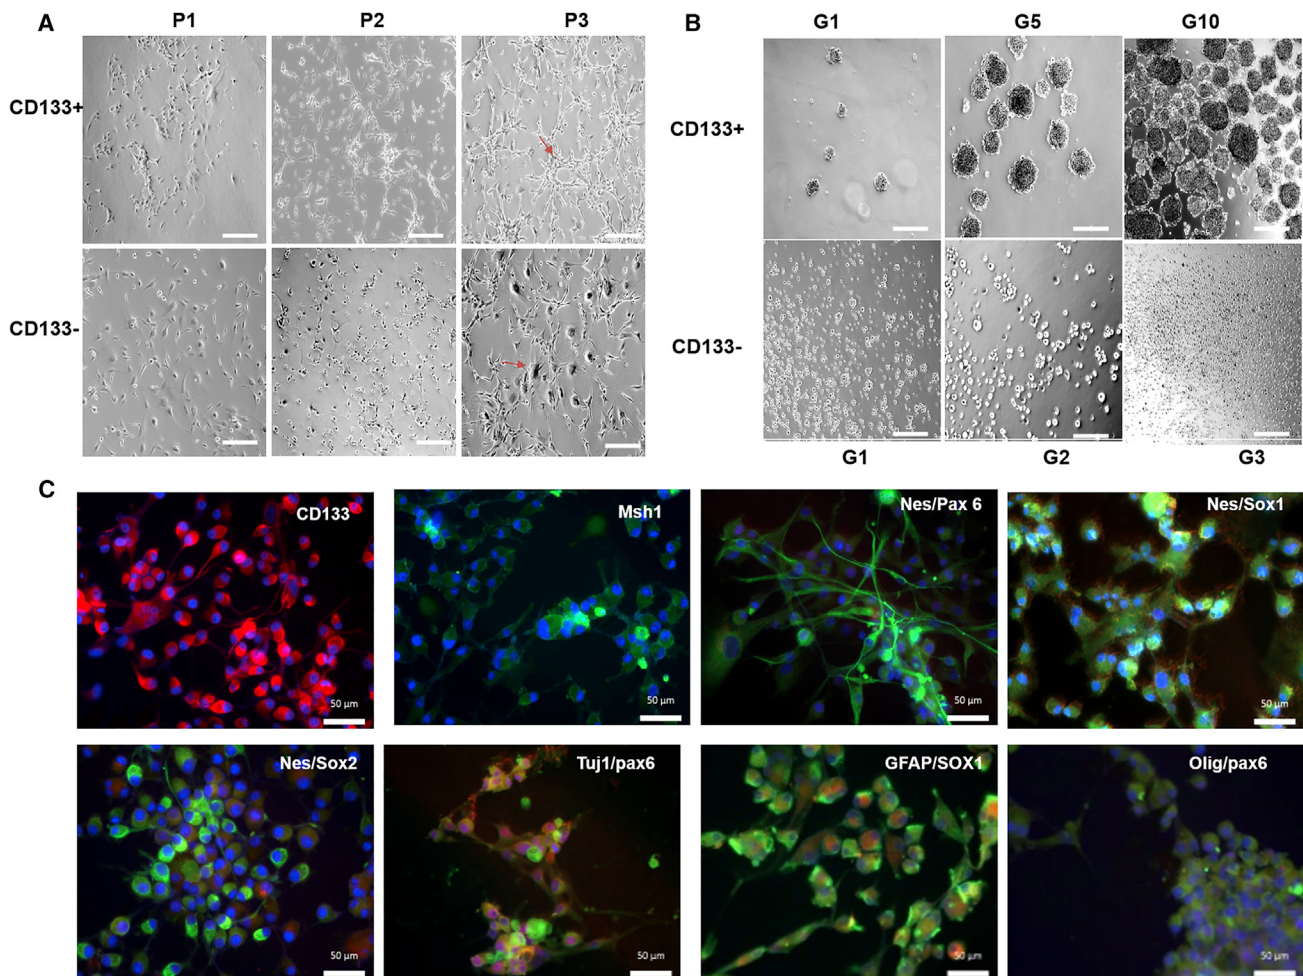

Figure 1. Characterization of sorted population from U87MG cells based on self-renewal and immunocytochemical assay

(A) Morphological evaluation of sorted CD133⁺ and CD133[−] populations in adherent culture from passages 1–3 (P1–P3). Scale bars, 100 μm. Arrow shows the mesh network and stellar morphology of U87MG cells in the CD133⁺ population at P3. The CD133[−] population showed large cells indicating the presence of differentiated progeny at P3 (arrow). (B) Morphological evaluation of sorted CD133⁺ and CD133[−] populations in sphere culture (3D). CD133⁺ population showed self-renewal ability by forming spheres until passage 10 (G10). However, the CD133[−] population stops making spheres at the third passage (G3). Scale bars, 100 μm. (C) Immunocytochemistry of sorted CD133⁺ population for GSC (CD133 and Msh1), neuronal lineage (nestin, sox1, sox2, and pax6), and differentiated (GFAP, Tuj1, and Olig123) markers in combinations (merged) at G13. Scale bars, 50 μm. See Figure S7.

while *DDK1* seemed to be significantly upregulated (FC less than −2.80 and −2.69) as compared to gliosphere (Table 4).

Uniquely downregulated genes based on fold regulation by WJT were *ABCG2*, *EPCAM*, and *LIN28B*, while uniquely downregulated genes by BMT were *JAG1* and *POU5F1* (Table 5).

Pathway analysis and GO terms of CSC arrays

Gliospheres. Figure 5 shows the activated and inhibited pathways and biological processes of significantly upregulated DEGs in gliospheres. It was noted that the most significant activated pathways in gliospheres were *Hippo* signaling, *P13/Akt* signaling, pathways in cancer, and microRNAs in cancer (Figure 5A). With this, highly significant biological processes (based on p values) in gliospheres

were protein phosphorylation, negative regulation of apoptotic processes, glycogen and carbohydrate metabolic processes, cell proliferation, circadian rhythm, chromatin organization, and cell-matrix adhesion (Figure 5B).

Based on high fold regulation, the top activated pathways were proteoglycans in cancer, the Notch signaling pathway, the p53 signaling pathway, endocrine resistance, T helper (Th)1 and Th2 cell differentiation, hematopoietic cell lineage, homologous combinations, and platinum drug resistance (Figure 5C). In addition to this, top activated biological processes were related to cell communication, hemopoiesis, negative regulation of apoptotic processes regulation of cell cycle, DNA replication, angiogenesis, cell proliferation, and DNA repair (Figure 5D).

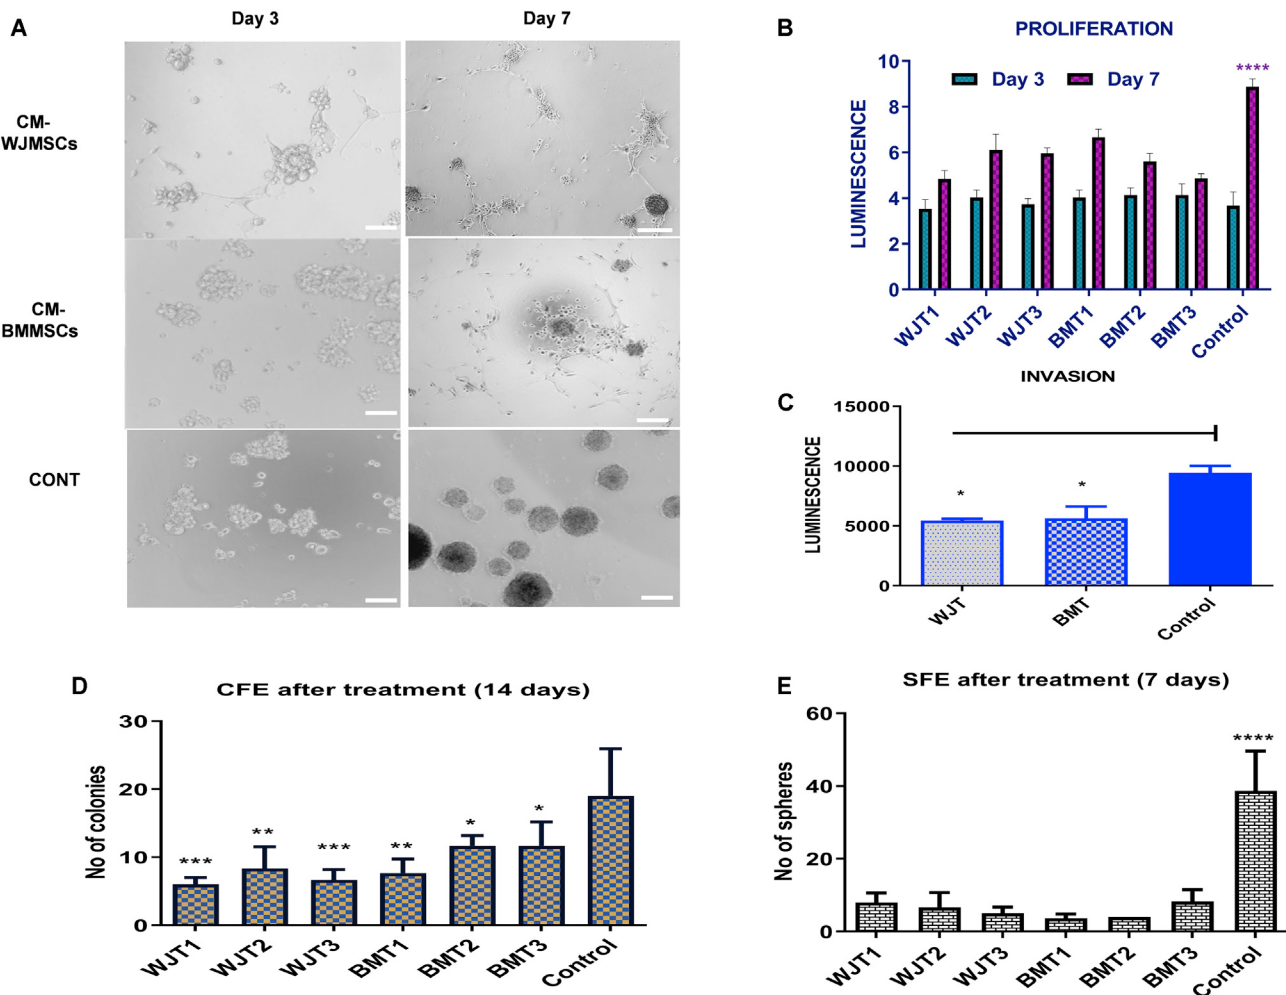

Figure 2. Effect of CM from MSCs on GSC (gliospheres) morphology, proliferation, invasion, and clonogenicity

(A) Representative images of the morphological changes occurring in gliospheres with CM at days 3 and 7 as compared to control. Scale bars, 100 μ m. (B) Effect of CM from two types of MSCs on the proliferation of gliospheres at days 3 and 7. The proliferative ability of GSCs was significantly inhibited at day 7 ($p < 0.0001$) in comparison to control. (C) Effect of CM from two types of MSCs on the invasive ability of gliospheres at day 7. Both treatments significantly inhibited the invasive potential of GSCs ($p < 0.05$). (D) Self-renewal ability of treated glioma stem cells in adherent culture (CFE) as significantly reduced at day 14 ($p < 0.05$, $p < 0.01$, and $p < 0.001$). (E) Self-renewal ability of treated glioma stem cells in sphere culture (SFE) was significantly reduced at day 7 ($p < 0.0001$).

WJT and BMT gliospheres. Figure 6 shows information about activated and inhibited pathways and biological processes of DEGs of treated gliospheres with two types of CM of MSCs. We found similar activated KEGG pathways (non-significant) from both treatments (Figures S6A and S6B) except complement and coagulant cascade pathways in WJT gliospheres. It was found that both treatments significantly downregulated almost similar pathways with a slight variation (Figure 6). Among downregulated pathways from WJT, the significant ones were *Rap1* signaling, Hippo signaling, ABC transporters, signaling pathways regulating pluripotency of stem cells, and transforming growth factor β (*TGF- β*) signaling pathways (Figure 6A). To this, the topmost downregulated biological processes were negative regulation of apoptotic processes, regulation of cell cycle, cell proliferation, and angiogenesis (Figure 6B).

In WJT gliospheres upregulated biological processes related to genes *PLAUR*, *FOXP1*, and *CXCL8* were macrophage activation, inhibition of apoptotic process, heart development, angiogenesis, immune response, and blood coagulation (Figure S6C).

Similarly, Figures 6B and 6D show the downregulated pathways and biological processes of DEGs of BMT gliospheres. It was noted that there was a slight difference in upregulated biological processes for genes *FOXP1*, *CXCL8*, and *NANOG* (Figure S6D). *Nanog* upregulated cell differentiation, cell proliferation, and transcription by RNA polymerase II, while *FOXP1* and *CXCL8* remained the same as in WJT gliospheres. However, none of these upregulated genes from both treatments was statistically significant.

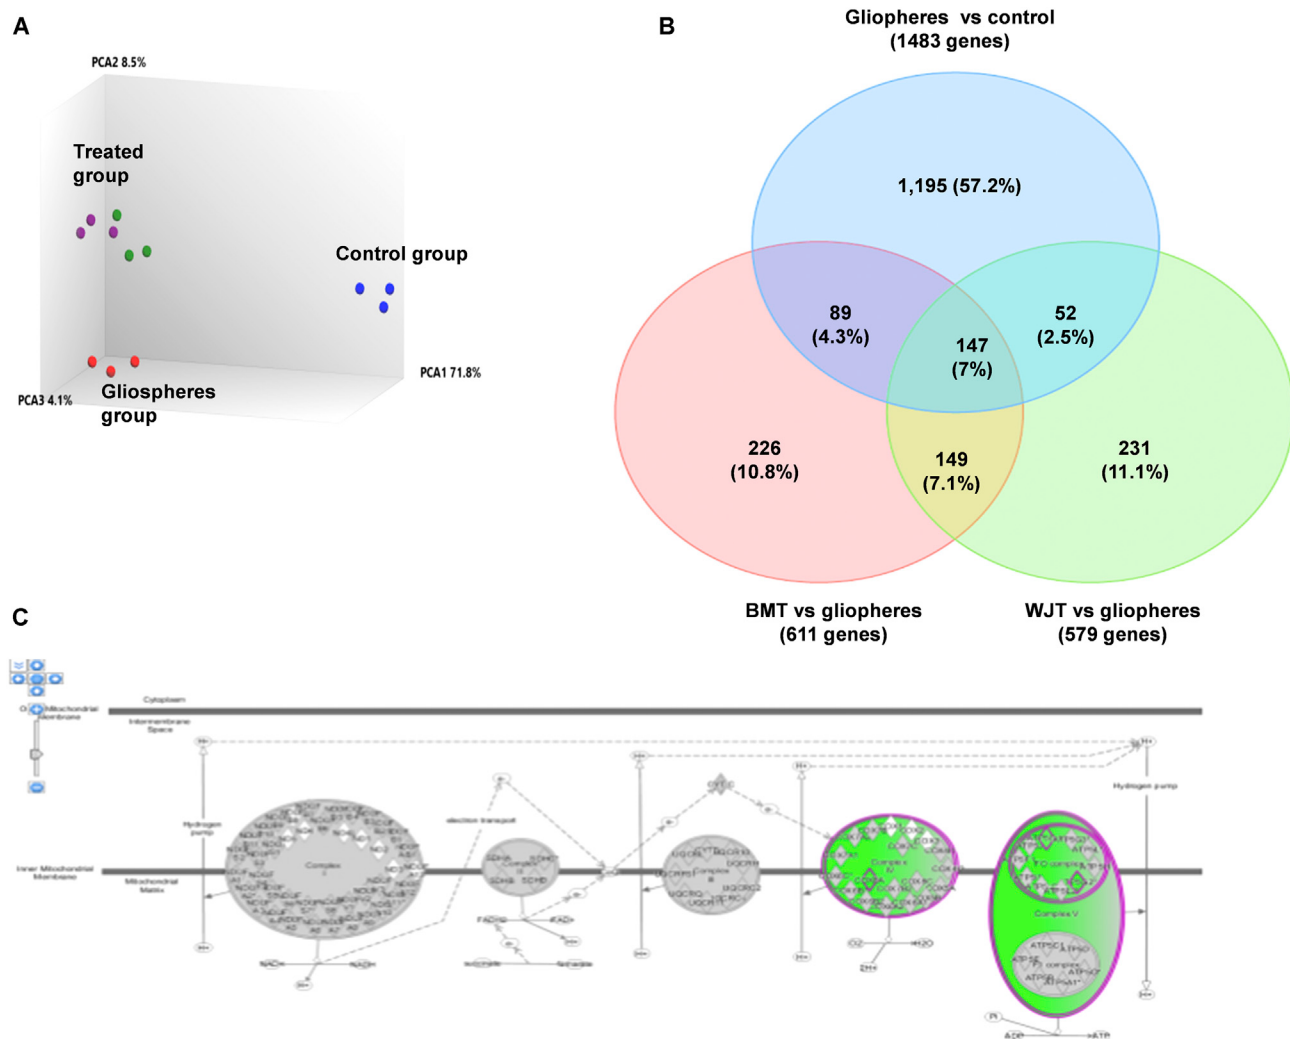

Figure 3. Microarray results of gliospheres and treated gliospheres using TAC analysis and IPA analysis

(A) PCA showing the distribution of clusters of control and treated gliospheres. Blue indicates the negative control group, red indicates the gliosphere group, and purple and green indicate the treated group. Treated groups are clustered together at the same position close to gliospheres while the control group has its unique ancestor. (B) Venn diagram showing the distribution of DEGs among different groups. (C) Dysregulation of the oxidative phosphorylation pathway in treated gliospheres by IPA analysis. The schematic illustrates complexes I–V of the mitochondrial electron transport chain (green indicates downregulated complexes V–VI).

Alternatively, the significantly downregulated pathways observed from both treatments were signaling pathways regulating pluripotency of stem cells, *Rap1* signaling, pathways in cancer, *Notch* signaling, and *TGF- β* signaling. Similarly, significantly downregulated biological processes noted were the same, with the highlighted ones being the negative regulation of apoptotic processes, cell communication, angiogenesis, and regulation of cell cycle.

Among upregulated pathways, *AGE-RAGE* signaling and *NF- κ B* signaling were the same as shown by microarray analysis as well. This shows that the results of the CSC array are consistent with the findings from the microarray and are being validated. Overall, CSC array analysis depicted the inhibition of cell proliferation,

pluripotency, induced differentiation, and activated immune response in GSCs.

Significant genes downregulated by both treatments in CSC array

It was noted that two genes, *KITLG* and *DKK1*, were significantly downregulated by CM of two types of MSCs. The details of their relevant pathways and biological processes are shown in Figures 7A and 7B. Significantly downregulated pathways found with *KITLG* were hematopoietic cell lineage, melanogenesis, *Rap1* signaling, mitogen-activated protein kinase (*MAPK*) signaling, *P13/AKT* signaling, pathways in cancer, *PLD* signaling, and *Ras* signaling. Alternatively, *DKK1* has been involved in the downregulation of Wnt signaling

Table 3. Significantly enriched canonical pathways (IPA)

Top canonical pathways based on significance	−log (p value)	Z score
Gliospheres versus control (cell line and −e population)		
Superpathway of cholesterol biosynthesis	15	activated
Cholesterol biosynthesis I	11	inhibited
Cholesterol biosynthesis II (via 24,25-dihydrolanosterol)	11	activated
Cholesterol biosynthesis III (via desmosterol)	11	inhibited
Systemic lupus erythematosus T cell signaling pathway	4.5	activated
Superpathway of geranylgeranyl diphosphate biosynthesis I (via mevalonate)	4.5	activated
Mevalonate pathway I	4	activated
Toll-like receptors signaling	3.5	activated
Sperm motility	2	activated
Dendritic cell maturation	2	activated
Cardiac hypertrophy signaling	2	activated
Calcium-induced T lymphocyte apoptosis	2	activated
PD-1/PD-L1 cancer immunotherapy	2	inhibited
eNOS signaling	1.5	activated
Stearate biosynthesis I (animals)	1.5	activated
WJT versus gliospheres		
TREM1 signaling	2.65	activated
G6P signaling pathway	1.75	activated
NF-κB activation by viruses	1.65	activated
Oxidative phosphorylation	1.5	inhibited
BMT versus gliospheres		
PD-1/PD-L1 cancer immunotherapy	2.5	activated
Calcium-induced T lymphocyte apoptosis	2.1	inhibited
Oxidative phosphorylation	1.35	inhibited

pathways. About this, the main downregulated biological processes were negative regulation of the apoptotic process, cell proliferation, cell adhesion, and endoderm development. In addition to this, we found that significant cellular components involved to modulate these genes were extracellular region and space, plasma membrane, cytoskeleton, and cellular projections. At the molecular function level, growth factor activity significantly upregulated the DKK1 gene while growth factor and cytokine activity both significantly inhibited the KITLG gene (Figure 7D).

Overall, CM from both MSCs inhibited the cell proliferation, invasion, and pluripotency of GSC mediated by growth factors and cytokines and elicited the immune response that can activate angiogenesis by modulating the tumor microenvironment.

DISCUSSION

In glioblastoma, GSCs were first identified by Singh et al.⁴⁴ as a population of cells capable of initiating tumor growth *in vivo*. The

crucial role played by GSCs in tumor initiation, progression, recurrence, and resistance to therapy indicates that new therapeutic strategies require the eradication of this population.^{45–47} Importantly, also note that tumor cells are heterogeneous; therefore, it may be more advantageous to target multiple elements of various cellular pathways to eradicate GBM.⁴⁸ A possible solution to specifically target GSCs might be to force them to acquire a non-self-renewing state. In this non-stem cell-like state, the cells should lose their tumorigenic nature and become vulnerable to therapies. Many therapies fail to have the expected beneficial effects due to the BBB and the presence of active efflux pumps that prevent drug entry into the brain. New treatment modalities, including novel agents and small-molecule inhibitors, are currently under investigation. Remotely, MSCs and their soluble factors are reported to exhibit beneficial anticancer effects.^{49–51} To investigate further whether the soluble factors of MSCs may affect different pathways related to proliferation and stemness of GSCs to transform them into non-stem-like cells prone to therapies, we planned this study. An additional objective was to identify whether different kinds of MSCs can exhibit the same anti-tumoral potential at the functional and molecular levels.

In the first step, CD133⁺ cells were sorted and characterized according to morphological and immunocytochemical assays. These cells exhibited a high expression of all of the known markers established for the GSC profile. Actively growing GSCs in spheroids were treated with paracrine factors of manipulated MSCs and showed morphological changes, reduced proliferation, viability, and invasion. The clonogenic assay revealed a remarkable decrease in the self-renewal ability of GSCs, signifying the efficacy of paracrine factors of MSCs. GO results of DEGs from microarray analysis were further evaluated by a specific human CSC array, and we found consistent results of the arrested cell cycle, inhibited metabolism, inhibited pluripotency of GSCs, and activated immune response. IPA analysis of treated spheres indicated inhibited oxidative phosphorylation from both treatments. However, slightly variable canonical pathways were upregulated for immune response from two types of treatments.

Metabolic reprogramming has been the hallmark of CSCs. Growing evidence has demonstrated that slow-cycling GSCs possess a preference for mitochondrial oxidative metabolism. Mitochondrial function plays a crucial role in maintaining stemness and drug resistance of CSCs.^{52–54} Few studies have demonstrated that CSCs can rely on fatty acid oxidation for their maintenance and function,⁵⁵ and lipid catabolism seems critical for CSC self-renewal.⁵⁶ Similarly, the mevalonate pathway is an essential metabolic pathway in providing cells with bioactive molecules, crucial for different cellular processes, including cell proliferation, differentiation, survival,⁵⁷ and CSC enrichment.⁵⁸ Since CSCs are enriched in mitochondrial mass and rely heavily on oxidative phosphorylation (OxPhos), disrupting this pathway has become an attractive therapeutic strategy. OxPhos plays a central role in cellular energy. The OxPhos electron transport chain (ETC) constitutes four complexes (CI–CIV) that transfer electrons from donors generated by the tricarboxylic acid (TCA) cycle and fatty acid oxidation to oxygen. Complex V (ATP synthase) uses the stored

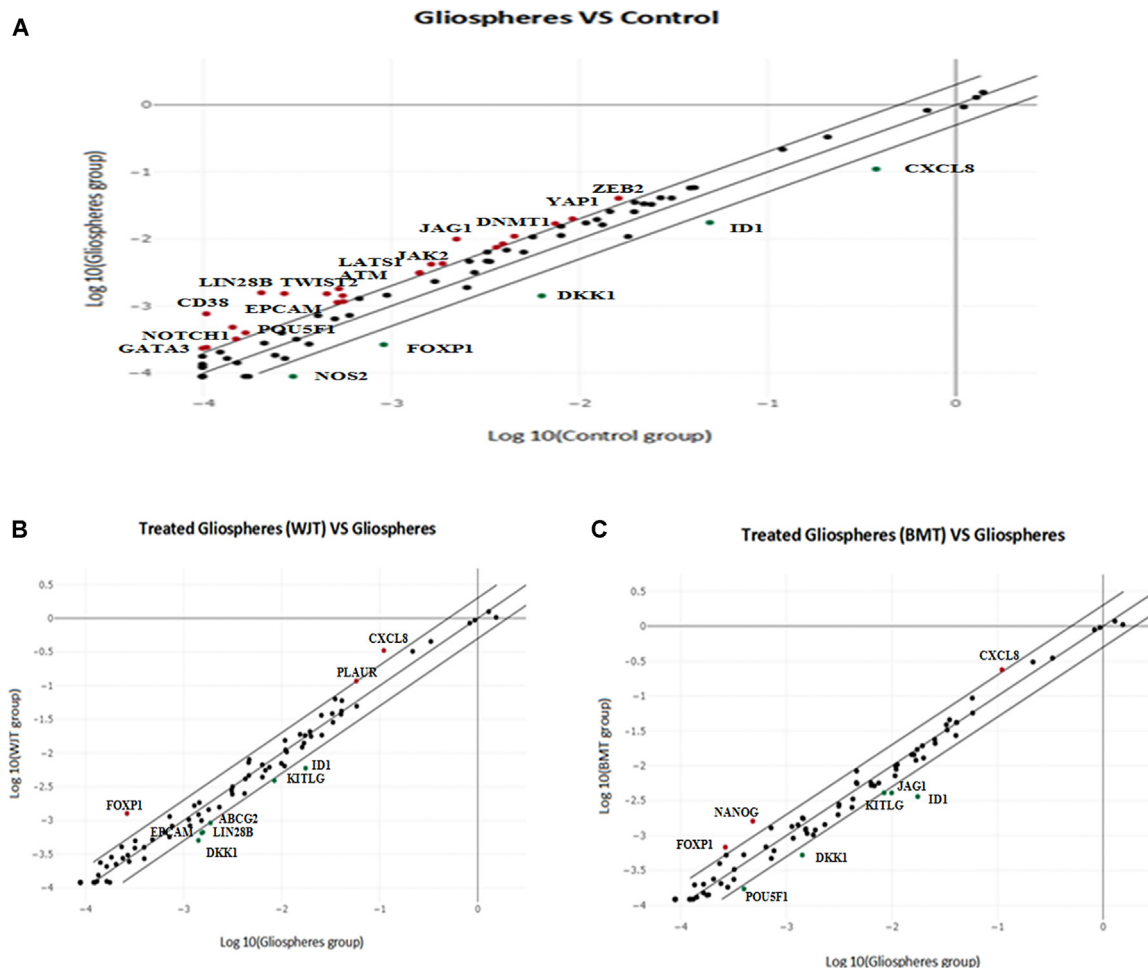

Figure 4. Scatterplots of DEGs in gliospheres and treated gliospheres using a human cancer stem cell (CSC) array

CSCs were determined with the RT2 Profiler PCR array (catalog no. PAHS-176Z, QIAGEN, USA). The upregulated genes are marked with red points, while the downregulated genes are marked with green points, and the unchanged genes are marked with black points. (A) Gliospheres comprised of glioma stem cells sorted from U87MG cells (ATCC HTB14) compared to control (cell line and –ve population). (B) Treated gliospheres with conditioned media of Wharton's jelly mesenchymal stem cells (WJT) in comparison to gliospheres. (C) Treated gliospheres with conditioned media of bone marrow mesenchymal stem cells (BMT) in comparison to gliospheres.

energy in the proton gradient to generate ATP.^{59–61} As shown by our results of IPA (Table 3), the main activated metabolic pathways involved in gliospheres were those with fatty acid and mevalonate pathways that were inhibited due to disruption at C4 and C5 complexes of the ETC in OxPhos (Figure 3C). This may have, in turn, inhibited the proliferation, invasion, and sphere-forming ability of GSCs consistent with the study of Shi et al.⁶²

IPA analysis of WJT gliospheres showed activation of *TREM1* signaling, *GP6* signaling, and *NF-κB* signaling. It has been shown that *TREM1* had been upregulated only in infectious inflammatory responses.⁶³ In tumors, *TREM1* seems to be induced on tumor-associated macrophages, which has been correlated with cancer recurrence and poor survival.⁶⁴ Immunohistochemical analysis of breast tumor tissues confirmed the co-localization of *TREM1* protein expression with the pan-macrophage marker CD68. These findings

established the role of tumor-infiltrating macrophages in promoting inflammation by immune evasion.⁶⁵ It has also been investigated that *TREM1* expression is regulated by *NF-κB* at the transcriptional level,⁶⁶ emphasizing the contribution of *NF-κB* pathway activation in bridging inflammation and tumor promotion and progression.⁶⁷ Hypoxia-regulated genes mediate blood vessel formation by stimulating encoding of chemotactic molecules such as *CCL2*, interleukin-8 (*IL8*), and *VEGF* that recruit macrophages and exert tumor-promoting effects such as angiogenesis.^{68–70} Our results are in agreement with the above-mentioned studies given macrophage activation and angiogenesis, as confirmed by the biological processes of treated spheres (Figure 6).

GPVI (glycoprotein VI) is exclusively expressed on platelets and megakaryocytes and together with integrin $\alpha 2\beta 1$ mediates collagen-induced aggregation and adhesion.^{71–73} The role of

Table 4. Upregulated and downregulated genes in gliospheres comprised of glioma stem cells sorted from cell line using human cancer stem cell array compared to control (cell line and -Ve population)

Gene symbol	Fold regulation	p value
ATM	3.42	0.078675
CD38	7.36	0.050531
DNMT1	2.43	0.046934
EGF	2.58	0.264680
EPCAM	5.66	0.174573
GATA3	2.31	0.249860
GSK3B	2.27	0.026471
IKBKB	2.07	0.041685
ITGA6	2.19	0.016071
JAG1	4.48	0.126777
JAK2	2.57	0.232893
KITLG	2.16	0.115002
LATS1	2.22	0.033813
LIN28B	7.72	0.031777
MAML1	2.20	0.088189
NANOG	3.36	0.134051
NOTCH1	2.15	0.141905
POU5F1	2.36	0.252004
PROM1	2.35	0.298908
TAZ	2.28	0.071685
TWIST2	3.35	0.142327
WWC1	2.09	0.030530
YAP1	2.17	0.032586
ZEB2	2.50	0.000967
DKK1	-4.45	0.063695
FOXP1	-3.44	0.156756
ID1	-2.81	0.104330
CXCL8	-3.43	0.483770
NOS2	-3.39	0.275178

Cancer stem cells were determined with the RT² Profiler PCR array (catalog no. PAHS-176Z, QIAGEN, USA).

platelets in the pathophysiology of GBM appears to be two-edged. On the one hand, activated platelets and their secretome can modulate immune responses, thereby prolonging overall survival in a GBM model in mice.⁷⁴ On the other hand, platelet activation needs to be avoided since GBM patients have an increased risk for systemic cardiovascular events, and the intratumoral occlusion of numerous vessels leads to a hypoxia-induced tumor progression.⁷⁵ We found that WJT spheres have upregulated a coagulation cascade to recruit platelets as a survival strategy. Therefore, suitable antithrombotic and antiplatelet concepts may be a valuable addition to future individualized, targeted therapies⁷⁶. However, the details of the molecular mechanism in platelet activation require further studies.

IPA analysis of BMT spheres showed upregulation of the *PD-1/PD-L1* pathway and inhibition of calcium-induced T lymphocyte apoptosis. *PD-L1* is not constitutively expressed in tumor cells but rather is inducibly expressed (i.e., adaptive immune resistance) in response to inflammatory signals.^{77,78} Immune checkpoint inhibitors, *PD-1* and *PD-L1*, have shown clinical efficacies against many different solid and hematologic malignancies.⁷⁹ Binding of *PD-L1* to its receptor suppresses T cell migration, proliferation, and secretion of cytotoxic mediators, and it restricts tumor cell killing. Inhibitors of *PD-1* and *PD-L1* disrupt the PD-1 axis, thereby reversing T cell suppression and enhancing endogenous antitumor immunity to unleash long-term antitumor responses in a wide range of cancers.⁸⁰ Our results show that CM from BM-MSCs have exerted an adaptive immune response, which may have induced *PD-1/PD-L1* expression on cancer cells.

Ca²⁺ signaling plays an essential role throughout vertebrate development, from fertilization to organogenesis. It has been shown that the main checkpoints controlling the fate of a cell are mainly controlled by Ca²⁺ signaling pathways.⁸¹ A few studies have shown that some tumors develop an immune evasion strategy based on FasL-mediated destruction of invading lymphocytes.^{82–84} Invading T lymphocytes that express Fas are stimulated to apoptosis by tumor cells that express FasL. The expression of FasL has recently been demonstrated in GBM.⁸⁵ It has also been reported that T lymphocytes were present in GBM and would account for the aggressive growth of tumors.⁸⁶ Our results show that the calcium-induced T lymphocyte apoptosis pathway has been inhibited, which indicates that CM from BM-MSCs might have affected the Fas-FasL combination and inversed the reaction of immune evasion by GSCs, which in turn upregulated apoptosis in GSCs, as shown by biological process analysis (Figure 6).

From GO results of a specific CSC array, we found two common genes significantly downregulated from CM of both MSCs, such as *KITLG* and *DKK1*.

DKK1 has downregulated the Wnt pathway (Figure 7A). Many studies have suggested that WNT signaling is aberrantly activated in GBM, and it promotes GBM growth and invasion via the maintenance of stem cell properties.^{87–90} Dickkopf (*DKK*) acts as an antagonist of WNT signaling via binding to its co-receptor LRP.^{91,92} Interestingly, the MSC-induced pro-tumorigenic effect seems to be regulated by Wnt/ β -catenin signaling in breast cancer,^{93,94} whereas the inhibition of tumor proliferation occurs by MSC-induced secretion of *DKK-1*, an inhibitor of the same pathway.^{95,96} Furthermore, the MSC-derived CM exert effects by targeting the Wnt/ β -catenin signaling pathway.^{97,98} Our *in silico* results followed these studies, as we found inhibition of growth and stemness properties of GSCs through downregulation of the Wnt pathway mediated by growth factor activity at the molecular level (Figures 7A and 7D).

KITLG, also known as the stem cell factor (*SCF*) gene, encodes the ligand of receptor tyrosine kinases (RTKs) by the KIT locus. RTKs are a family of cell surface receptors, which, upon activation, signal

Table 5. Upregulated and downregulated differentially expressed genes in treated gliospheres with conditioned media of WJ-MSCs (WJT) and BM-MSCs (BMT) in comparison to gliospheres (control) using a human cancer stem cell array

Gene symbol	WJ treated		BM treated	
	Fold regulation	p value	Fold regulation	p value
FOXP1	4.80	0.070962	2.58	0.096343
CXCL8	3.02	0.678317	2.16	0.832641
PLAUR	2.03	0.228839	–	–
NANOG	–	–	3.35	0.106006
ABCG2	–2.05	0.066120	–	–
DKK1	–2.80	0.032991	–2.69	0.045981
ID1	–2.94	0.088560	–4.85	0.056106
KITLG	–2.16	0.038884	–2.06	0.040332
EPCAM	–2.34	0.143145	–	–
LIN28B	–2.35	0.083791	–	–
JAG1	–	–	–2.43	0.199360
POU5F1	–	–	–2.29	0.180843

Cancer stem cells were determined with the RT² Profiler PCR array (catalog no. PAHS-176Z, QIAGEN, USA).

through two major downstream pathways, *Ras*/MAPK/ERK and *Ras*/PI3K/AKT. These pathways are involved in the regulation of cell proliferation, survival, differentiation, and angiogenesis.⁹⁹ We found that CM from MSCs inhibited these pathways through the downregulation of the *KITLG* gene mediated by the growth factor and cytokine activity. Also, phospholipase D (*PLD*) activity has been suggested to function as a sensor of metabolites, including lipid pools,¹⁰⁰ and a critical regulator of autophagy.¹⁰¹ Keeping this in mind, we predict that the metabolism of the GSCs was deregulated by inhibition of the *PLD* pathway, which might have upregulated apoptosis and differentiation also shown by biological processes (Figure 7B) mediated by the *KITLG* gene.

Among uniquely upregulated genes of the CSC array of gliospheres, *LIN28B* was found to be the most significant. Lin28, along with Oct4, Sox2, and Nanog, has corroborated its role in pluripotent stem cells.¹⁰² In addition to tumor initiation, *LIN28B* is necessary for the maintenance of cancers as well.¹⁰³ Recent advances have shown that Lin28 regulates *let-7* miRNA biogenesis and mRNA translation, to coordinate both cellular metabolism and proliferative growth pathways for stem cell self-renewal.¹⁰⁴ Our results of WJT spheres showed the downregulation of *LIN28B* that might have contributed to the inhibition of metabolism and the self-renewal capacity of GSCs and can alone be considered as a biomarker of GBM stemness after further evaluation at the protein level and using an *in vivo* model.

From BMT spheres, uniquely downregulated genes were *JAG1* and *POU5F1*. *JAG1* is the ligand of the Notch signaling and has been shown to promote glioma-initiating cells (GICs) in glioblastoma.

Notch signaling mediates direct cell-cell interactions and plays a crucial part in cell fate maintenance and self-renewal of GICs.¹⁰⁵ Moreover, studies have shown that the downregulation of Jagged1 induces apoptosis and inhibits proliferation in glioma cell lines.¹⁰⁶ Similarly, different variants of *OCT4* (*POU5F1*) have been related to colony formation and regulation of cell survival in GSCs.¹⁰⁷ We found inhibition of these two vital stem cell markers from CM of BM-MSCs.

One common pathway that has been identified by both arrays is the *AGE-RAGE* signaling pathway. *RAGE* was first identified as a receptor for *AGE* to diabetes, renal diseases, and aging.^{108,109} In glioblastomas, *RAGE* is expressed on tumor cells, endothelial cells, stromal cells, and tumor-associated macrophages, comprising microglia and myeloid-derived macrophages.¹¹⁰ *RAGE* binding activates downstream signaling pathways that stimulate cell proliferation, survival, and migration via increased angiogenesis, inflammation, and reduced apoptosis, while blocking *RAGE* signaling suppresses tumor growth and metastasis.^{111–113} Despite the inhibition of oncogenic mechanisms at the cellular level, we found the macrophage activation and immune response as activated biological processes in treated gliospheres. We presume that *AGE-RAGE* signaling might be the contributing factor for this response, which can modulate the tumor microenvironment for angiogenesis. Combining inhibition of *RAGE* signaling while sensitizing CSCs with CM might be a novel strategy to inhibit tumor growth.

There are several challenges involved in treating glioma, including the immunosuppressive nature of GBM itself with high inhibitory checkpoint expression, the immunoselection BBB impairing the ability for peripheral lymphocytes to traffic to the tumor microenvironment, and the high prevalence of corticosteroid use, all of which suppress lymphocyte activation. However, by simultaneously targeting multiple costimulatory and inhibitory pathways, it may be possible to achieve an effective antitumoral immune response.¹¹⁴ This is where a combination of manipulated MSC-secreted factors has the most significant potential for cell-free-based anticancer therapies.

Conclusions

Taken together, the results of microarray and CSC arrays, *in vitro*, elucidate the possible molecular targets by which secreted factors of MSCs inhibited the 3D formation of GSCs observed in culture. The inhibition was translated into decreased oncogenic activities, including stemness of GSCs through different pathways mediated by *KITLG* and *DKK1* genes. We conclude that growth factors and cytokines in CM from two sources of MSCs hold the antitumor properties, which are mediated by different routes of signaling pathways while causing the same effect. It has been shown that neurotrophic factors in CM could access affected neurons in the central nervous system (CNS) by either directly crossing the BBB or through the retrograde transport mechanism in the CNS. CM have already been implicated for many neurodegenerative diseases,^{115–117} and therefore CM from MSCs can be a subject of

A Gliospheres up-regulated significant KEGG pathways (p values)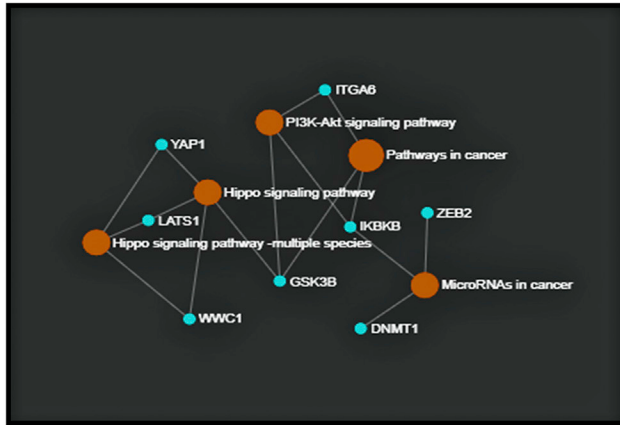**B** Gliospheres up-regulated significant biological processes (p values)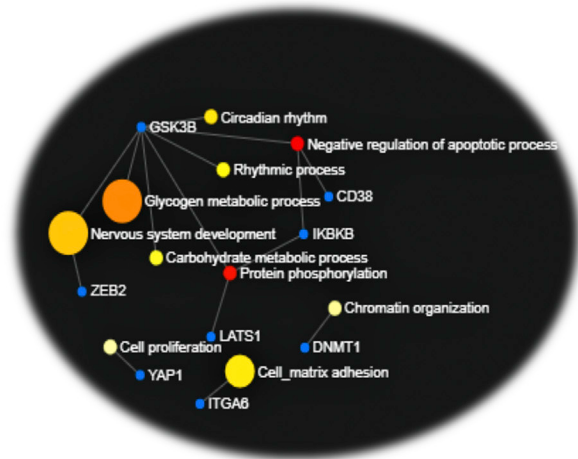**C** Gliospheres up-regulated KEGG pathways (high fold)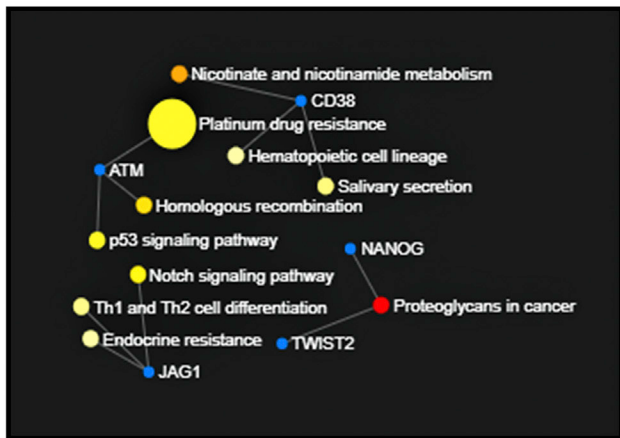**D** Gliospheres up-regulated biological processes (high fold)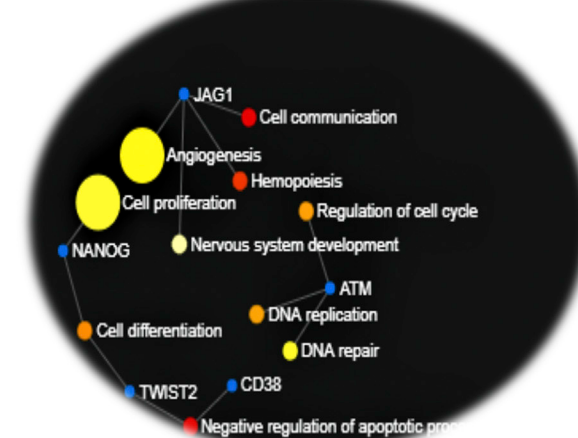**Figure 5. Gene ontology terms of gliospheres from human CSC arrays**

(A and C) Activated KEGG pathways according to (A) significant genes (p values) and (C) high fold regulation in gliospheres. (B and D) Upregulated biological processes according to (B) significant genes (p values) and (D) high fold regulation in gliospheres. Color variations shows the significance level, with red being the highest ($p < 0.0001$) and white the lowest ($p < 0.05$).

combinatorial therapy for gliomas. Regarding the preference of choice, we propose that CM from BM-MSCs may contribute a more valuable effect as a combinatorial therapy in conjunction with antitumor immune therapy to treat gliomas since it has inhibited the T lymphocyte apoptosis pathway to facilitate the immune reaction and also inhibited the pluripotent stem cell markers. This study has provided valuable information regarding the potential ability of acclimatized MSCs with the GSC environment to interrupt the growth and pluripotency of GSCs with the potential for translation to practical treatment options for GBM in human patients. Furthermore, *in vivo* studies along with proteomics are warranted to translate the apparent therapeutic efficacy of CM of MSCs in the treatment of glioblastoma. Moreover, identification

of the specific growth factors and cytokines responsible for the inhibitory response will provide useful information for developing an effective paradigm for glioblastoma treatment.

MATERIALS AND METHODS**Isolation of GSCs from GBM cell line U87MG****Monolayer generation of cell line**

The GBM cell line U87MG (ATCC HTB14TM) was expanded according to the protocol described by ATCC with a slight modification. Briefly, the cell line was expanded in standard culture media (DMEM-F12 1:1, L-glutamine 200 mM, 10,000 U/mL penicillin/streptomycin, 25 μ g/mL amphotericin B, and 10% heat-inactivated fetal bovine serum [FBS]; Gibco/Invitrogen, USA). The cells were

A Down regulated pathways in WJT gliospheres

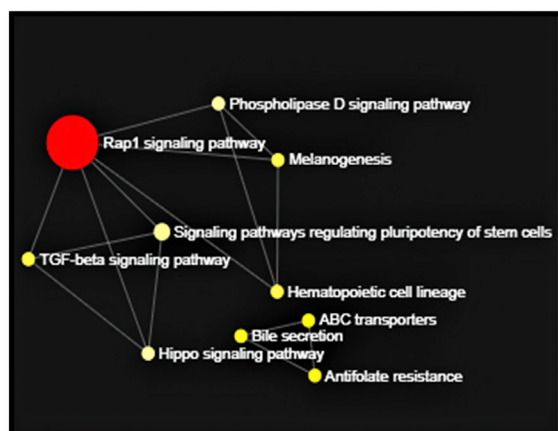

B Down regulated biological processes in WJT gliospheres

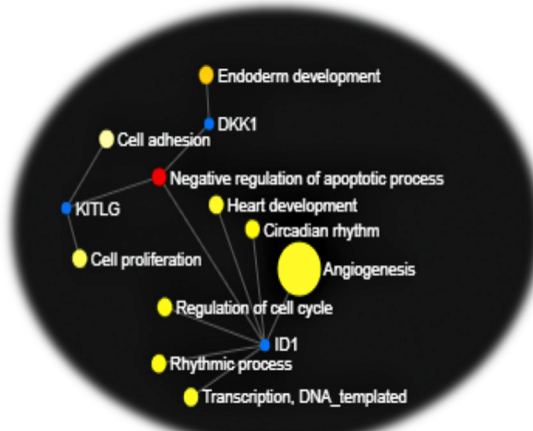

C Down regulated pathways in BMT gliospheres

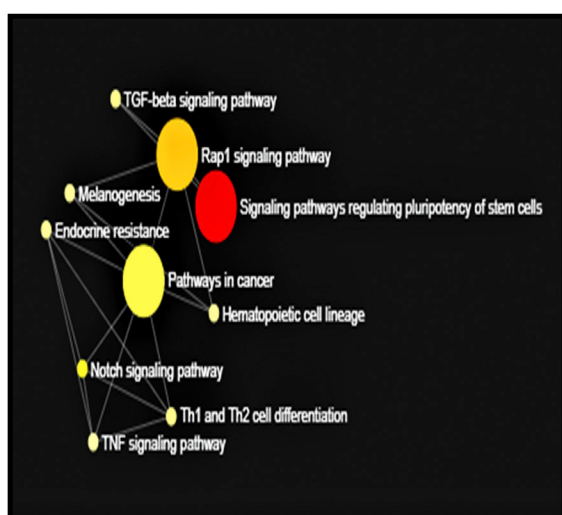

D Down regulated biological processes in BMT gliospheres

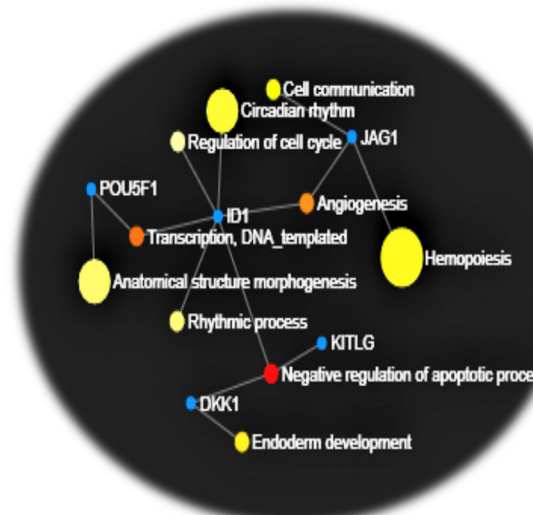

Figure 6. Gene ontology terms of gliospheres treated with CM of WJ-MSCs and BM-MSCs

WJT gliospheres. (A) Downregulated KEGG pathways. (B) Downregulated biological processes. BMT gliospheres. (C) Downregulated KEGG pathways. (D) Downregulated biological processes. Both treatments significantly affected the oncogenic activities of GSCs.

seeded at 1×10^4 cells/cm² in T75 cultures flasks and maintained at 37°C and 5% CO₂. The culture medium was exchanged every 2–3 days.

FACS sorting and enrichment of glioma stem cells

The cell line (U87MG) expanded at different passages (P3–P9) was investigated for the percentage of the CD133⁺ population, which was sorted by using a fluorescence-activated cell sorting (FACS) JAZZ cell sorter (BD Biosciences, USA) according to the manufacturer's instruction. Briefly, upon reaching 80%–90% confluence, U87MG cells were harvested using 0.25% trypsin EDTA (Invitrogen, USA), washed twice with cold PBS (Invitrogen, USA), and centrifuged at $300 \times g$ for 5 min. The cell pellet was re-suspended in 100 µL of BD FACS staining

buffer (BD Biosciences, USA), and 10 µL of CD133 antibody (eBioscience, USA) was added, mixed well, and put at 4°C for about 30 min in the dark. Next, 500 µL of cold PBS was added to wash the cells and centrifuged at $300 \times g$ for 5 min, and the pellet was re-suspended in 500 µL of PBS for sorting. Sorted populations were divided into positive and negative fractions and were evaluated for the enrichment of CD133⁺ cells using a FACSCanto II and analyzed by FACS-Diva software version 7 (BD Biosciences, USA).

Characterization of sorted populations

First gliosphere generation

Sorted tumor cells from both positive and negative populations were directly seeded in CSC media (termed herein as GSM) (DMEM-F12

A Significantly down regulated KEGG pathway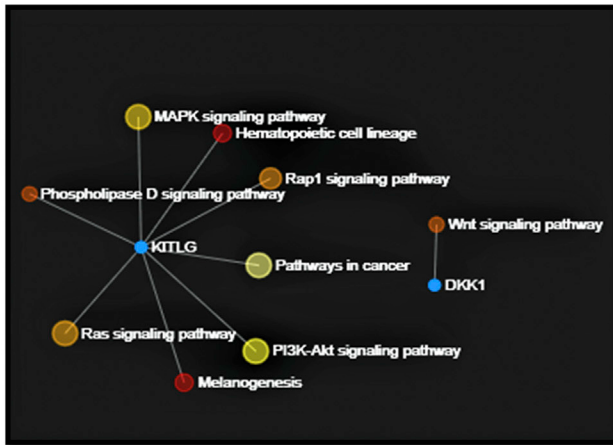**B** Significantly down regulated biological processes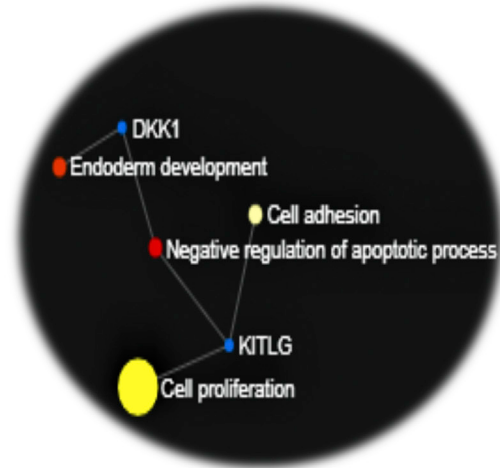**C** Cellular components involved in Modulation of genes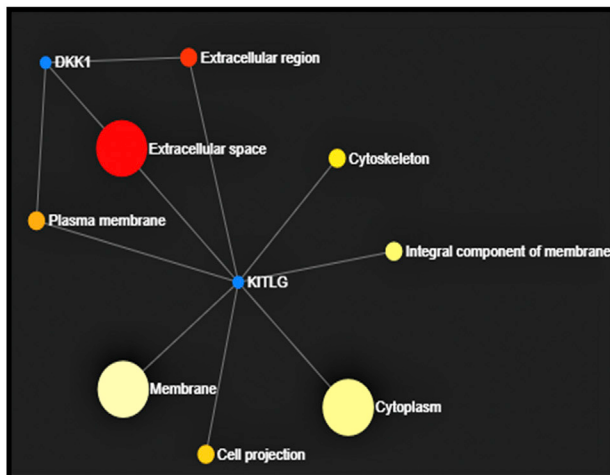**D** Molecular functions involved in modulation of genes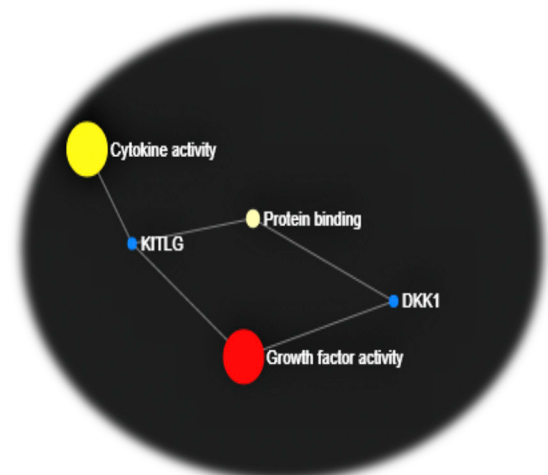

Figure 7. Significant genes affected by both treatments (CM from WJ-MSCs and BM-MSCs)

(A) Significantly downregulated genes (p value) and KEGG pathways by both treatments. (B) Significantly downregulated biological processes from two treatments. (C) Significant cellular components activated in response to the effect of two treatments. (D) Significant molecular functions depicting the response of two genes as a result of activation by growth factor and cytokine activity.

[Gibco, USA] supplemented with N2 [Gibco, USA], epidermal growth factor [EGF] [20 ng/mL, Invitrogen], basic fibroblast growth factor [bFGF] [20 ng/mL, Gibco, USA], leukemia inhibitory factor [LIF] [10 ng/μL, Chemicon, Germany], and B27 [1:50; Life Technologies, USA] in six-well ultralow attachment plates (Corning, USA) to enrich for glioma stem cells (gliospheres) and were maintained at 37°C in a humidified atmosphere of 5% CO₂/95% air. The morphology of gliospheres from positive and negative populations was observed under a phase-contrast microscope (Zeiss, Germany) for 10 days.

Glio-sub-sphere generation

CD133⁺ and CD133⁻ selected cell populations, derived from first gliospheres, were dissociated using StemPro Accutase cell dissocia-

tion reagent (Gibco, USA) according to the manufacturer's instructions. Cells were subsequently re-suspended in GSM and seeded in 24-well ultralow plates (Corning, USA) at 1×10^3 cells/well. The formation of free-floating sub-spheres was observed by phase-contrast microscopy (Zeiss, Germany), and the experiment was conducted until passage 12 (G12, gliosphere). Cells in each passage were kept in culture between 7 and 10 days.

Monolayer generation

Similarly, small fractions of sorted cells from positive and negative populations were cultured in standard culture media (DMEM-F12 + 10% FBS, Gibco, USA) to investigate their expansion ability adherently after sorting. The morphological changes were observed

under a phase-contrast microscope (Zeiss, Germany). The experiment was conducted for six passages, and one passage time was kept between 5 and 7 days.

Immunofluorescence assay of CD133⁺ population

A panel of GSC markers, neuronal lineage markers, and late differentiated neuronal markers were selected (Table 1) to characterize the sorted CD133⁺ population by immunocytochemistry. Briefly, sub-spheres at passage 13 (G13) were harvested by treatment with StemPro Accutase cell dissociation reagent (Gibco, USA) and washed with PBS (pH 7.4, Gibco, USA), followed by centrifugation. After resuspension, cells were seeded on poly-L-lysine-coated coverslips at a seeding density of 2×10^4 cells/coverslip and were immersed in GSM with 2% FBS (Gibco, USA). After 2 days the cells were fixed with 4% formaldehyde for 20 min followed by washing. Coverslips were then permeabilized with 0.3% Triton X-100 for 15 min at room temperature. Blocking was performed with 10% normal goat serum (Gibco, USA) for 1 h at room temperature. Cells were stained with the primary antibodies in 1% blocking buffer overnight at 40°C with shaking followed by washing with 0.1% Triton X-100 in PBS three times for 5 min each. Next, cells were stained with secondary antibodies (Table 1) in 1% blocking buffer for 1 h at room temperature in the dark. Cells were washed with 0.1% Triton X-100 in PBS three times for 5 min each. Nuclei were stained with DAPI (Thermo Fisher Scientific, USA) for 5 min and coverslips were mounted onto slides. Cell imaging was performed on an inverted phase-contrast fluorescence microscope (Zeiss Axio Observer Z1, Zeiss, Germany). The description of the primary and secondary antibodies used for the assay is given in Table 1.

Functional assays

Preparation of MSC CM under GSM conditions

How the deposited data were processed for this re-analysis (not part of the article)

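Gene expression was measured on 14 Human Transcriptome Array 2.0 arrays of U87MG cells. They are 3 of untreated gliospheres, 3 each of gliospheres treated with CM of bone marrow (BMT) and of Wharton's jelly MSCs (WJT), 2 of negative spheres and 3 of the cell line. Treatment lasted 7 days in 90% CM with cells of gliosphere passage 13. The deposited values are log2 signals, which the authors made from the raw arrays by signal space transformation and robust multi-array averaging (background correction, quantile normalization and summary per transcript cluster) in the Transcriptome Analysis Console. The quantiles still differ between arrays, with medians from 3.58 to 3.92 log2. The 10th percentile of the arrays lies between 2.98 and 3.15, so signals near 3.5 cannot be told from background.

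Of 70523 features in the table, 2995 are other probe sets and were left out, and the rest are transcript clusters. Gene symbols come from the array annotation: 23781 clusters have 1 symbol, 1543 several and 42204 none, and 21497 were matched through the gene number with 0 symbols updated. For tests of gene lists the brightest cluster stood for each of 22465 genes.

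The comparisons were WJT and BMT against gliospheres, gliospheres against control, WJT against BMT, and negative spheres against cell line. The first 4 came from 1 fit of 4 groups and the last from a fit of 5 groups, with limma 3.58.1 in R 4.3.3 with empirical Bayes variances (prior degrees of freedom 1.9). The 5 arrays of negative spheres and cell line form 1 control group; the paper names both and speaks of triplicates. The rule set before the data were examined was to use the set of control arrays whose mean matched the supplementary table within 0.02 log2 for 99% of its clusters, and otherwise all 5, and no set matched. Changes pass at a Benjamini-Hochberg adjusted p below 0.05, and the paper's criterion of an unadjusted p of 0.05 or less with a fold of at least 2 was counted beside it. Tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

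Gene lists were written by hand before the data were examined. Their members come from general knowledge, except the marker lists of Table 1 and the CSC array lists, which follow the paper. The pathways to list were partly those that the paper names from these same arrays. The 46 lists have 1357 entries, of which 1193 were measured. With RNA classes taken by symbol they made 196 tests over the first 4 comparisons, adjusted together. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry.

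The genes named follow a rule set before the data were examined. For each of the first 3 comparisons it takes the 10 largest rises and 10 largest falls among clusters with 1 symbol that passed and whose groups did not overlap, or, where under 3 passed in a direction, the 10 of smallest p at the paper's criterion. It adds the genes the paper names for the microarrays or in Tables 1, 4 and 5, and up to 4 members of each list behind a claim. The values in the first 1997 lines of the supplementary table had been seen before the rule was written. Of the genes it picked, 1 is not reported here.

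Alternatives were the F-test over 4 groups, a log2 fold of at least 2, other control arrays, only the 2 groups compared, 5 groups, an intensity trend with robust prior, a mean log2 of at least 5, quantile normalization, median centring, a replicate block, array weights, clusters with 1 symbol, the mean over all clusters of a gene, and each array left out in turn. Others were added after seeing the data: negative spheres with cell line replicate 1 as control, the 3 arrays that stand apart left out, the arrays closest to the supplementary table, separate gliospheres arrays for each treatment, components without the cell line arrays, and components over clusters with an F-test p of 0.05 or less. Shared gliospheres arrays were allowed for with 100 simulated data sets in which no group differed. The fit was tested on simulated data with independent noise of the same spread in all groups, in which 44 of 50 clusters shifted by 2 log2 were recovered in WJT. The PCR arrays and the culture assays were not analysed here.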

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

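Of the tests in this part, that of the position of gliospheres replicate 3 toward the treated arrays and that of a shift of dim clusters were written before their results were seen. The tests of array scaling, serum, a treated array by its MHC class II genes, other cells, cycling cells and near-identical copies and of other splits of the arrays were chosen after the results were seen, and so was the weight given to the spread of the markers of other cells.

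Dixon's test singled out 1 array of the control group for each of a few genes. ADAMTS1, a metalloprotease, had 7.85 log2 in cell line replicate 2, EGF had 3.95 in cell line replicate 1 (against 4.06 or more in the others), INSIG1 had 7.56 there and PSME1, a proteasome activator, had 10.92. The gap to the nearest array, over the range of the 5 control arrays, exceeded Dixon's critical value of 0.71. This holds for 4 of 53 genes tested, and chance gives such a value in about 1 in 20 groups.

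Genes that the paper does not discuss also differed. Amino acid synthesis and ATF4 target genes, a set induced when amino acids are short, had a median log2 difference of 0.81 between WJT and gliospheres, and of 0.56 between WJT and BMT, where the difference itself was tested (camera adjusted p = 4.23e-17, and 0.249 with an estimated correlation). 5S rRNA genes had a median of 0.48 in BMT. The negative spheres and cell line arrays, which the paper takes together as its control, differed from each other at 913 clusters at the paper's criterion. By limma 0 of these clusters passed after adjustment, with 1443 higher and 3083 lower at an unadjusted p of 0.05 or less. The majority rests on scaling, since these were 3709 and 1875 after quantile normalization and 2927 and 1861 after median centring.

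Sterol synthesis genes were higher in gliospheres than in the control arrays. Array scaling is argued against, since the mean log2 change of the list after quantile normalization was 1.638. Serum in the medium of the cell line is argued against if the negative spheres had the sphere medium, in which the paper seeded its sorted negative cells: the median difference of gliospheres was 1.17 from negative spheres (0.59 to 1.91 over pairs of arrays) and 1.34 from the cell line. Of 19 genes, 16 were higher than in each, and negative spheres and the cell line differed by 0.14. The paper also kept small fractions of its sorted negative cells in medium with serum. The labels do not tell which medium the negative spheres arrays had, and if it held serum, this explanation stays open. A difference in sterol synthesis between sphere cells and other cells stays open, and the effect of sphere culture was not tested.

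Gliospheres replicate 3 stood apart from gliospheres replicates 1 and 2. Fewer cycling cells in the culture is a candidate explanation, since genes of DNA replication and G1/S had a median log2 difference of -1.24 from the other replicates, 48 of 49 were lower, and 38 of 39 mitosis genes were lower with a median of -2.02. A treated array in its place is argued against by MHC class II genes, with a median of 0.96 in replicate 3 and from -0.56 to 0.02 in the treated arrays, a distance of 0.94, while its position of 64.2% of the way to them over 341 clusters lay between the limits written for it, with replicates 1 and 2 at 74.7% and 35.3% over 722 and 308 clusters chosen in the same way. Mesenchymal stem cells or fibroblasts in the sample cannot be told apart, with a median difference of 0.63 for their 15 markers, above the limit of 0.5 written for it but with quartiles of -0.09 and 1.88. POSTN (9.14 against 3.36 and 3.39), PDGFRB (10.5), PDGFRA (9.02), PRRX1 (9.23) and ENG (7.91) were over 1 log2 higher, while NT5E (16.94) and FAP (7.29) were lower and THY1 (3.11) and TAGLN (3.54) lay near background on all arrays.

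5S rRNA genes and pseudogenes were higher in BMT than in gliospheres (limma camera adjusted p = 2.35e-31, and 0.442 with an estimated correlation). Array scaling is argued against by a mean log2 change of 0.584 after quantile normalization, and a shift of all dim clusters by a median of 0.01 over 4930 clusters of other kinds matched on signal. Near-identical copies that read 1 RNA may explain how so many of the 493 genes moved together, since the estimated correlation between them was 0.392. Other variation shared between genes on these arrays would raise this correlation too, so it does not single out copies. Lists of other kinds also lost their camera calls with an estimated correlation. Such a correlation would make the camera p too small. It leaves open whether a change in 5S rRNA or in its recovery from the samples lies behind the difference. No biological explanation was tested.

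Other splits of the same arrays were counted for each comparison. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The paper's criterion called 582 clusters for WJT against gliospheres and at most 309 in another split (1 of 10 as large), 750 and 249 for BMT (1 of 10), and 55 and 54 for WJT against BMT (1 of 10). Lists called, adjusted within each split, were 23 and 19 for WJT (1 of 10), 14 and 17 for BMT (4 of 10) and 23 and 10 for WJT against BMT (1 of 10). Adjusted p passed 6 clusters for BMT and 0 in any other split (1 of 10). For gliospheres against control, 1 of 56 splits, the real one, passed as many as 384 clusters, with 226 in the next. This argues against chance for that count in this fit but does not exclude it, since several counts were tested in this way. Other settings passed fewer, 140 without gliospheres replicate 2 and 24 with only the 2 groups compared, and the splits were not counted there. The paper's criterion does not argue against chance, since 10 of 56 splits called as many as 1102. Neither do the lists, where 42 of 56 called as many as 13 and the highest other was 27. The split that called most at the criterion, 2013 clusters, set gliospheres replicates 2 and 3 with cell line replicate 3 against the rest, which points to a structure of the samples that crosses these groups.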

How the results depend on the processing

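Some alternatives were chosen after seeing the data. They are the 3 arrays that stand apart (gliospheres replicate 3, cell line replicates 2 and 3) left out, and the arrays closest to the paper's table. Negative spheres and cell line replicate 1 as control, and separate gliospheres arrays for each treatment, were also chosen then. So were components without the cell line, and components over only the clusters selected by their F-test p. All other alternatives were set before the data were examined. Where a count or direction moved, the cause was not tested, unless the setting itself tests fewer clusters or a larger fold. There were 4498 values for 168 pairs of a gene and a comparison. Of these, 4126 kept their side of the threshold, 188 no longer passed, 184 newly passed and 0 reversed. For 88 pairs of a gene list and a comparison there were 2444 values. Of these, 2141 kept their side, 196 no longer passed, 85 newly passed and 22 reversed. Direction was compared only where a value passed in the original fit or in the alternative. Values that passed in neither count as kept even where their sign changed.

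Genes of DNA replication, of mitosis, of histones and of 5S rRNA hold all the reversed values, given here as mean log2 differences, while the label follows camera's direction against other genes. Without gliospheres replicate 3, the mitosis list was -0.406 in WJT, -0.182 in BMT and 0.213 in gliospheres against control, and the DNA replication list 0.274 in gliospheres against control. Without gliospheres replicate 1, the DNA replication list was 0.086 in WJT and 0.291 in BMT. With the 3 arrays that stand apart left out, the mitosis list was -0.406 in WJT, -0.182 in BMT and 0.336 in gliospheres against control. Its WJT and BMT values repeat those without gliospheres replicate 3, because cell line arrays do not enter these means. Against control DNA replication was then 0.332, histones 0.002 and 5S rRNA 0.366, while 5S rRNA in negative spheres against cell line was 0.11. For the arrays closest to the paper's table, the mitosis list was -0.656, -0.431 and 0.189, and against control DNA replication was 0.362, histones -0.07 (the same sign as with all arrays) and 5S rRNA 0.259. The 5S rRNA list against control was also 0.29 with the 2 negative spheres arrays, 0.327 with negative spheres and cell line replicate 1 as control, and 0.219 without cell line replicate 2. Over all single arrays left out, the DNA replication list ranged from -0.625 to 0.086 in WJT, from -0.42 to 0.291 in BMT and from -0.437 to 0.274 in gliospheres against control. The mitosis list ranged from -0.406 to 0.689, from -0.182 to 0.914 and from -0.883 to 0.213, and the 5S rRNA list against control from -0.09 to 0.219. The cause was not tested.

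With array weights of limma, 92 clusters passed higher and 82 lower in WJT, 18 higher and 76 lower in BMT, and 208 lower in gliospheres than in control. At the paper's criterion 544 were lower in WJT, 210 differed between WJT and BMT and 1467 between negative spheres and cell line. With the 3 arrays that stand apart left out, 50 passed higher and 103 lower in WJT, 22 higher and 61 lower in BMT, 721 higher and 368 lower in gliospheres, and 171 between negative spheres and cell line. The criterion then called 637 lower in WJT, 1330 higher and 571 lower in gliospheres, 253 between WJT and BMT and 1769 between negative spheres and cell line. For the arrays closest to the paper's table, 31 passed higher and 76 lower in WJT, 27 higher and 33 lower in BMT and 190 lower in gliospheres. The criterion then called 397 higher and 621 lower in WJT, 378 higher in BMT, 1400 higher and 771 lower in gliospheres and 293 between WJT and BMT. The cause was not tested.

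Among clusters with 1 gene symbol, a setting that tests fewer clusters, 7 passed higher and 4 lower in WJT and 0 higher in BMT. The criterion called 133 higher and 94 lower in WJT, 86 higher and 130 lower in BMT, 325 higher and 189 lower in gliospheres, 20 between WJT and BMT and 164 between negative spheres and cell line. At a log2 fold of at least 2, a setting that asks for a larger change, the counts were 39 higher and 66 lower in WJT, 12 higher and 190 lower in BMT, and 126 higher and 60 lower in gliospheres. With a mean log2 of at least 5, which drops dim clusters, 0 passed higher and 3 lower in BMT.

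After quantile normalization 0 clusters passed higher and 0 lower in BMT by limma, where 2670 were higher and 2328 lower at an unadjusted p of 0.05 or less, and 174 passed higher and 58 lower in gliospheres. The criterion called 200 lower in WJT and 323 higher in BMT. The share of higher clusters at the criterion went from 44.7% to 65% in WJT, from 25.1% to 43.2% in BMT and from 15.1% to 44.2% in negative spheres against cell line. Median centring left 0 higher and 3 lower in BMT and 43 lower in gliospheres. It took the share of higher clusters among those that passed from 75.5% to 89% in gliospheres and from 16.7% to 0% in BMT, and at the criterion the share in negative spheres against cell line to 25.6%. The cause was not tested.

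With only the 2 groups compared in the fit, 0 passed higher and 1 lower in BMT, and 24 higher and 0 lower in gliospheres, with 2550 and 2276 at an unadjusted p of 0.05 or less. The criterion called 324 higher in BMT and 293 between WJT and BMT. With an intensity trend and robust prior, 2 passed lower in BMT, and 158 higher and 60 lower in gliospheres. With the replicate number as a replicate block, 0 passed higher in BMT and 62 lower in gliospheres. Replicates of the same number were not more alike than others, since over 9 pairs of arrays of the same number the correlation of their deviations ranged from -0.18 to 0.11 and in 2 pairs the best match was of the same number. As control, the 3 cell line arrays gave 127 higher and 59 lower in gliospheres by adjusted p. The 2 negative spheres arrays gave 232 lower, and 1328 higher at the criterion. Negative spheres and cell line replicate 1 gave 470 higher and 349 lower, and 1200 and 541 at the criterion. The cause was not tested.

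The gene lists called by camera numbered 23 in WJT, 15 in BMT, 16 in gliospheres against control and 22 between WJT and BMT. With an estimated correlation they numbered 0, 0, 2 and 0, and with fry 2, 1, 6 and 0. The preset correlation is an assumption, and with 1193 list entries measured on few arrays the estimated one is imprecise.

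Leaving out 1 array at a time, WJT had 0 to 20 clusters passing higher and 0 to 41 lower, and 216 to 366 higher and 212 to 714 lower at the criterion. BMT had 0 to 14 and 0 to 101, and 156 to 296 and 399 to 965. Gliospheres against control had 111 to 409 and 29 to 273, and 634 to 1016 and 291 to 462. Between WJT and BMT 0 to 1 passed and 28 to 130 met the criterion, and between negative spheres and cell line 0 to 198 and 628 to 2580. The lists called numbered 15 to 25, 9 to 17, 12 to 20 and 17 to 24. The correlation of WJT and BMT ranged from 0.74 to 0.89 (and was 0.28, the median of 6 splits, with separate gliospheres arrays for each treatment), and component 1 from 23.7% to 39.9%. Where a group is left with 1 array, that array is taken to vary like the other groups.

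Several single arrays moved these counts by over 1.5 times. Without gliospheres replicate 1, WJT had 20 higher and 41 lower and 714 lower at the criterion, BMT had 14 higher and 101 lower and 296 and 965 at the criterion, and the lists called were 15 in WJT and 9 in BMT. Without gliospheres replicate 2, BMT had 0 and 0, and gliospheres against control 111 and 29. Without gliospheres replicate 3, WJT had 1 lower, BMT had 1 lower and gliospheres against control 42 lower. Without BMT replicates 1, 2 and 3 in turn, BMT had 4, 0 and 0 higher and 1, 0 and 0 lower, and gliospheres against control 183, 167 and 173 higher and 53, 48 and 48 lower. Without WJT replicate 1, BMT had 1 lower and 212 clusters met the criterion lower in WJT. Without WJT replicate 2, BMT had 3 lower and gliospheres against control 175 and 46. Without WJT replicate 3, WJT had 8 higher, BMT had 0 and 0, gliospheres against control 165 and 45, and 1 passed between WJT and BMT. The criterion called 104 between WJT and BMT without BMT replicate 1, 110 without WJT replicate 1, 28 without WJT replicate 2, 130 without cell line replicate 2 and 91 without cell line replicate 3. Without negative spheres replicate 1, gliospheres against control had 125 and 56 and 25 passed between negative spheres and cell line, and without negative spheres replicate 2 BMT had 0 and 0. Without cell line replicate 1, WJT had 8 higher and 3 lower, BMT 3 and 2, gliospheres against control 180 and 61, and negative spheres against cell line 198, and 2580 at the criterion. Without cell line replicate 2, BMT had 6 and 11, and 293 higher at the criterion. Without cell line replicate 3, BMT had 2 higher, gliospheres against control 273 lower, WJT 584 lower at the criterion, and negative spheres against cell line 1416 at the criterion. The cause was not tested.

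Among named genes, the calls lost in most alternatives were those of EGF, SEC11C, E2F7 and MT1X in gliospheres against control. In that comparison the limma adjusted p ranged from 0.0186 to 0.513 for EGF, from 0.0173 to 0.336 for SEC11C and from 0.00115 to 0.328 for DKK1. In BMT it ranged from 0.00874 to 0.185 for ELOF1 and from 0.00874 to 0.174 for HLA-DQA1. The sterol genes DHCR7 and SQLE and the desaturase SCD, higher in gliospheres than in control, lost their calls with only the 2 groups compared and in no other alternative (limma adjusted p = 0.0572, 0.0635 and 0.104).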

Differences from the paper's values

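The shares of variance differ from the paper's. Component 1 held 34.3% over all clusters and 14 arrays, where the paper shows about 72% in Fig. 3A, read by eye, and may have used other clusters or arrays. Component 2 held 17.2%, where the paper shows about 8.5% in Fig. 3A, and component 3 held 12.7%, where the paper shows about 4.1% in Fig. 3A. None of the alternatives set before the data were examined came within 1.5 times of these values. Component 1 held 34% after quantile normalization, 33.2% after median centring and 26.1% among clusters with 1 gene symbol, and from 23.7% to 39.9% without 1 array. Components 2 and 3 held 14.8% to 21.9% and 10.9% to 17.5% without 1 array. Alternatives chosen after seeing the values did not reach them either: component 1 held 31.4% without the cell line, which the paper does not name for this figure, 30.6% with the 3 arrays that stand apart left out, 39.6% for the arrays closest to the paper's table and 46.5% over clusters with an F-test p of 0.05 or less.

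The paper states that CM of both types of MSCs arrested the cell cycle. With all arrays 30 of 39 mitosis genes were higher in WJT and 38 of 39 in BMT than in gliospheres, while 37 and 28 of 49 genes of DNA replication and G1/S were lower. Without gliospheres replicate 3 the mean of the mitosis list was lower in both treatments (-0.406 in WJT and -0.182 in BMT), which is the paper's direction. Leaving out cell line replicates 2 and 3 as well cannot change these means. Without gliospheres replicate 1 the mean of the DNA replication list was higher in both treatments (0.086 in WJT and 0.291 in BMT).

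The paper states that the PD-1/PD-L1 pathway was inhibited in gliospheres and that calcium-induced T lymphocyte apoptosis changed in BMT. Of 35 PD-1/PD-L1 genes outside the MHC, 20 were higher and 15 lower in gliospheres than in control, and of 35 genes of calcium-induced T lymphocyte apoptosis outside the MHC, 22 were higher and 13 lower in BMT. Neither list was called by camera of limma (limma adjusted p = 0.0754 and 0.577). The MHC class II genes, which such pathways also hold, were called higher in gliospheres and lower in BMT by camera at the preset correlation. Neither call held with an estimated correlation, while fry called this list in both comparisons.

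The paper lists ribosome biogenesis among the processes raised in gliospheres, and protein export and ferroptosis among those lowered. Here 33 of 67 ribosome biogenesis genes were higher and 34 lower, with 1 gene rising. Of 16 protein export genes 10 were higher and 6 lower, with 1 gene falling, and of 35 ferroptosis genes 17 were higher and 18 lower, with 1 gene falling. With the 3 arrays that stand apart left out, a choice made after seeing the values, ribosome biogenesis was called higher (limma camera adjusted p = 8.9e-05, and 0.317 with an estimated correlation).

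The paper calls DKK1 and KITLG downregulated by both treatments in its PCR array, and adds that DKK1 seemed upregulated when compared with gliospheres. On the microarrays DKK1 was lower in both treatments than in gliospheres, by log2 differences of -0.39 in WJT and -0.26 in BMT, and neither passed. KITLG was lower as in the paper (-0.94 and -0.85, and -0.46 and -0.38 without gliospheres replicate 3), and this did not pass either.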

Other observations

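Of the tests in this part, the one of treatment moving gliospheres back toward the control arrays over all clusters was written before its result was seen, and the one at the clusters called in both comparisons was chosen after it. The lists were set before the data were examined, and which of them to describe first was chosen after their values were seen.

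Genes of amino acid synthesis and ATF4 targets were higher as a group in WJT than in gliospheres. ALDH1L2, a mitochondrial folate enzyme, had 9.08 ± 0.23 log2 (SD, n = 3) in WJT and 7.36 ± 0.25 (SD, n = 3) in gliospheres (limma adjusted p = 0.119, and from 0.0233 to 0.511 over the alternatives). Of 19 genes 18 were higher, 0 passed over all clusters by limma, and 7 were higher when adjusted over the list alone. Camera of limma gave an adjusted p of 2.17e-14 (0.272 with an estimated correlation, and 0.138 by fry), and in BMT 0.291. Of 24 genes of the unfolded protein response and ER processing 22 were higher in each treatment, with limma camera adjusted p = 3.7e-10 in WJT and 0.00132 in BMT (0.269 and 0.543 with an estimated correlation, 0.106 and 0.293 by fry). HSPA5, the main ER chaperone, had 16.01 ± 0.10 in WJT and 14.91 ± 0.31 in gliospheres (limma adjusted p = 0.501).

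Small RNAs were lower in negative spheres than in the cell line. Of 64 box H/ACA snoRNAs 62 were lower, with a median log2 difference of -1.76, and of 173 box C/D snoRNAs 154, with a median of -0.80. Of 216 spliceosomal RNAs 177 were lower (median -0.53), and of 493 5S rRNA genes 436 (median -0.37). Camera of limma gave adjusted p = 2.59e-30, 5.27e-19, 4.28e-14 and 4.55e-17, with 0.46, 0.46, 0.46 and 0.685 for an estimated correlation and 0.434, 0.434, 0.434 and 0.721 by fry. Much of the difference lay in cell line replicate 2, without which the medians were -0.70, -0.38, -0.33 and -0.10. After quantile normalization they were -1.47, -0.54, -0.39 and -0.27. With the 3 arrays that stand apart left out, a choice made after seeing the values, they were -1.21, -0.65, -0.17 and 0.07, so that the 5S rRNA genes were no longer lower.

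TGF-beta and BMP target genes were lower as a group in gliospheres than in control, with 2 of 19 falling (TGFBI and ID2) and 10 lower when adjusted over the list alone (limma camera adjusted p = 3.23e-05, 0.344 with an estimated correlation, 0.0244 by fry). Of 20 glycolysis genes 2 fell (ENO2 and HK2) and 17 were lower (limma camera adjusted p = 1.73e-04, 0.653 with an estimated correlation, 0.339 by fry). The median deviation of the glycolysis list was 0.94 in cell line replicate 1 and 0.29 and 0.24 in negative spheres, while -0.13 and -0.09 in cell line replicates 2 and 3 lay within the range of gliospheres (-0.37 to -0.02). WJT and BMT differed at 0 clusters by limma after adjustment (smallest adjusted p = 0.697), with 646 higher and 1363 lower at an unadjusted p of 0.05 or less and 45 and 10 at the paper's criterion. The majority at the unadjusted p turned with scaling, to 1051 and 931 after quantile normalization and 1098 and 614 after median centring.

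Most stem cell and lineage markers of Table 1 lay near background. PROM1, which encodes CD133, had 3.49 ± 0.06 log2 (SD, n = 3) in gliospheres and 3.45 ± 0.10 (SD, n = 5) in control, and SOX2 and GFAP had 3.55 and 3.55 in gliospheres. NES had 4.34 and PAX6 5.80 there, above background. For the 6 stem cell and neural lineage markers and 4 differentiation markers measured, limma camera gave adjusted p = 0.985 and 0.609 against control. In WJT limma camera gave adjusted p = 0.0338 and 0.0143 (0.398 and 0.272 with an estimated correlation). The mean of each of these markers was higher in WJT than in gliospheres, so these calls do not show a fall. At the unadjusted p, 0 of the 6 and 1 of the 4 were higher in WJT, and 0 were lower.

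Other lists had 0 genes passing by limma over all clusters, except apoptosis (PMAIP1), Wnt targets (DKK1) and MSC and fibroblast markers (FAP, limma adjusted p = 0.00648) with 1 gene each lower in gliospheres than in control. ID2, ENO2, HK2 and PMAIP1 lie outside the rule for named genes and were chosen after their values were seen. In the order gliospheres against control, WJT and BMT, limma camera gave adjusted p = 0.538, 0.127 and 0.224 for apoptosis, 0.262, 0.08 and 0.59 for Wnt targets, 0.609, 0.0978 and 0.81 for MSC and fibroblast markers (10 of 15 higher in WJT and 7 in BMT), 0.0185, 0.223 and 0.303 for the interferon response and 0.0395, 0.249 and 0.59 for MAPK targets (0.577 and 0.658 against control with an estimated correlation). It gave limma adjusted p = 0.922, 0.223 and 0.978 for YAP targets, 0.593, 0.922 and 0.772 for Notch targets, 0.915, 0.915 and 0.985 for cell cycle inhibitors and 0.276, 0.113 and 0.2 for complexes II and III of oxidative phosphorylation. For leukocyte, platelet and endothelial markers limma adjusted p ranged from 0.111 to 0.927.

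Treated gliospheres and control arrays lay on the same side of the gliospheres at the clusters called in both comparisons. That treatment moves gliospheres back toward the control arrays was tested with no array shared between the differences, where a return predicts correlations below -0.1 in all 6 combinations. With WJT they were 0.34, -0.06 and 0.05, and with BMT 0.26, -0.08 and -0.15, the highest being 0.34, but the limit written for this test, a value of 0 or more in any combination, was wrong for the pattern, because the correlations run over all clusters. At clusters called in both comparisons without 1 gliospheres array, that array lay apart from treated and control arrays on the same side for 59.6% to 89.8% of clusters, between the limits of 50% and 80% at its lowest. A return at these clusters therefore cannot be told apart from variation between the gliospheres arrays.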
